# S1P-S1PR1 signaling impairs CD8^+^ T cell metabolism and effector function in tumors

**DOI:** 10.1038/s44319-026-00734-3

**Published:** 2026-03-19

**Authors:** Debashree Basak, Puspendu Ghosh, Anupam Gautam, Ishita Sarkar, Arpita Bhoumik, Soham Chowdhury, Shaun Mahanti, Anwesha Mandal, Rajeswari Chakraborty, Anwesha Kar, Snehanshu Chowdhury, Krishna Kumar, Shubhrajit Barman, Senthil Kumar Ganesan, Saikat Chakrabarti, Sandip Paul, Shilpak Chatterjee

**Keywords:** S1P-S1PR1, CD8+ T Cells, ER Stress, Cancer, Immunology, Signal Transduction

## Abstract

Sphingosine-1-phosphate receptor 1 (S1PR1) signaling has been linked to the regulation of immunosuppressive cell populations within the tumor microenvironment (TME); however, its role in shaping anti-tumor CD8⁺ T cell responses remains poorly defined. Herein, we demonstrate that intratumoral CD8⁺ T cells express S1PR1, with expression predominantly enriched in the terminally exhausted subset. Transcriptomic profiling, combined with pharmacological inhibition and genetic knockdown, reveals that S1PR1-S1P signaling activates the PERK (protein kinase R (PKR)-like endoplasmic reticulum kinase)-CHOP (C/EBP homologous protein) axis of the endoplasmic reticulum stress response. CHOP, in turn, upregulates transcription of *Map3k13* and *Map3k15*, triggering downstream MAPK signaling and culminating in activation of p38MAPK. Activation of this pathway impairs CD8⁺ T cell metabolism and effector function while increasing apoptotic susceptibility. This ultimately limits the persistence and accumulation of functional CD8⁺ T cells within the TME, thereby compromising their responsiveness to anti-PD-1 therapy. Targeting the S1PR1-S1P axis or its downstream effectors offers a promising strategy to improve cancer immunotherapy outcomes.

## Synopsis

S1PR1-S1P signaling is a key driver of terminal CD8⁺ T cell exhaustion by activating the PERK-CHOP-p38MAPK axis, thereby inducing metabolic dysfunction and apoptotic susceptibility. This renders CD8⁺ T cells refractory to anti-PD-1 therapy.

- Intratumoral CD8⁺ T cells exhibit elevated S1PR1 expression, predominantly enriched in the terminally exhausted subset.
- S1PR1-S1P signaling engages the PERK-CHOP axis, driving transcriptional upregulation of Map3k13 and Map3k15.
- Activation of this signaling cascade compromises CD8⁺ T cell metabolic fitness, effector function, and survival.

## Abstract (web summary)

S1PR1-S1P signaling is a key driver of terminal CD8⁺ T cell exhaustion by activating the PERK-CHOP-p38MAPK axis, thereby inducing metabolic dysfunction and apoptotic susceptibility. This renders CD8⁺ T cells refractory to anti-PD-1 therapy.

## Introduction

As tumors evolve, they accumulate genetic alterations, such as somatic mutations and chromosomal rearrangements, which make them increasingly distinct from normal cells (Zhang et al, 2024). This molecular divergence often renders them immunologically visible, triggering a tumor-specific CD8⁺ T cell (TST) response aimed at recognizing and eliminating malignant cells (Dunn et al, 2004; Shankaran et al, 2001). However, despite the presence of TSTs, tumors continue to progress, suggesting that these T cells become functionally impaired in the tumor microenvironment (TME) (Schreiber et al, 2011; Thommen and Schumacher, 2018). Breakthrough discoveries unraveling the molecular basis of T cell dysfunction in tumors have led to immunotherapeutic strategies designed to reinvigorate TST function (Leach et al, 1996; Nishimura et al, 1999; Pardoll, 2012). Specifically, immune checkpoint blockade (ICB) therapy targeting PD-1 or CTLA-4, alone or in combination, has demonstrated remarkable clinical success across various malignancies (Sharma et al, 2023). However, despite these advances, ICB benefits only a fraction of patients; the majority either fail to respond or experience tumor relapse. This underscores an urgent need to elucidate the cellular mechanisms driving T cell dysfunction in cancer. A deeper understanding of these processes will be crucial for devising therapeutic strategies to enhance T cell responsiveness and improve immunotherapeutic outcomes.

Sphingosine-1-phosphate (S1P) is a bioactive lipid that regulates numerous physiological processes, including angiogenesis, hematopoiesis, carcinogenesis, tumor metastasis, and immune modulation (Mendelson et al, 2014). Synthesized by sphingosine kinases (SphK1 and SphK2), S1P exerts its effects by binding to G protein-coupled receptors (S1PR1-S1PR5), initiating diverse signaling cascades (Proia and Hla, 2015; Spiegel and Milstien, 2007). Among these receptors, S1PR1 is predominant in T cells and plays a key role in T cell dynamics. Specifically, S1PR1 governs the egress of naive and activated T cells from lymphoid organs into circulation, ensuring their availability for immune surveillance (Benechet et al, 2016; Pham et al, 2008; Thangada et al, 2010). In addition to its role in T cell egress, the S1P-S1PR1 axis is crucial in modulating the differentiation and effector functions of CD4^+^ T cell subsets (Garris et al, 2013; Huang et al, 2007; Liu et al, 2009; Liu et al, 2010). However, the precise regulatory mechanisms of this axis remain unclear, as contradictory findings have been reported.

Recently, the S1P-S1PR1 signaling pathway has gained attention for its role in shaping the immune landscape of tumors. Notably, S1PR1-mediated activation of JAK2/STAT3 signaling has been shown to promote the accumulation of regulatory T cells (Tregs) in the tumor microenvironment (TME) (Liu et al, 2019; Priceman et al, 2014). Similarly, studies in bladder carcinoma patients reported elevated S1PR1 expression on Tregs, underscoring its role in enhancing Treg functionality (Liu et al, 2019). Beyond Tregs, S1PR1 signaling has been implicated in fostering the accumulation of myeloid-derived suppressor cells (MDSCs) in the TME, thereby facilitating tumor progression in gastric cancer (Zhou and Guo, 2018). While these findings highlight the pivotal role of the S1P-S1PR1 axis in regulating the migration and functionality of various immune subsets within the TME, its impact on CD8^+^ T cell functionality remains largely unexplored.

In this study, we investigated the role of the S1P-S1PR1 axis in regulating CD8⁺ T cell functionality in tumors, prompted by our observation that intratumoral CD8⁺ T cells exhibit high S1PR1 surface expression. Strikingly, S1P-S1PR1 signaling not only impaired CD8⁺ T cell function but also increased their susceptibility to cell death, critically limiting their ability to mount a durable anti-tumor response. Our findings reveal a previously unrecognized role of the S1P-S1PR1 axis in controlling intratumoral CD8⁺ T cell persistence and suggest that targeting this pathway or its downstream signaling could enhance the therapeutic efficacy of CD8⁺ T cells in tumors.

## Results

### S1PR1 is highly expressed on intratumoral CD8⁺ T cells, and its activation dampens the function and metabolic fitness of CD8^+^ T cells

To decipher the relevance of S1P-S1PR1 signaling axis, if any, in regulating the functional and phenotypic traits of intratumoral CD8^+^ T cells, we first examined S1PR1 expression on CD8^+^ T cells across various preclinical tumor models, including EL-4 lymphoma, B16-F10 melanoma, and the aggressive, immunotherapy-resistant YUMM1.7 melanoma model that harbors human-relevant mutations. Analysis of antigen-experienced (CD44⁺) CD8⁺ T cells revealed that S1PR1 expression was significantly elevated on intratumoral CD8⁺ T cells compared to their splenic counterparts across all tumor types examined (Fig. 1A–C). Notably, this difference was more pronounced in CD8⁺ T cells isolated from B16F10 (Fig. 1B) and YUMM1.7 (Fig. 1C) mouse melanomas, two highly aggressive, pre-clinical tumor models refractory to anti-PD1 therapy (Kar et al, 2024). Given the heterogeneous exhaustion states of CD8⁺ T cells within the tumor microenvironment (TME) distinguished by the differential expression of PD1 and Tim3, we next investigated whether S1PR1 expression was enriched in specific subsets. Notably, terminally exhausted CD8⁺ T cells (PD1^+^Tim3^+^) exhibited significantly higher surface levels of S1PR1 compared to progenitor exhausted cells (PD1^-^Tim3^-^) (Figs. 1D–F and EV1A–C). To determine whether this trend was preserved in vitro, we assessed chronically stimulated CD8⁺ T cells. Consistent with our in vivo findings, both human and murine CD8⁺ T cells subjected to chronic TCR stimulation, models mimicking distinct features of exhaustion (Fig. EV1D–M), exhibited elevated S1PR1 surface expression relative to acutely stimulated cells (Fig. EV1N,O). Furthermore, given that STAT3 activation is known to sustain S1PR1 expression, we observed that intratumoral CD8⁺ T cells having high S1PR1 expression displayed elevated levels of p-STAT3 (Fig. EV1P).

**Figure 1:**
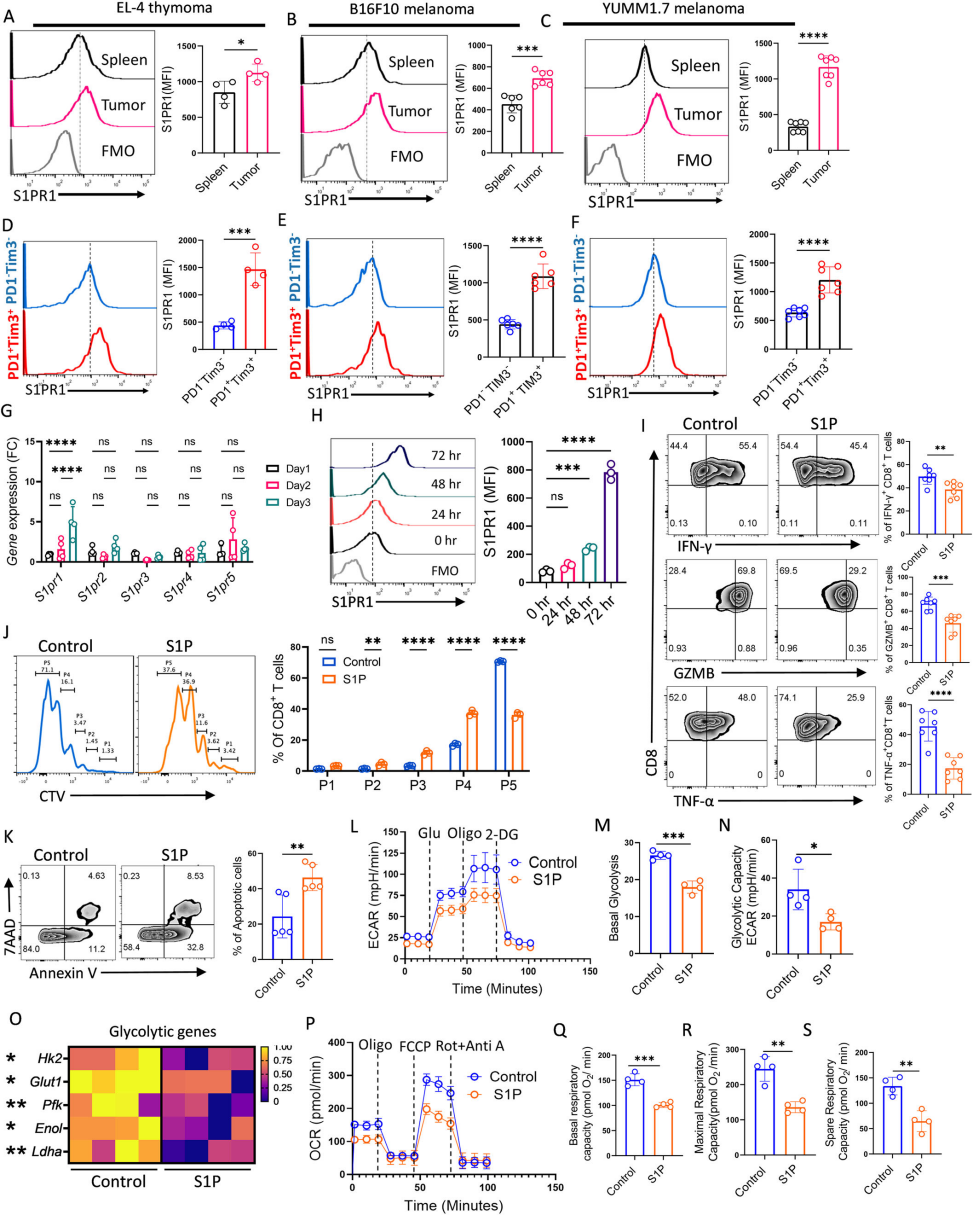
Elevated S1PR1 expression on intratumoral CD8⁺ T cells compromise their functionality and anti-tumor efficacy. (**A**–**C**) Flow cytometric analysis of S1PR1 expression in tumor tissues and spleens of B6 mice bearing 15-day subcutaneously established tumors: (**A**) EL4 thymoma (*n* = 4), (B) B16 melanoma (*n *= 6), and (**C**) YUMM1.7 melanoma (*n* = 7). (**D**–**F**) Assessment of S1PR1 expression in terminally exhausted (PD1⁺Tim3⁺) and progenitor-like exhausted (PD1⁻Tim3⁻) CD8⁺ T cells isolated from (**D**) EL4 thymoma (*n* = 4, *P *= 0.0005), (**E**) B16 melanoma (*n* = 6), and (**F**) YUMM1.7 melanoma (*n* = 7). (**G**) Purified CD8⁺ T cells from wild-type B6 mice were activated in vitro for 3 days, and transcript levels of *S1pr1-S1pr5* were quantified by qPCR (*n* = 4). (**H**) Purified CD8⁺ T cells from wild-type B6 mice were activated in vitro for 3 days, and cell-surface S1PR1 expression was examined by flow cytometry (*n* = 3). (**I**) Flow cytometry-based intracellular cytokine analysis of in vitro-activated murine CD8⁺ T cells (*n* = 7). (**J**) Proliferative capacity of CTV-labeled mouse CD8⁺ T cells activated in the presence or absence of S1P, assessed using flow cytometry (*n* = 3). (**K**) Flow cytometry analysis of apoptosis in mouse CD8⁺ T cells activated with or without S1P, quantified by Annexin V and 7-AAD staining (*n* = 5). (**L**–**N**) Purified mouse CD8⁺ T cells activated in the presence or absence of S1P were subjected to metabolic flux analysis to determine: (**L**) extracellular acidification rate (ECAR) in response to glucose, oligomycin, and 2-deoxyglucose (2DG); (**M**) basal glycolytic rate following glucose addition (*n* = 4); and (**N**) glycolytic capacity (*n* = 4). (**O**) Heatmap illustrating transcript levels of key glycolysis-associated genes in S1P-treated versus vehicle-treated mouse CD8⁺ T cells (*n* = 4). (**P**–**S**) Oxygen consumption rate (OCR) of mouse CD8⁺ T cells activated in the presence or absence of S1P under basal conditions and after sequential addition of mitochondrial inhibitors (**P**), along with quantification of (**Q**) basal respiration (*n* = 4), (**R**) maximal respiratory capacity (*n* = 4), and (**S**) spare respiratory capacity (*n* = 4, *P* = 0.0021). *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.0001; ns, nonsignificant (*P* > 0.05), the error bar represents the standard deviation (SD). *P* values are derived from unpaired two-tailed Student’s *t* test (**A**–**F**, **I**, **K**, **M**, **N**, **Q**–**S**), one-way ANOVA (**H**), and two-way ANOVA test (**G**, **J**, **O**). Source data are available online for this figure.

**Figure EV1:**
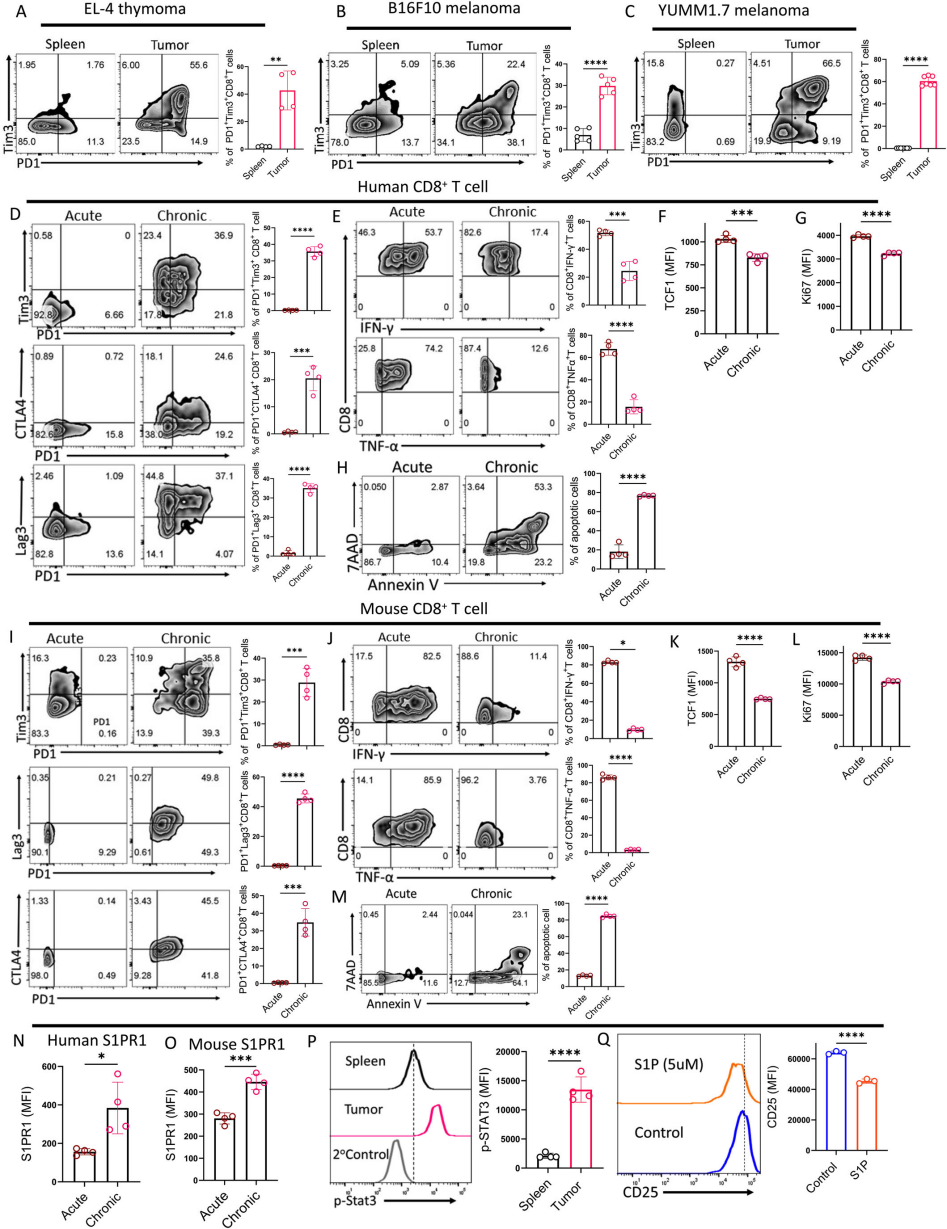
S1P-S1PR1 signaling modulates exhaustion profiles of CD8⁺ T cells in TME and chronic stimulation models. (**A**–**C**) Gating strategy used for flow cytometry analysis of heterogeneous exhaustion states of CD8⁺ T cells within the tumor microenvironment (TME) of (A) EL4 thymoma (*n* = 4), (**B**) B16F10 melanoma (*n* = 5), (**C**) YUMM1.7 melanoma (*n* = 7), distinguished by the differential expression of PD1 and Tim3. (**D**–**H**) Human CD8⁺ T cells isolated from healthy donor PBMCs were activated for 3 days and then subjected to either continuous TCR stimulation or cultured (without TCR stimulation) with IL-2 for 15 days. Cells were analyzed for (**D**) exhaustion-associated surface markers, (**E**) intracellular production of IFNγ and TNFα, (**F**) intracellular expression of transcription factor TCF1, (**G**) intracellular expression of cell proliferation marker Ki67, and (**H**) cell death using Annexin V and 7AAD. The adjacent bar diagram represents cumulative data from *n* = 4 biological replicates. (**I**–**M**) CD8⁺ T cells isolated from the spleen of wild-type B6 mice were activated for 2 days and then subjected to either continuous TCR stimulation or cultured (without TCR stimulation) with IL-2 culture for 9 days. Cells were assessed for (**I**) exhaustion-associated surface markers, (**J**) intracellular production of IFNγ and TNFα, (**K**) intracellular expression of the transcription factor TCF1, (**L**) intracellular expression of cell proliferation marker Ki67, and (**M**) cell death using Annexin V and 7AAD. The adjacent bar diagram represents cumulative data from *n* = 4 biological replicates. (**N**, **O**) Flow cytometry analysis of S1PR1 expression in acutely versus chronically stimulated human (**N**) and murine (**O**) CD8⁺ T cells. The adjacent bar diagram represents cumulative data from *n* = 4 biological replicates. (**P**) Flow cytometry analysis of p-STAT3 expression in CD8⁺ T cells isolated from spleens versus tumor tissues, with adjacent bar graphs representing cumulative results from four biological replicates (*n* = 4). (**Q**) Purified mouse CD8⁺ T cells activated in the presence or absence of S1P were assessed for flow cytometry-based expression of CD25. The adjacent bar diagram represents cumulative data from three biological replicates (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.0001; ns, nonsignificant (*P* > 0.05), the error bar represents the standard deviation (SD). *P* values are derived from unpaired two-tailed Student’s *t* test (**A**–**P**). Source data are available online for this figure.

We next examined whether S1PR1 expression correlates with T cell activation, as it has been reported to increase following antigen encounter (Pham et al, 2008). To this end, we first checked the transcript levels of all five *S1prs* (*S1pr1*, *S1pr2*, *S1pr3*, *S1pr4*, *and S1pr5*) in CD8^+^ T cells over a time course of in vitro activation to comprehensively map their expression dynamics. Interestingly, among all receptors, *S1pr1* transcript levels showed a progressive, time-dependent increase upon activation (Fig. 1G). This observation was corroborated at the protein level by assessing S1PR1 expression on CD8⁺ T cells at different time-points of their activation (Fig. 1H). Given the elevated S1PR1 expression on activated CD8⁺ T cells, we next explored the functional consequences of S1PR1 signaling. To this end, we supplemented activated CD8⁺ T cell cultures with exogenous S1P and evaluated effector cytokine production. Remarkably, S1P-treated cells exhibited significantly reduced production of IFN-γ, granzyme B (GZMB), and TNF-α compared to vehicle controls (Fig. 1I). Since proliferation is integral to T cell effector function, we also assessed the impact of S1P treatment on CD8⁺ T cell expansion. S1P exposure led to a marked reduction in proliferation (Fig. 1J), consistent with decreased CD25 expression on activated CD8⁺ T cells (Fig. EV1Q). Most notably, triggering the S1P-S1PR1 axis dramatically increased CD8⁺ T cell susceptibility to death following TCR re-stimulation (Fig. 1K).

Metabolic regulation is closely tied to T cell effector function. To investigate how S1P-S1PR1 signaling influences the metabolic features of CD8⁺ T cells, we first assessed glucose uptake using the fluorescent glucose analogue 2-NBDG. CD8⁺ T cells activated in the presence of exogenous S1P showed significantly reduced 2-NBDG uptake (Fig. EV2A), suggesting that S1P impairs glycolytic capacity. Supporting this, extracellular acidification rate (ECAR) measurements, a direct measure of glycolysis, revealed a notable decline in glycolytic activity following S1P treatment (Fig. 1L–N). This metabolic impairment was further corroborated at the transcriptional level, where key glycolytic genes were downregulated in S1P-treated CD8⁺ T cells (Fig. 1O). Beyond glycolysis, we also examined mitochondrial function, which is frequently compromised in dysfunctional T cells. Strikingly, mitochondrial morphology in S1P-treated CD8^+^ T cells appeared disrupted, characterized by a diffuse, rounded structure, in contrast to the dense, elongated mitochondria observed in vehicle-treated controls (Fig. EV2B). We reasoned that this altered morphology might result from enhanced mitochondrial fission, as *Drp1*, a gene associated with fission, was significantly upregulated in S1P-treated CD8⁺ T cells, whereas the expression of mitochondrial fusion genes (*Opa1*, *Mfn1*, and *Mfn2*) was downregulated (Fig. EV2C). Consistent with this, oxygen consumption rate (OCR), a readout of mitochondrial oxidative phosphorylation (OXPHOS), was significantly reduced in CD8⁺ T cells exposed to S1P (Fig. 1P–R). Additionally, spare respiratory capacity (SRC), a marker of mitochondrial fitness and long-term T cell persistence, was markedly diminished (Fig. 1S). Finally, S1P-treated CD8⁺ T cells exhibited a sharp decrease in ATP production (Fig. EV2D), further confirming mitochondrial dysfunction.

**Figure EV2:**
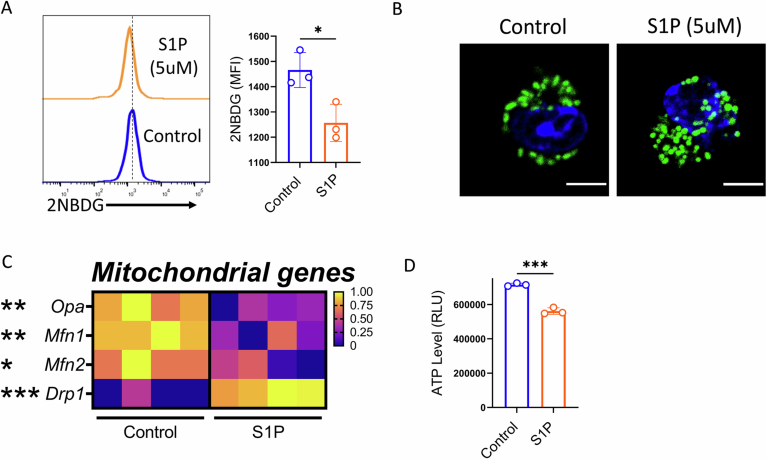
S1P-S1PR1 signaling modulates metabolic profiles of CD8⁺ T cells. (**A**) Purified mouse CD8⁺ T cells activated in the presence or absence of S1P were assessed for glucose uptake using 2NBDG (*n* = 3). (**B**) Confocal imaging of activated CD8^+^T cells in the presence and absence of S1P. (**C**) qPCR analysis showing transcript levels of different genes involved in the mitochondrial pathway in respective groups (*n* = 4). (**D**) Graphical representation of the intracellular ATP level in S1P or vehicle-treated CD8^+^ T cells (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.0001; ns, nonsignificant (*P* > 0.05), the error bar represents the standard deviation (SD). *P* values are derived from unpaired two-tailed Student’s *t* test (**A**, **D**), and two-way ANOVA test (**C**). Source data are available online for this figure.

Taken together, these findings demonstrate that S1PR1, which is highly expressed on exhausted CD8⁺ T cells, suppresses the effector function and profoundly impairs the metabolic fitness of CD8^+^ T cells upon activation by its ligand, S1P.

### Disruption of the S1P-S1PR1 signaling axis markedly improves the anti-tumor potential of CD8^+^ T cells

Given that intratumoral CD8⁺ T cells express S1PR1 and that activation of the S1P-S1PR1 signaling axis impairs their effector function and metabolic fitness, we next investigated whether disrupting this pathway could enhance their anti-tumor potential. Although S1PR1 is essential for naive T cell egress from the thymus and lymph nodes, as well as for peripheral trafficking of effector T cells, systemic inhibition of S1PR1 leads to lymphodepletion (Matloubian et al, 2004). To circumvent this, we aimed to selectively disrupt the S1P-S1PR1 axis in TME by locally depleting S1P levels.

Previous studies have shown that S1P is enriched in the TME and promotes tumor growth and metastasis (Schneider, 2020). While S1P is synthesized from sphingosine by two isozymes, sphingosine kinase 1 (SphK1) and sphingosine kinase 2 (SphK2) (Kohama et al, 1998; Liu et al, 2000), extracellular S1P is primarily generated by SphK1, which is frequently overexpressed in tumor cells (Wang et al, 2020). To locally reduce S1P in the TME, we used CRISPR-Cas9 to generate a SphK1 knockout in the YUMM1.7 melanoma cell line (SphK1^KO^ YUMM1.7) (Fig. EV3A). To test whether SphK1 loss affects tumorigenicity, we subcutaneously engrafted Rag1^−/−^ mice (lacking mature T and B cells) with either wild-type (WT) or SphK1^KO^ YUMM1.7 cells. Tumor growth kinetics were comparable in both groups, indicating that SphK1 loss did not impair tumor cell-intrinsic growth (Fig. 2A).

**Figure 2:**
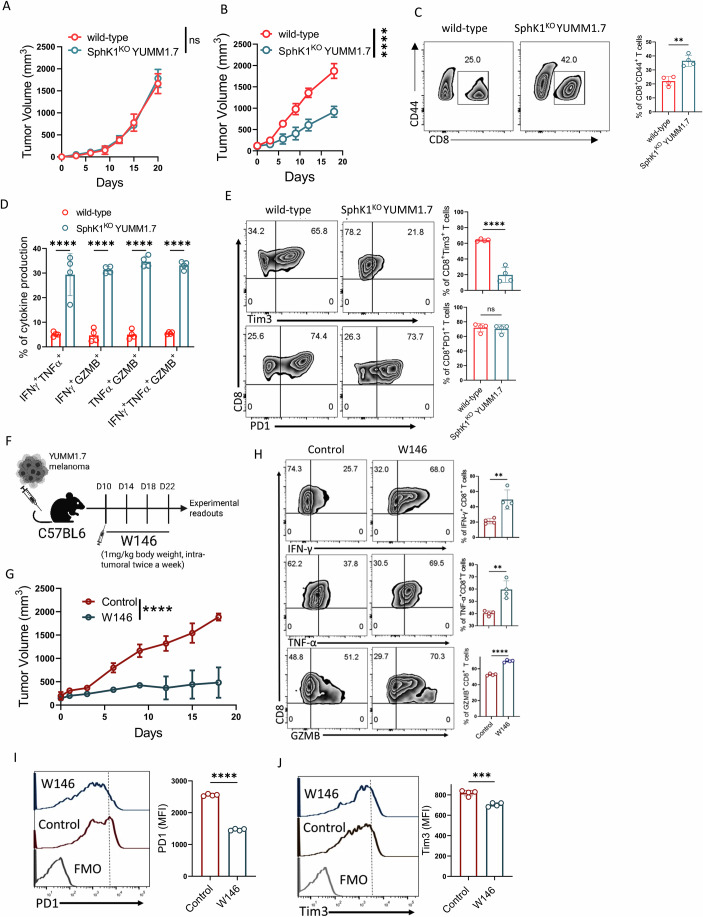
Disruption of the S1P-S1PR1 signaling axis enhances the anti-tumor function of CD8⁺ T cells. (**A**, **B**) Tumor progression was assessed in both (**A**) Rag1^−/−^ (*n* = 4) and (**B**) immunocompetent C57BL/6 mice (*n* = 4) following subcutaneous implantation of either wild-type or SphK1^KO^ YUMM1.7 melanoma cells. (**C**–**E**) CD8^+^ T cells obtained from the tumor sites of both wild-type and SphK1^KO^ YUMM1.7 bearing mice were assessed for: (**C**) frequency of tumor antigen-experienced (CD8^+^CD44^+^) T cells (*n* = 4), (**D**) frequency of intratumoral CD8^+^ T cells co-producing two or more intracellular cytokines following re-stimulation with PMA + ionomycin (*n* = 4), and (**E**) expression of different exhaustion associated molecules (*n* = 4). (**F**–**J**) C57BL/6 mice (*n* = 4 mice/group) with subcutaneously established YUMM1.7 melanoma tumor treated either with vehicle control or W146, as (**F**) represented schematically, were evaluated for: (**G**) tumor growth, (**H**) the ability of CD8^+^ T cells from the tumor site to produce different effector cytokines upon re-stimulation in vitro, (**I**) expression of PD1 on intratumoral CD8^+^ T cells, and (**J**) expression of Tim3 on intratumoral CD8^+^ T cells. *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.0001; ns, nonsignificant (*P* > 0.05), the error bar represents the standard deviation (SD). *P* values are derived from unpaired two-tailed Student’s *t* test (**C**, **E**, **H**–**J**) and two-way Anova test (**A**, **B**, **D**, **G**). Source data are available online for this figure.

**Figure EV3:**
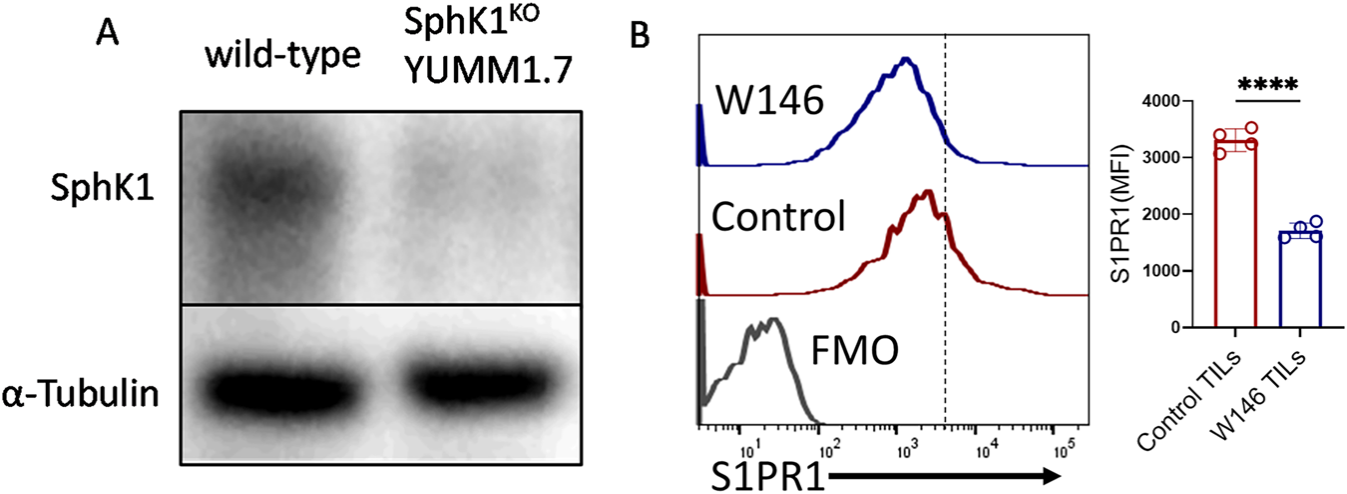
SphK1 deletion in tumor cells and local S1PR1 inhibition reduce S1PR1 level in tumor-infiltrating T cells. (**A**) Western blot analysis showing expression of SphK1 in wild-type and SphK1^KO^ YUMM1.7 cells (*n* = 3). (**B**) Flow cytometry analysis of the surface expression of S1PR1 on intratumoral CD8^+^ T cells following administration of S1PR1 antagonist W146 or vehicle control in YUMM1.7 tumor-bearing mice (*n* = 4). *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.0001; ns, nonsignificant (*P* > 0.05), the error bar represents the standard deviation (SD). *P* values are derived from unpaired two-tailed Student’s *t* test (**B**). Source data are available online for this figure.

To evaluate the effect of SphK1 loss on anti-tumor immunity, we next implanted WT and SphK1^KO^ YUMM1.7 cells into immunocompetent C57BL/6 (B6) mice. Tumors lacking SphK1 exhibited significantly delayed growth, suggestive of enhanced anti-tumor immune activity (Fig. 2B). Supporting this, the frequency of antigen-experienced (CD44⁺) CD8⁺ T cells was significantly higher in SphK1^KO^ tumors (Fig. 2C). Further phenotypic and functional analysis revealed that intratumoral CD8⁺ T cells from SphK1^KO^ tumors displayed enhanced polyfunctionality (i.e., co-production of multiple effector cytokines) (Fig. 2D) and a less exhausted phenotype, with reduced expression of Tim3 compared to their WT counterparts (Fig. 2E).

To directly confirm the role of S1PR1 in regulating CD8⁺ T cell dysfunction, we locally inhibited S1PR1 signaling using W146, a pharmacological antagonist, administered intratumorally into B6 mice bearing YUMM1.7 tumors (Fig. 2F). S1PR1 blockade significantly delayed tumor growth compared to vehicle-treated controls (Fig. 2G). Additionally, W146 treatment markedly reduced S1PR1 expression on intratumoral CD8⁺ T cells (Fig. EV3B). Further analysis revealed that the improved tumor control was associated with enhanced effector cytokine production (Fig. 2H) and decreased expression of exhaustion markers in intratumoral CD8⁺ T cells (Fig. 2I,J).

Together, these findings establish that disruption of the S1P-S1PR1 axis, either via SphK1 ablation or local pharmacological inhibition of S1PR1, revitalizes CD8⁺ T cell effector function and mitigates exhaustion, thereby enhancing anti-tumor immunity. These results underscore a pivotal role for S1P-S1PR1 signaling in promoting CD8⁺ T cell dysfunction in the TME.

### The S1P-S1PR1 signaling axis activates multiple stress response pathways in CD8⁺ T cells

To elucidate the mechanism by which S1PR1-mediated signaling compromises CD8⁺ T cell functionality and impairs anti-tumor responses, we performed RNA sequencing (RNA-seq) analysis on CD8⁺ T cells activated for 3 days in the presence of either exogenous S1P or vehicle control. 

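RNA was sequenced from 3 S1P-treated and 3 vehicle-treated samples of CD8⁺ T cells. The cells were activated for 3 days with antibodies to CD3 and CD28 together with IL-2, and S1P, a lipid that signals through S1PR1 and related receptors, was added at 5 µM 24 h into the culture. The sample labels give purified naive CD8⁺ T cells of mouse spleen as the starting cells, and the methods of the paper give purified naive T cells or total splenocytes. Strand-specific libraries of polyadenylated RNA were read as pairs. The authors trimmed the reads with Trim Galore, aligned them to the mouse genome with STAR and counted them per gene with featureCounts. The deposited values are these whole-number counts, without normalization, for 56941 genes listed by Ensembl identifier. The genome build, the annotation release and the strand setting of the counting are not named in the paper's text. Symbols and positions were taken from the GENCODE vM39 annotation of GRCm39, which holds 56323 of the identifiers. Total counts in vehicle-treated replicates 1, 2 and 3 were 17089831, 13636095 and 15410486, with a median of 15410486. In S1P-treated replicates 1, 2 and 3 they were 17384084, 12048880 and 12784236, with a median of 12784236. The median over the 6 samples was 14.5 M counts, and the paper gives a depth of about 40 M reads per sample. All values beside the paper's RNA-seq results use the counted reads.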

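Of these genes, 13299 had enough counts for a test (edgeR's filterByExpr). Counts were normalized for library size by edgeR's TMM method, and S1P-treated samples were compared with vehicle-treated samples by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the thresholds of the paper, an adjusted p of 0.05 and a log2 fold change of 0.3 in size, 1687 genes were higher and 1384 lower after S1P, 23.1% of the genes tested. The alternative that moved these numbers most, a log2 fold change of at least 1, left 383 higher and 82 lower genes. The normalized counts of the groups did not overlap for 45.6% of all tested genes, where chance gives 10% for 3 samples against 3. The common biological coefficient of variation was 0.0826. Precision followed the depth: with the tested genes split by mean count into 4 groups of equal size, the median standard error of the log2 fold change was 0.32 in the lowest group and 0.07 in the highest, and 12.3% and 24.0% of their genes passed both thresholds. No replicate pair was a duplicate, since the chi-square statistic per gene was between 4.22 and 4.43 for the pairs of vehicle-treated samples and between 6.73 and 36.4 for the pairs of S1P-treated samples. The values of 21.2 and 36.4 belong to the pairs with S1P-treated replicate 2. Mitochondrially encoded genes took 7.80% of the counts in that replicate and between 4.10% and 4.93% in the other 5 samples.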

Principal component analysis (PCA) revealed a distinct transcriptomic profile in S1P-treated CD8⁺ T cells compared to vehicle-treated controls (Fig. 3A). 

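The components were computed from log2 CPM, the counts scaled to library size, with a prior count of 2, over the 500 genes with the largest variance, centred and not scaled. The first component held 73.0% of the variance and the second 10.6%. On the first component the score was 15.9 ± 3.22 (SD, n = 3) in S1P-treated samples and -15.9 ± 4.08 (SD, n = 3) in vehicle-treated samples. The groups did not overlap on it (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). On the second component the scores of S1P-treated replicates 1, 2 and 3 were 8.91, -10.4 and 2.17, and their SD of 9.79 was larger than that of vehicle-treated samples, 4.23. Among the alternatives, the share of the first component moved most when all tested genes were used, to 57.5%.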

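Gene sets were tested with the mouse Reactome pathways, and the gene ontology terms behind Fig. 3B were not used here. The background for over-representation was the 4060 tested genes with at least 1 Reactome pathway, of which 530 were higher after S1P. Among 790 pathways of 10 to 500 genes, 12 were enriched in the higher genes at an adjusted p of 0.05 (one-sided exact hypergeometric test with Benjamini-Hochberg adjustment). Glycolysis came first with 17 of 24 genes, 5.43-fold over the expected number (exact hypergeometric test, adjusted p = 8.29e-08), followed by glucose metabolism with 27 of 61 genes and interferon gamma signaling with 27 of 73 genes. For key glycolytic genes the paper reports the opposite direction, by qPCR in other samples (Fig. 1O). The unfolded protein response pathway had 1 of 14 genes where 1.83 were expected, and cellular responses to stress had 18 of 196 where 25.6 were expected. Intrinsic apoptosis had 3 of 33 genes where 4.31 were expected, and the exact hypergeometric test gave an adjusted p of 1 for these 3 pathways. None of the 12 genes shown under the UPR in Fig. 3C belongs to the Reactome pathway of that name. On hand-written lists, 32 PERK-ATF4 targets, 7 of them in Fig. 3C, had a median log2 fold change of 0.71 with 22 higher and all 3 S1P-treated samples above all vehicle-treated samples (camera adjusted p = 6.89e-12), and 23 XBP1-ATF6 chaperones, none in Fig. 3C, one of -0.17 with 6 lower and 2 higher and all 3 S1P-treated samples below (camera adjusted p = 0.00334). With an estimated correlation the camera adjusted p was 0.349 for both. The same pathways were also tested on all tested genes with limma's camera at a preset correlation of 0.01, adjusted over 33 sets. The median log2 fold change was 0.03 for the unfolded protein response (camera adjusted p = 0.766), -0.05 for cellular responses to stress (camera adjusted p = 0.128) and -0.12 for intrinsic apoptosis (camera adjusted p = 0.191). The alternative that moved these most was the absence of a filter on low counts, with a camera adjusted p of 0.000266 for lower expression in cellular responses to stress, within a range of 0.000266 to 0.422 over its alternatives. Of 14 Reactome sets, 5 passed an adjusted p of 0.05 in camera, 4 of these also passed in limma's fry, and none passed with an estimated correlation, where the smallest adjusted p was 0.349 and 0 sets had an unadjusted p under 0.05. Cellular responses to stress and intrinsic apoptosis were past it in the lower direction with limma's fry (adjusted p = 0.0292 and 0.0177).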

Gene set enrichment analysis (GSEA) of differentially expressed genes (DEGs; log2FC ≥0.3, *P*adj ≤0.05) demonstrated significant enrichment of cellular stress response pathways, including the stress-activated MAPK cascade, unfolded protein response (UPR), and endoplasmic reticulum (ER) stress (Fig. 3B). 

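For TGF-β, the receptor complex pathway of Reactome had 3 of 64 genes higher after S1P where 8.36 were expected, and 4 genes lower. The pathway of SMAD activation by the receptor had 3 of 33 genes higher and 3 lower. Neither was enriched in the higher genes (exact hypergeometric test, adjusted p = 1 for both). On all tested genes, the receptor pathway had a median log2 fold change of 0.04 (camera adjusted p = 0.824), and its direction turned to lower without a filter on low counts, with a length offset and without S1P-treated replicate 2 (camera adjusted p = 0.510, 0.920 and 0.991, in a range of 0.166 to 0.991 over all alternatives). The SMAD pathway had a median log2 fold change of 0.0039 (camera adjusted p = 0.90). It was past the threshold in the higher direction with limma's fry (adjusted p = 0.0188, in a range of 0.0188 to 0.996 over all alternatives) and turned to lower without a filter on low counts (camera adjusted p = 0.469). A hand-written list of TGF-β target genes, none of them in Fig. 3C and 1 also a p53 target, was past the threshold, with a median log2 fold change of 0.25 over 15 genes, 5 of them higher and 1 lower, and all 3 S1P-treated samples above all vehicle-treated samples (camera adjusted p = 0.000541, fry adjusted p = 0.00558, and 0.349 with camera at an estimated correlation, the highest of all alternatives).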

Notably, TGF-β receptor and SMAD signaling pathways were also enriched in S1P-treated CD8⁺ T cells, consistent with previous studies showing that S1P can cross-activate TGF-β receptor signaling and mimic TGF-β-induced cellular responses (Xin et al, 2004).

**Figure 3:**
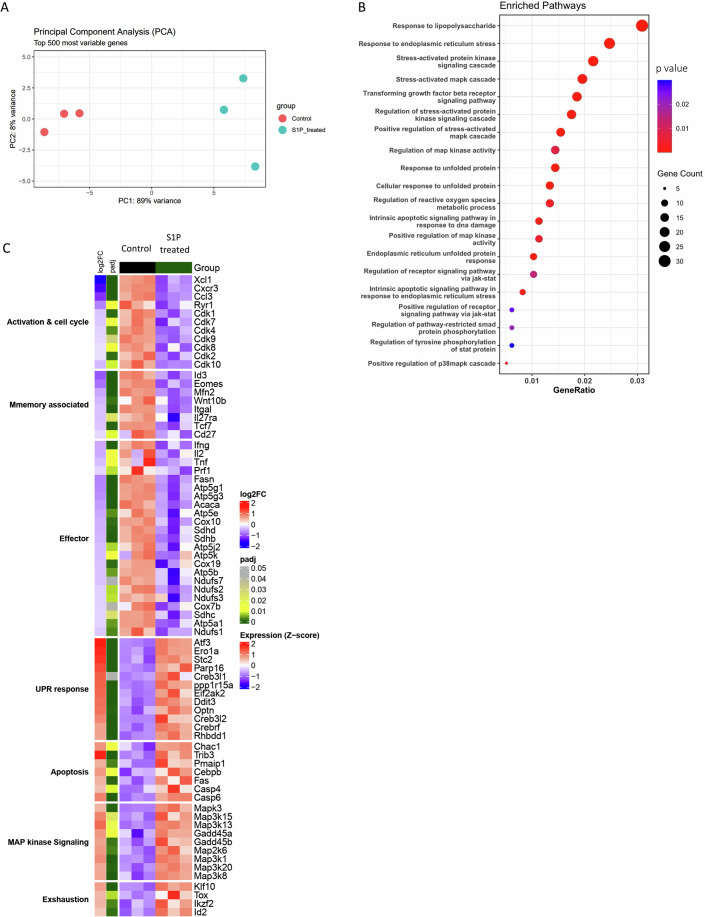
S1P-S1PR1 signaling rewires the transcriptional landscape of CD8⁺ T cells by inducing different stress response pathways. (**A**) Principal component analysis (PCA) plot depicting the distribution of the gene profile of each sample from two groups. (**B**) Gene set enrichment analysis (GSEA) showing the top 20 upregulated pathways based on differential gene expression (DEGs) upon S1P treatment. GO enrichment analysis was performed using enrichGO (clusterProfiler; over-representation analysis with a hypergeometric test; *P* values). (**C**) A comprehensive heatmap illustrates key DEGs (log2 fold change >0.3, *P*adj <0.05) involved in specific biological pathways, highlighting transcriptional differences between S1P-treated and vehicle-treated groups (*n* = 3 per group).

Further analysis of stress response-associated genes, as well as those critical for CD8⁺ T cell effector function and metabolic fitness, revealed that S1P treatment broadly dysregulated key transcripts. 

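Fig. 3C shows 74 genes in 8 groups, and all 74 had the direction shown there, with 63 past an adjusted p of 0.05 and 57 also past the log2 fold change of 0.3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes). The count was 62 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With DESeq2, the tool of the paper, 56 were past both thresholds. With each of the 6 libraries left out in turn, the count lay between 46 without vehicle-treated replicate 3 and 59 without S1P-treated replicate 3. The 32 genes shown as higher were all past both thresholds. Of the 42 shown as lower, 25 were past both, 6 passed the adjusted p with a smaller change, and 11 did not pass the adjusted p.

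**Figure D1:**
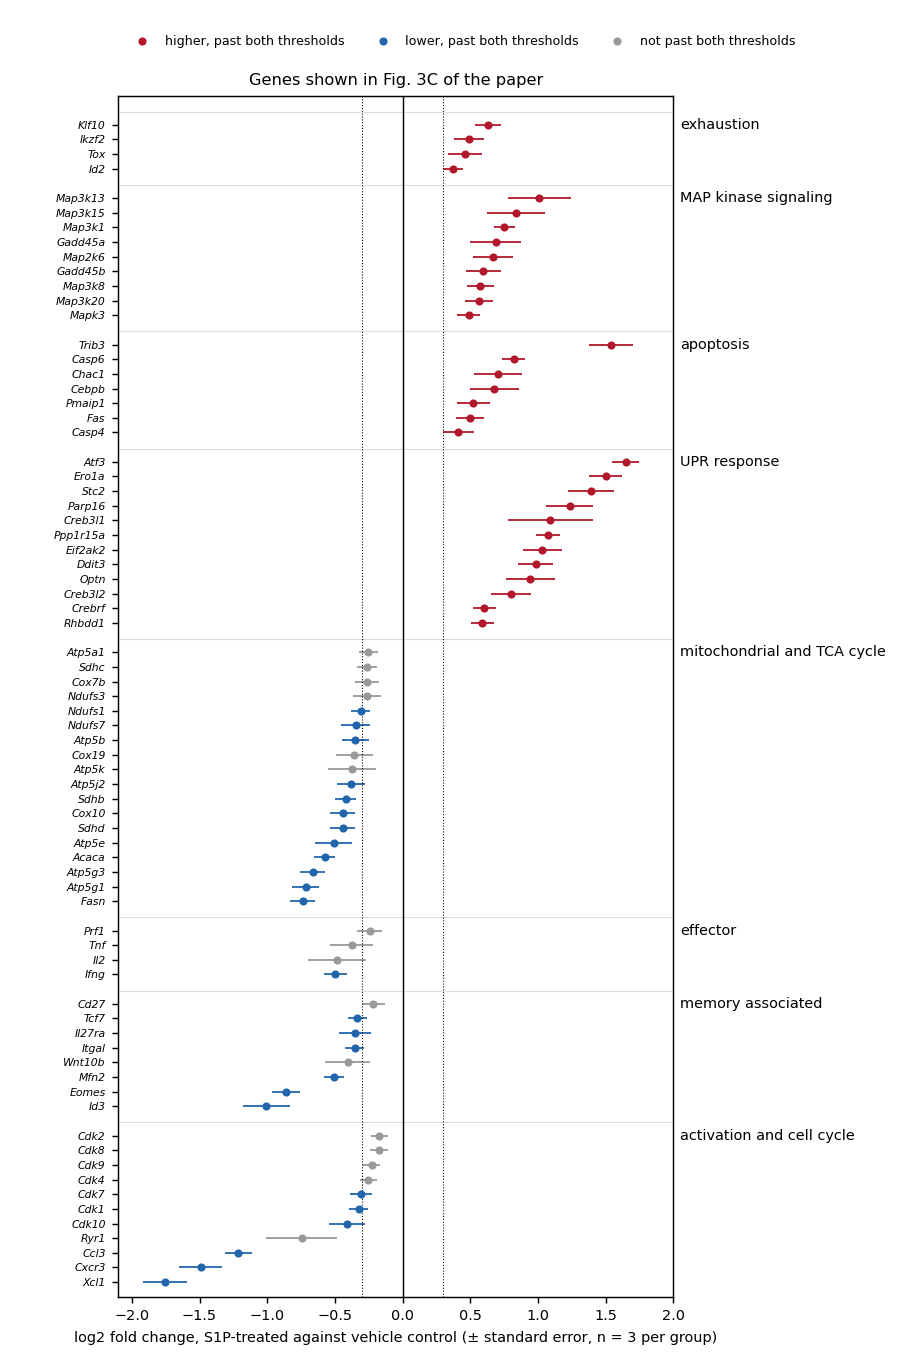
Log2 fold change in S1P-treated against vehicle-treated samples for 73 of the genes shown in Fig. 3C, with its standard error (n = 3 per group), by the groups of the paper. Points in color are past both thresholds, and the dotted lines mark log2 fold changes of 0.3 and -0.3.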

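Of 11 genes of activation and cell cycle, Xcl1 (ENSMUSG00000026573, chromosome 1 from 164759213 to 164763096 of GRCm39) fell most. Its normalized count went from 1618 ± 151 (SD, n = 3) in vehicle-treated samples to 485 ± 141 (SD, n = 3) in S1P-treated samples, a log2 fold change of -1.76 (standard error 0.16, edgeR adjusted p = 4.24e-05). Cxcr3 went from 211 ± 11.8 to 76.5 ± 16.4 (SD, n = 3 each), a log2 fold change of -1.49 (standard error 0.16, edgeR adjusted p = 8.76e-05). Ccl3, which has 35.6% of its exon bases under a gene of the opposite strand, had a log2 fold change of -1.21. The cyclin-dependent kinases changed less, with log2 fold changes of -0.41 for Cdk10, -0.32 for Cdk1 and -0.31 for Cdk7, all past both thresholds. Cdk10 lost its call with DESeq2 (adjusted p = 0.0897) and in 5 of the 6 fits that each left out 1 library, with the weakest value without vehicle-treated replicate 2 (log2 fold change -0.36, edgeR adjusted p = 0.115). Cdk7 lost it in 3 of these fits, with a log2 fold change of -0.24 without S1P-treated replicate 1, and Cdk1 in 1, with -0.28 without S1P-treated replicate 2. Cdk4 (-0.26) and Cdk9 (-0.23) passed the adjusted p with a smaller change than 0.3. The adjusted p from edgeR's quasi-likelihood test was 0.0719 for Cdk8, 0.0666 for Cdk2 and 0.0517 for Ryr1, with log2 fold changes of -0.17, -0.17 and -0.75. Among 8 memory genes, Id3 went from 143 ± 12.2 to 70.1 ± 16.1 (SD, n = 3 each), a log2 fold change of -1.01 (standard error 0.17, edgeR adjusted p = 0.00151), and Eomes from 958 ± 38.4 to 529.9 ± 81.9, a log2 fold change of -0.86 (standard error 0.10, edgeR adjusted p = 0.000162). Mfn2 (-0.51), Itgal (-0.35), Il27ra (-0.35) and Tcf7 (-0.33) were also past both thresholds. The study chose these memory genes on these samples. A hand-written list of 14 naive and memory genes did not fall as a set. Its median log2 fold change was 0.29, with 7 genes higher and 3 lower (camera adjusted p = 0.21).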

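Without S1P-treated replicate 2, the log2 fold change of Tcf7 was -0.29 and that of Il27ra -0.21, both under the fold change threshold. Il27ra lost its call in 4 other fits that each left out 1 library, with an edgeR adjusted p of 0.137 without vehicle-treated replicate 3. Both genes also lost their calls with an offset for GC content. Tcf7 lost it too with that offset plus the replicate number as a block, and Il27ra with upper-quartile factors or total count normalization. Cd27 had a log2 fold change of -0.22 (edgeR adjusted p = 0.0766) and Wnt10b one of -0.41 (edgeR adjusted p = 0.0915). Of the 4 effector genes, Ifng, which has 26.0% of its exon bases under another gene of its strand, went from 3093 ± 152 (SD, n = 3) to 2194 ± 262 (SD, n = 3), a log2 fold change of -0.50 (standard error 0.09, edgeR adjusted p = 0.00162), and passed both thresholds without each library in turn. Il2, Tnf and Prf1 had log2 fold changes of -0.48, -0.37 and -0.24 and did not pass, with adjusted p values of 0.115, 0.0977 and 0.0666 from edgeR's quasi-likelihood test. The groups did not overlap for all 11 activation genes, 6 of the 8 memory genes and 2 of the 4 effector genes, which the study chose on these samples. Cd8a and Cd8b1 also fell, with log2 fold changes of -0.67 and -0.55 (edgeR adjusted p = 0.000243 and 0.00767). Whether a smaller share of CD8⁺ T cells in the cultures lowered the genes of these groups was not tested.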

Genes involved in T cell activation and cell cycle progression (e.g., *Xcl1, Cxcr3, Cdk1, Cdk7, Cdk8, Cdk10*), T cell memory formation (e.g., *Id3, Eomes, Cd27, Tcf7, Il27ra*), and effector function (*Ifng, Il2, Tnf, Prf1*) were significantly downregulated. 

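Of 19 mitochondrial and TCA cycle genes, 16 passed the adjusted p and 12 also the fold change threshold, with a median log2 fold change of -0.37. Fasn (ENSMUSG00000025153, chromosome 11 from 120696672 to 120715995 of GRCm39), which encodes fatty acid synthase, went from a normalized count of 9916 ± 462 (SD, n = 3) to 5938 ± 722 (SD, n = 3), a log2 fold change of -0.74 (standard error 0.09, edgeR adjusted p = 0.000208). Atp5g1, listed as Atp5mc1 in the annotation, had a log2 fold change of -0.72 (standard error 0.10, edgeR adjusted p = 0.000475). Atp5g3 (Atp5mc3) fell by 0.67 on the log2 scale, and Acaca, which shares 31.3% of its 31-base stretches with other genes, by 0.58. Sdhb went from 1419.5 ± 50.6 to 1059 ± 105 (SD, n = 3 each), a log2 fold change of -0.42 (standard error 0.08, edgeR adjusted p = 0.00269). Sdhd (-0.44) and Cox10 (-0.44) were also past both thresholds in every fit that left out 1 library. Without vehicle-treated replicate 2, Atp5e (Atp5f1e, -0.51 with all libraries) had a log2 fold change of -0.44 and lost its call (edgeR adjusted p = 0.0731), as it did without vehicle-treated replicate 3 (edgeR adjusted p = 0.0593). Atp5j2, Atp5b and Ndufs7, at -0.38, -0.35 and -0.35 with all libraries, had log2 fold changes of -0.27, -0.23 and -0.25 without S1P-treated replicate 2, and lost their calls in 3, 4 and 4 of the 6 fits that each left out 1 library. Ndufs1 (-0.31) had one of -0.26 without vehicle-treated replicate 2 and -0.27 without S1P-treated replicate 1, and Ndufs7 has 49.4% of its exon bases under Gamt on the opposite strand.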

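Cox7b, Sdhc and Atp5a1 passed the adjusted p with log2 fold changes between -0.26 and -0.25, smaller than the threshold. Cox19 (-0.36), Ndufs3 (-0.26) and Atp5k (Atp5me, -0.37) had adjusted p values of 0.0668, 0.0767 and 0.139 from edgeR's quasi-likelihood test. The groups did not overlap for 17 of the 19 genes, which the study chose on these samples. As a set, the TCA cycle pathway of Reactome had a median log2 fold change of -0.17 over 18 genes, 6 of them past both thresholds (camera adjusted p = 0.000156, fry adjusted p = 0.0105). Respiratory electron transport had a median of -0.19 over 64 genes, 18 of them lower and 4 higher (camera adjusted p = 0.00037, fry adjusted p = 0.106).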

In parallel, mitochondrial and TCA cycle-associated genes (e.g., *Fasn, Atp5g1, Atp5g3, Acaca, Sdhb, Atp5e, Cox10, Cox19, Ndufs2, Ndufs3, Ndufs7*), essential for maintaining metabolically fit and long-lived anti-tumor T cells, were also markedly suppressed (Fig. 3C).

Conversely, genes negatively associated with T cell function were enriched following S1P exposure. These included transcripts linked to MAP kinase signaling (e.g., *Map3k15, Map3k13, Gadd45a, Gadd45b, Map3k8*), apoptosis (e.g., *Chac1, Trib3, Pmaip1, Cebpb, Fas, Casp4, Casp6*), and exhaustion (*Klf10, Tox, Ikzf2, Id2*). 

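All 9 genes shown under MAP kinase signaling were past both thresholds, with log2 fold changes from 0.49 for Mapk3 to 1.01 for Map3k13. Gadd45b rose by 0.59 on the log2 scale (edgeR adjusted p = 0.00584). Gadd45a, which has 55.8% of its exon bases under a gene of the opposite strand, rose by 0.69 and by 0.50 without vehicle-treated replicate 2, where it lost its call (edgeR adjusted p = 0.0577). The 7 genes shown under apoptosis were past both thresholds, with a median log2 fold change of 0.68. Trib3 (ENSMUSG00000032715, chromosome 2 from 152179337 to 152191958 of GRCm39), a pseudokinase gene induced under stress, had the largest change of these. Its normalized count went from 165 ± 28.0 (SD, n = 3) in vehicle-treated to 474 ± 98.7 (SD, n = 3) in S1P-treated samples, a log2 fold change of 1.54 (standard error 0.16, edgeR adjusted p = 8.13e-05). Casp6 (0.82), Pmaip1 (0.52) and Fas (0.50) kept their calls without each library in turn. Chac1 (0.70) lost its call without vehicle-treated replicate 3 (0.56, edgeR adjusted p = 0.0635), Cebpb without vehicle-treated replicate 1 (0.54, edgeR adjusted p = 0.0822) and S1P-treated replicate 3 (0.67, edgeR adjusted p = 0.0541). Casp4 (0.41) lost its call in 3 of the 6 fits that each left out 1 library, with a log2 fold change of 0.29 without S1P-treated replicate 2. The exhaustion genes rose by 0.63 for Klf10, 0.49 for Ikzf2, 0.46 for Tox and 0.37 for Id2, which shares 33.4% of its 31-base stretches with other genes. Tox also lost its call in 3 of these fits and had a log2 fold change of 0.29 without S1P-treated replicate 2. The groups did not overlap for any gene of these 3 lists, which the study chose on these samples. A hand-written list of 16 exhaustion genes had a median log2 fold change of 0.28, with 3 higher and 2 lower (camera adjusted p = 0.168, fry adjusted p = 0.0455). Pdcd1, which encodes PD-1, was lower (log2 fold change -0.74, edgeR adjusted p = 0.000206). Havcr2, which encodes Tim3, had 0.34 (edgeR adjusted p = 0.165).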

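Among the genes of the UPR shown in Fig. 3C, Atf3 (ENSMUSG00000026628, chromosome 1 from 190902493 to 190950241 of GRCm39) changed most. Its normalized count rose from 398 ± 36.9 (SD, n = 3) in vehicle-treated samples to 1245 ± 129 (SD, n = 3) in S1P-treated samples, a log2 fold change of 1.65 (standard error 0.10, edgeR adjusted p = 6.42e-06). Ero1a had a log2 fold change of 1.50 (standard error 0.12, edgeR adjusted p = 2.23e-05), and Parp16 one of 1.23 (standard error 0.17, edgeR adjusted p = 0.000506). Stc2 (1.39), Ppp1r15a (1.07), Eif2ak2 (1.032), Optn (0.94), Creb3l2 (0.80), Crebrf (0.60) and Rhbdd1 (0.59) were higher as well, and past both thresholds without each library in turn. Creb3l1 (1.09, edgeR adjusted p = 0.0223) lost its call when a library was left out, in 5 of 6 fits, with an adjusted p up to 0.0872 without vehicle-treated replicate 1, where its log2 fold change was 1.02. Over the 12 genes of the UPR, with Ddit3, the median log2 fold change was 1.05, and the groups overlapped for none of them.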

Strikingly, S1P-treated CD8⁺ T cells also exhibited heightened expression of UPR-related genes (e.g., *Atf3, Ero1a, Parp16, Eif2ak2, Optn, Creb3l2, Crebrf*), including *Ddit3* (encoding CHOP), a pivotal regulator of T cell dysfunction and impaired anti-tumor responses (Fig. 3C).

Together, these findings highlight a critical role for S1P-S1PR1 signaling in rewiring CD8⁺ T cell transcriptional programs to drive metabolic and functional dysregulation, ultimately compromising their anti-tumor potential.

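Among tested genes with groups that did not overlap and a mean log2 CPM of at least 1, the largest rises were those of Muc2 (log2 fold change 3.4997, standard error 0.41), Vldlr (3.29), Pygl (3.28), Itga7 (3.12) and Smtnl2 (3.11). The largest falls were those of Il1rl1 (-2.76, standard error 0.32), Xcl1, Lars2 (-1.70), Cxcr3 and Smpdl3b (-1.37). The median log2 fold change over all tested genes was 0.012. From the lower expression of activation, memory, effector and mitochondrial genes and the higher expression of MAP kinase, apoptosis, exhaustion and UPR genes, the paper concludes that S1P-S1PR1 signaling rewires the transcriptional programs of CD8⁺ T cells and drives metabolic and functional dysregulation.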

### The S1P-S1PR1 signaling axis activates CHOP, resulting in CD8⁺ T cell death, impaired effector function, and diminished anti-tumor activity

Hyperactivation of UPR pathways has been implicated in driving T cell dysfunction in tumors (Cao et al, 2019; Song et al, 2018). Notably, CHOP, a downstream effector of the ER stress sensor PERK, was found to be upregulated in intratumoral CD8⁺ T cells, correlating with reduced effector function (Cao et al, 2019). Given the enriched expression of *Ddit3* (encoding CHOP) in S1P-exposed CD8⁺ T cells, we examined whether S1P-S1PR1-driven dysfunction is mediated, at least in part, via CHOP activation. 

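Ddit3 (ENSMUSG00000025408) lies on the plus strand of chromosome 10 from 127124268 to 127132163 of GRCm39. Its normalized count was 152 ± 24.0 (SD, n = 3) in vehicle-treated samples and 302 ± 30.2 (SD, n = 3) in S1P-treated samples, a log2 fold change of 0.98 (standard error 0.13, edgeR adjusted p = 0.000337). With each library left out in turn the log2 fold change stayed between 0.88 and 1.11, with an edgeR adjusted p of at most 0.00341, and the gene was past both thresholds in all 18 fits tried. In the annotation, 82.4% of its 5579 exon bases lie under exons of other genes, most of them of Mars1 on the minus strand, and 1.88% under exons of the same strand. The mean count was 226 for Ddit3, 2307 for Mars1 and 301 for Mbd6, which also overlaps it on the minus strand. A second identifier with the symbol Ddit3, inside the same region, had a mean count of 0. With the strand setting of the counting not named, the share of reads on these bases that was counted for Ddit3 is uncertain.

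**Figure D2:**
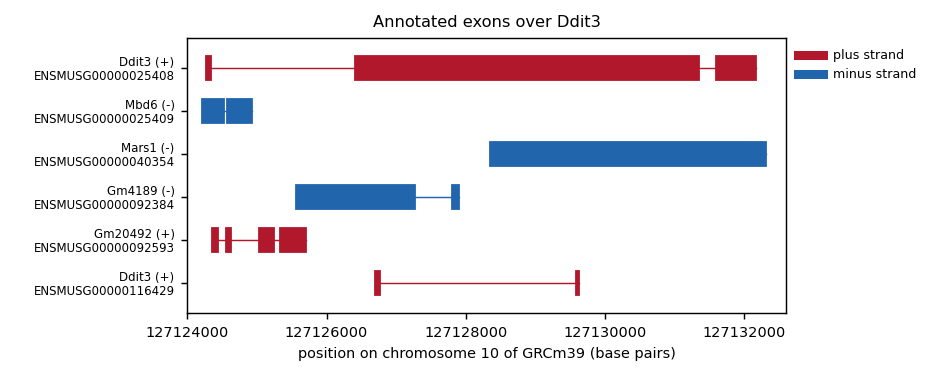
Annotated exons over Ddit3 on chromosome 10 of GRCm39, in base pairs, for the genes present in the count table. Boxes are exons, red on the plus strand and blue on the minus strand, and the exons of Mars1 lie under most of the last 2 exon blocks of Ddit3.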

We first assessed CHOP levels in CD8⁺ T cells treated with exogenous S1P and observed a significant increase. This upregulation was largely PERK-dependent, as pharmacological inhibition of PERK using GSK2656157 (hereafter GSK) markedly reduced S1P-induced CHOP expression (Fig. 4A,B). To further confirm the role of the S1P-S1PR1 axis, we performed genetic knockdown of S1PR1 in CD8⁺ T cells using both siRNA and shRNA approaches. In both cases, S1P treatment failed to induce CHOP expression in S1PR1-knockdown CD8⁺ T cells (Fig. 4C,D).

**Figure 4:**
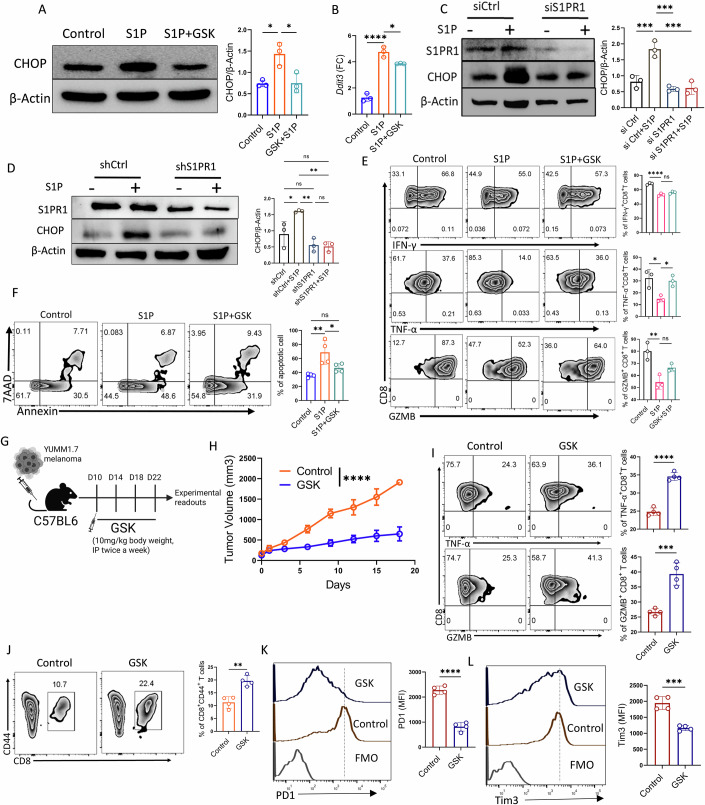
S1P-S1PR1 signaling induces CHOP expression, leading to CD8⁺ T cell dysfunction and death. (**A**) Western blot analysis showing expression of CHOP in control, S1P, and GSK pretreated S1P-treated CD8^+^ T cells. The adjacent bar graph depicts normalized densitometric data from three biological replicates (*n* = 3). (**B**) q-PCR analysis of *Ddit3* (encoding CHOP) in respective groups (*n* = 3). (**C**, **D**) Western blot analysis showing expression of CHOP in activated CD8^+^ T cells upon *S1pr1* knockdown using (**C**) siRNA and (**D**) shRNA. The adjacent bar graph depicts normalized densitometric data from three biological replicates (*N* = 3, for both (**C**, **D**). (**E**) Purified mouse CD8⁺ T cells activated under the indicated treatment conditions were analyzed for the production of effector cytokines. The adjacent bar plots represent cumulative data from three biological replicates (*n* = 3). (**F**) Purified mouse CD8⁺ T cells activated under the indicated treatment conditions were assessed for the frequency of CD8^+^ T cells undergoing apoptosis, as determined by Annexin V and 7AAD staining. The adjacent bar plots represent cumulative data from four biological replicates (*n* = 4). (**G**–**L**) C57BL/6 mice (*n* = 4 mice/group) with subcutaneously established YUMM1.7 melanoma tumor treated either with vehicle control or GSK, as (**G**) represented schematically, were evaluated for: (**H**) tumor growth, (**I**) the ability of CD8^+^ T cells from the tumor site to produce different effector cytokines, (**J**) frequency of CD8^+^ T cells at the tumor site, (**K**) expression of PD1, and (**L**) expression of Tim3 on intratumoral CD8^+^ T cells. *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.0001; ns, nonsignificant (*P* > 0.05), the error bar represents the standard deviation (SD). *P* values are derived from unpaired two-tailed Student’s *t* test (**I**–**L**), one-way ANOVA (**A**–**F**), and two-way ANOVA test (**H**). Source data are available online for this figure.

Recognizing the critical role of the S1P-S1PR1 axis in CHOP activation, we next asked whether CHOP inhibition could rescue CD8⁺ T cell function. Indeed, pharmacological inhibition of CHOP activation using GSK restored effector cytokine production in S1P-treated CD8⁺ T cells (Fig. 4E). Strikingly, CHOP inhibition also improved CD8⁺ T cell viability following TCR re-stimulation, which was otherwise markedly reduced upon S1P exposure (Fig. 4F). These findings suggest that S1P-S1PR1-driven CHOP activation may underlie the reduced effector function and heightened apoptotic susceptibility of tumor-reactive CD8⁺ T cells in the TME.

Finally, to determine whether CHOP inhibition can overcome S1P-S1PR1-mediated CD8⁺ T cell dysfunction in tumors, we subcutaneously implanted YUMM1.7 melanoma cells into B6 mice and treated them with either GSK or vehicle control (Fig. 4G). GSK treatment significantly delayed tumor growth compared to controls (Fig. 4H). Further analysis revealed a marked improvement in the effector function of intratumoral CD8⁺ T cells following GSK treatment, as evidenced by enhanced production of TNFα and GZMB upon TCR re-stimulation (Fig. 4I). Notably, the frequency of antigen-experienced CD8⁺ T cells was significantly higher in the GSK-treated group, suggesting that CHOP activation downstream of S1P-S1PR1 contributes to T cell attrition (Fig. 4J). Additionally, CHOP inhibition substantially reduced the expression of key exhaustion markers, mirroring the effects observed upon disruption of S1P-S1PR1 signaling in intratumoral CD8⁺ T cells (Fig. 4K,L).

Together, these findings position CHOP as a critical downstream effector of the S1P-S1PR1 signaling axis and a key regulator that not only impairs T cell effector function but also potentially promotes CD8^+^ T cell death in the TME.

### CHOP-mediated activation of p38MAPK promotes CD8^+^ T cell death in S1P-treated cells

Previous studies have identified CHOP as a transcription factor that regulates a broad array of genes involved in diverse cellular pathways (DeZwaan-McCabe et al, 2013; Goodall et al, 2010; Yang et al, 2017). Given that tumor antigen-reactive T cells often fail to mount an effective anti-tumor response due to rapid attrition at the tumor site, and considering that CHOP inhibition can partially restore CD8⁺ T cell viability, we next sought to identify the pathway mediating CHOP-induced T cell death. The p38MAPK pathway is known to drive T cell apoptosis and compromise their anti-tumor efficacy (Gurusamy et al, 2020). 

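For MAP kinases, the p38 MAPK events pathway of Reactome had 2 of 11 genes higher after S1P where 1.44 were expected, and p38 activation by TAK1 had 3 of 20 where 2.61 were expected. The JNK activation pathway had 2 of 18 genes higher where 2.35 were expected, and the nuclear targets of MAP kinases had 4 of 23 where 3.00 were expected. None of these 4 pathways was enriched (exact hypergeometric test, adjusted p = 1, with unadjusted p values from 0.353 to 0.702). Over all tested genes, their median log2 fold changes lay between 0.03 and 0.07, and their camera adjusted p values between 0.288 and 0.914. The nuclear targets passed in the higher direction with limma's fry (adjusted p = 0.0060, in a range of 0.0060 to 0.469 over the alternatives). Without a filter on low counts the p38 MAPK events, TAK1 and JNK pathways turned to lower (camera adjusted p = 0.713, 0.582 and 0.903, in a range of 0.172 to 0.976 over their alternatives). The p38 MAPK events pathway also turned without vehicle-treated replicate 1 (0.976) and S1P-treated replicate 3 (0.874), and the TAK1 pathway without S1P-treated replicate 1 (0.851). Of the 9 genes shown under MAP kinase signaling in Fig. 3C, Mapk3 and Map2k6 belong to these pathways.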

Consistent with this, our transcriptomic analysis revealed enrichment of MAP kinase pathway genes among the top 20 pathways in S1P-treated CD8⁺ T cells. We therefore assessed p38MAPK activation following S1P exposure. Indeed, S1P treatment during T cell activation led to a significant increase in phosphorylated p38MAPK levels, without altering total p38MAPK protein levels (Fig. 5A). In contrast, phosphorylation of other MAP kinases, such as p-ERK and p-JNK, remained unchanged between S1P-treated and vehicle control cells (Fig. EV4A,B). Notably, this increase in phospho-p38MAPK was abrogated by both siRNA and shRNA-mediated knockdown of *S1pr1*, confirming its dependence on the S1P-S1PR1 axis (Fig. 5B,C).

**Figure 5:**
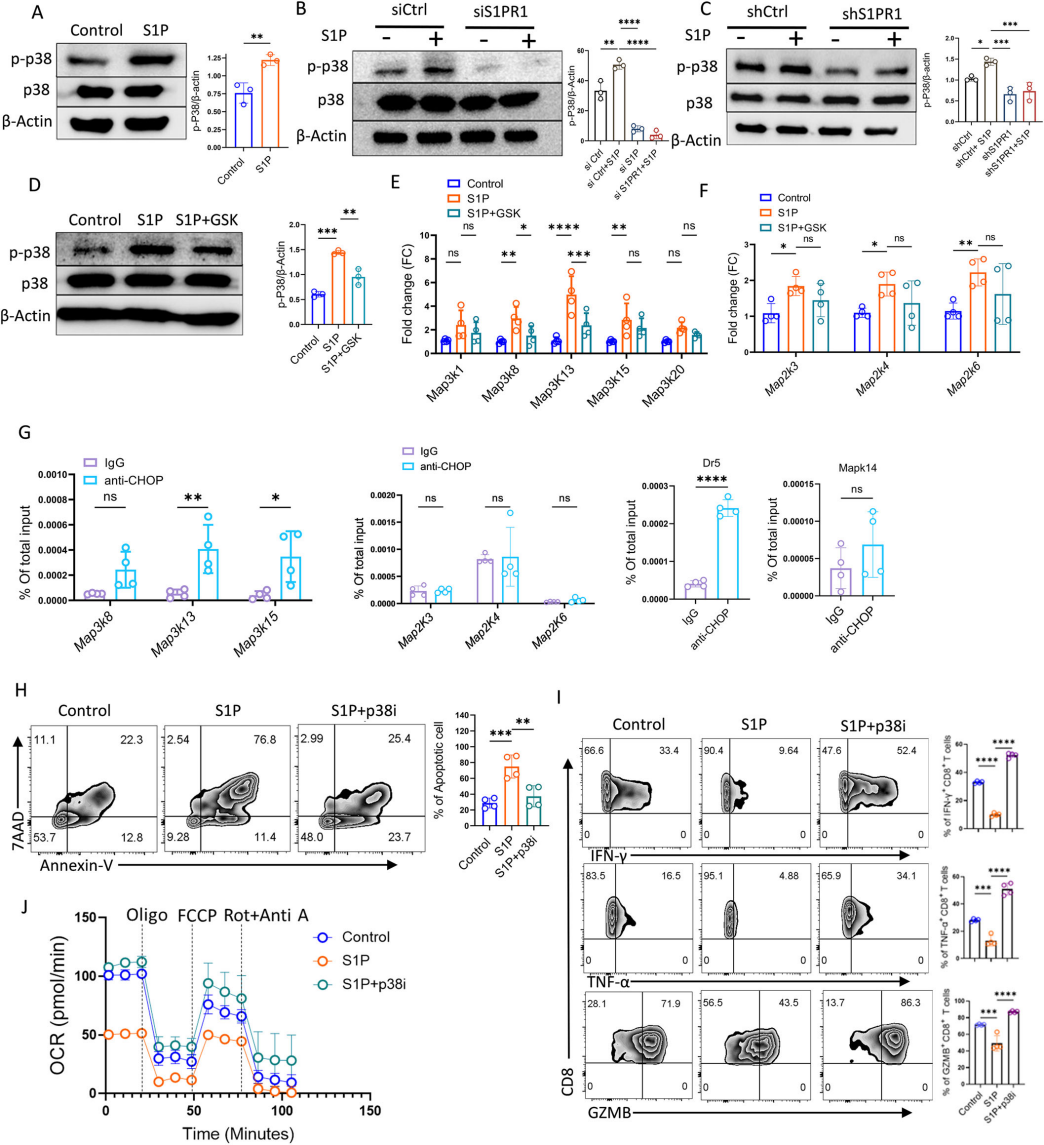
CHOP activates p38 MAPK to drive CD8⁺ T cell death. (**A**) Western blot analysis of phospho-p38 (p-p38) and total p38 expression, in vehicle control and S1P-treated CD8^+^ T cells. The adjacent bar graph depicts normalized densitometric data from three biological replicates (*n* = 3). (**B**, **C**) Western blot analysis showing the expression of p-p38 and total p38 in activated T cells upon *S1pr1* knockdown using (**B**) siRNA (*n* = 3) and (C) shRNA (*n* = 3). The adjacent bar graph depicts normalized densitometric data. (**D**) Western blot analysis of p-p38 and total p38 in CD8^+^ T cells activated in the presence or absence of S1P, along with the indicated inhibitor. The adjacent bar graph depicts normalized densitometric data from three biological replicates (*n* = 3). (**E**, **F**) qPCR analysis of transcript levels of different (**E**) *Map3k* and (F) *Map2k* genes in CD8^+^ T cells in respective groups (*n* = 4). (**G**) CD8^+^ T cells were activated in the presence or absence of S1P and were collected and processed for chromatin-immunoprecipitation (ChIP) assay with an antibody specific for CHOP or with rabbit IgG control. qPCR primers specific for the known CHOP binding gene (*Dr5*) and different *Map3K* and *Map2K*, along with *Mapk14*, were used to determine CHOP binding to the respective promoters (*n* = 4). (**H**, **I**) Purified mouse CD8⁺ T cells activated under the indicated treatment conditions were assessed for: (**H**) T cell death by Annexin V and 7AAD staining and (**I**) frequency of CD8^+^ T cells producing different effector cytokines. The adjacent bar represents cumulative data from four biological replicates (*n* = 4, for both (**H**, **I**)). (**J**) Extracellular flux assay for determining of oxygen consumption rate (OCR) in activated CD8^+^ T cells in respective groups. *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.0001; ns, nonsignificant (*P* > 0.05), the error bar represents the standard deviation (SD). *P* values are derived from unpaired two-tailed Student’s *t* test (**A**), one-way ANOVA (**B**–**D**, **H**, **I**), and two-way ANOVA test (**E**–**G**). Source data are available online for this figure.

**Figure EV4:**
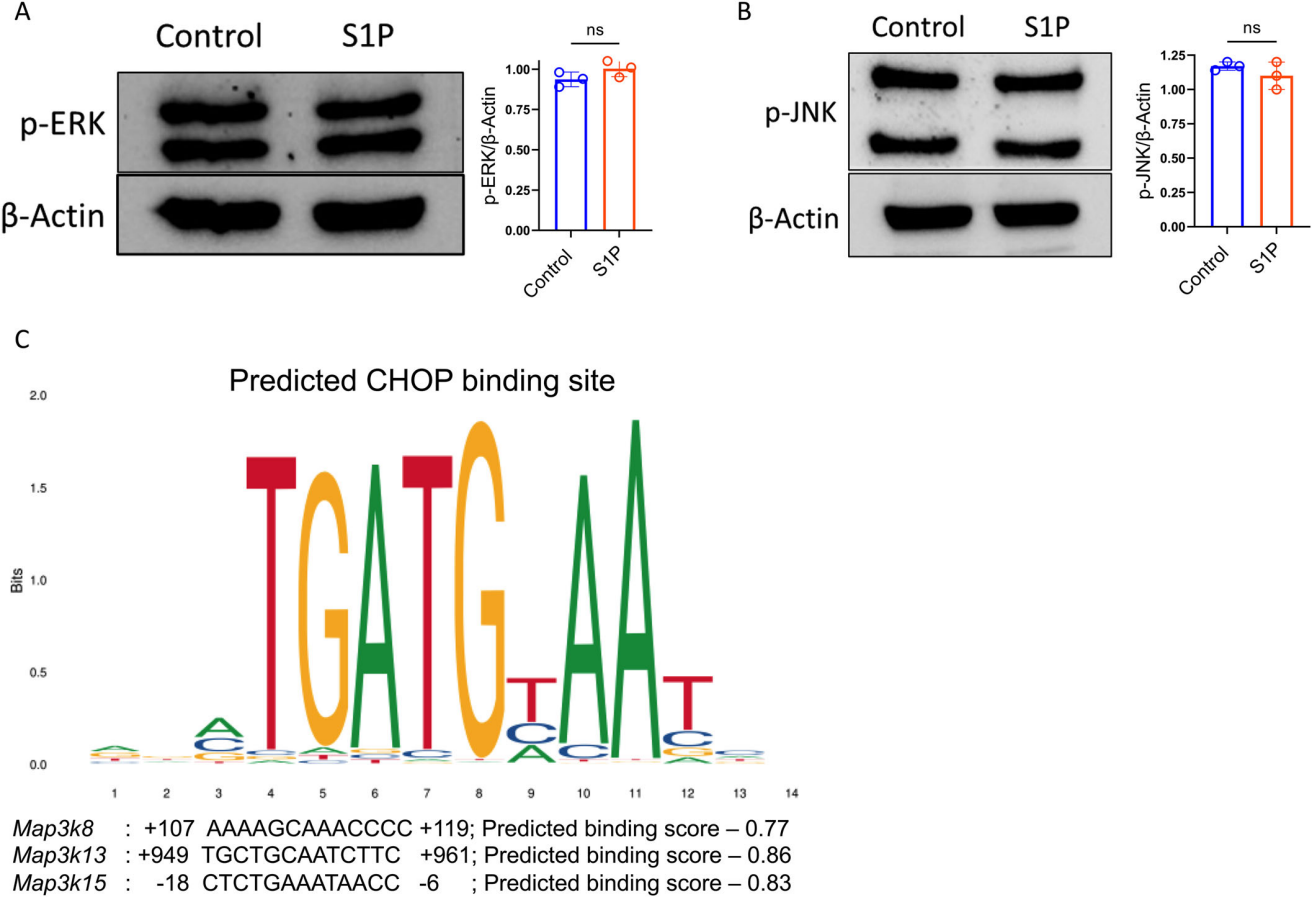
Evaluation of different MAPK signaling by S1P-S1PR1 signaling. (**A**, **B**) Western blot analysis showing the expression of (A) p-ERK and (**B**) p-JNK in in-vitro activated CD8^+^ T cells either in the presence or absence of S1P. The adjacent bar graph depicts normalized densitometric data from three biological replicates (*n* = 3). (**C**) Predicted binding sites of CHOP on the *Map3k8*, *Map3k13*, and *Map3k15* promoters generated from JASPER Software. *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.0001 ns, nonsignificant (*P* > 0.05), the error bar represents the standard deviation (SD). *P* values are derived from unpaired two-tailed Student’s *t* test (**A**, **B**). Source data are available online for this figure.

To determine whether CHOP mediates this p38MAPK activation, we inhibited CHOP using GSK and observed a marked reduction in phospho-p38MAPK levels in S1P-treated CD8⁺ T cells, with no effect on total p38MAPK expression (Fig. 5D). This suggests that CHOP may regulate phospho-p38MAPK via an upstream kinase necessary for its phosphorylation.

MAP kinase phosphorylation is typically driven by a hierarchical cascade, with MAP Kinase Kinase Kinase (MAP3K) phosphorylating MAP Kinase Kinase (MAP2K), which then activates MAP Kinase (MAPK). 

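Map3k8 (ENSMUSG00000024235, chromosome 18 from 4331327 to 4353463 of GRCm39) went from 428 ± 57.0 to 639.6 ± 24.8 normalized counts (SD, n = 3 each), a log2 fold change of 0.575 (standard error 0.10, edgeR adjusted p = 0.0015). Map3k13 went from 19.4 ± 1.00 to 39.1 ± 2.19 (SD, n = 3 each), with a standard error of 0.23 and an edgeR adjusted p of 0.00736, and the log2 fold change lay between 0.98 and 1.05 with each library left out in turn. Map3k15 went from 30.2 ± 3.51 to 53.3 ± 8.05 (SD, n = 3 each), a log2 fold change of 0.84 (standard error 0.21, edgeR adjusted p = 0.0130). It lost its call without vehicle-treated replicate 3 (log2 fold change 0.75, edgeR adjusted p = 0.0637). Map3k1 went from 1436 ± 100.0 to 2418 ± 189, a log2 fold change of 0.75 (standard error 0.08, edgeR adjusted p = 8.93e-05), and Map3k20 had a log2 fold change of 0.56 (edgeR adjusted p = 0.00187). Of the Map2k genes, Map2k6 went from 101 ± 12.9 to 161 ± 21.2, a log2 fold change of 0.67 (standard error 0.15, edgeR adjusted p = 0.00666). Map2k3 was lower, from 984 ± 65.0 to 745 ± 143, a log2 fold change of -0.39 (standard error 0.12, edgeR adjusted p = 0.0282), and lost this call without vehicle-treated replicate 1, vehicle-treated replicate 3, S1P-treated replicate 2 or S1P-treated replicate 3, with log2 fold changes from -0.44 to -0.25 in these fits. Map2k4 had a log2 fold change of 0.02 (edgeR adjusted p = 0.879), which turned to between -0.0106 and -0.0189 under 4 alternatives and to -0.0119 and -0.0182 without vehicle-treated replicate 3 and S1P-treated replicate 3.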

To identify the upstream kinase regulated by CHOP, we analyzed the transcript levels of various *Map3k* and *Map2k* genes that were found to be enriched in S1P-treated CD8⁺ T cells based on our RNA-seq analysis. Compared to vehicle controls, S1P treatment significantly upregulated three *Map3k* transcripts- *Map3k8*, *Map3k13*, and *Map3k15*- whose expression was markedly reduced upon CHOP inhibition (Fig. 5E). In contrast, although *Map2k3*, *Map2k4*, and *Map2k6* were also upregulated by S1P, their expression remained unaffected by CHOP inhibition, suggesting that CHOP specifically regulates *Map3k* but not *Map2k* genes (Fig. 5F).

To further investigate whether CHOP directly regulates *Map3k* genes, we analyzed the promoters of *Map3k8*, *Map3k13*, and *Map3k15*, which were significantly upregulated upon S1P treatment. We identified potential CHOP-binding sites within these regions. Among these, *Map3k13* had the highest predicted CHOP-binding score, followed by *Map3k15* and *Map3k8* (Fig. EV4C). Consistent with these predictions, chromatin immunoprecipitation (ChIP) assays confirmed significantly increased CHOP binding to the *Map3k13* and *Map3k15* promoters, along with a modest increase in CHOP binding at the *Map3k8* promoter in S1P-treated CD8⁺ T cells, comparable to the positive control gene *Dr5* (Fig. 5G). In contrast, no CHOP binding was observed at the promoter regions of *Map2k3*, *Map2k4*, *Map2k6*, or *Mapk14* (which encodes p38MAPK), reinforcing the conclusion that CHOP selectively enhances *Map3k* expression and promotes downstream phospho-p38MAPK signaling (Fig. 5G).

To assess the functional consequences of p38MAPK activation, we pre-treated CD8⁺ T cells with the p38MAPK inhibitor SB203580 (p38i) prior to S1P exposure. Inhibition of p38MAPK significantly rescued CD8⁺ T cell viability, confirming its role in S1P-induced cell death (Fig. 5H). Interestingly, p38MAPK inhibition also improved the cytokine production by CD8^+^ T cells (Fig. 5I), as reported previously (Gurusamy et al, 2020). Moreover, p38MAPK inhibition enhanced mitochondrial metabolism in S1P-treated T cells, as reflected by increased oxygen consumption rate (OCR) (Fig. 5J).

Collectively, our findings show that CHOP, acting downstream of S1P-S1PR1 signaling, binds, at least in part, to the promoter regions of *Map3k13* and *Map3k15* to transcriptionally upregulate their expression. This, in turn, drives p38MAPK phosphorylation and promotes CD8⁺ T cell death.

### p38MAPK inhibition revitalizes CD8⁺ T cells and improves ACT response to anti-PD1 therapy

Having identified p38MAPK as a key downstream target of S1P-S1PR1-CHOP signaling that regulates CD8⁺ T cell viability, we hypothesized that inhibiting p38MAPK would improve T cell persistence in tumors and augment anti-tumor immunity. To test this, we first examined whether intratumoral CD8⁺ T cells exhibit elevated levels of phospho-p38MAPK. Indeed, CD8⁺ T cells isolated from the tumors of B6 mice bearing subcutaneous YUMM1.7 melanoma showed significantly higher phospho-p38MAPK expression compared to splenic CD8⁺ T cells (Fig. EV5A).

**Figure EV5:**
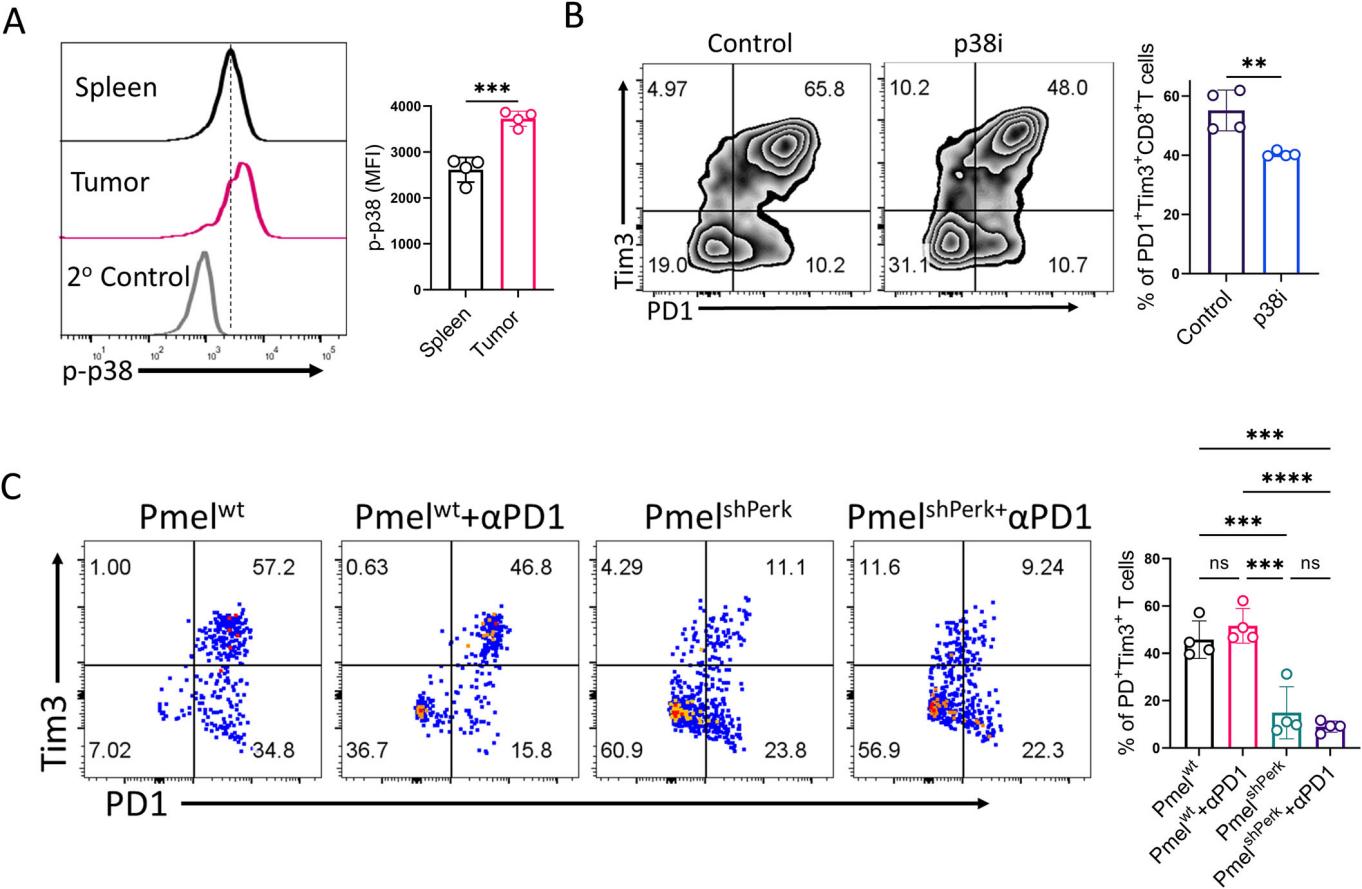
Evaluation of intratumoral CD8^+^ T cells. (**A**) CD8⁺ T cells isolated from either the tumor site or spleen of C57BL/6 mice (*n* = 4) bearing YUMM1.7 melanoma were assessed for p-p38 expression. The adjacent bar plot summarizes pooled data from four tumor-bearing mice. (**B**) Intratumoral CD8⁺ T cells from C57BL/6 mice (*n* = 4/group) with subcutaneous YUMM1.7 melanoma, treated with vehicle control or p38i, were evaluated for the frequency of terminally exhausted CD8⁺ T cells (PD1⁺Tim3⁺). The adjacent bar plot summarizes pooled data from four mice per group. (**C**) Adoptively transferred Pmel-1 T cells transduced with either control shRNA or shRNA targeting PERK, isolated from tumors of C57BL/6 mice (*n *= 4/group) bearing subcutaneous B16-F10 melanoma and treated with or without anti-PD1 antibody, were evaluated for the frequency of terminally exhausted CD8⁺ T cells (PD1⁺Tim3⁺). The adjacent bar plot summarizes pooled data from four mice per group. *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.0001 ns, nonsignificant (*P* > 0.05). The error bar represents the standard deviation (SD). *P* values are derived from unpaired two-tailed Student’s *t* test (**A**, **B**) and one-way ANOVA. Source data are available online for this figure.

Next, we investigated whether p38MAPK inhibition enhances CD8⁺ T cell persistence and anti-tumor responses. B6 mice bearing YUMM1.7 tumors were treated with a p38i or vehicle control (Fig. 6A). p38i treatment significantly delayed tumor growth and increased the frequency of intratumoral CD8⁺ T cells compared to controls (Fig. 6B,C). Notably, in addition to improving T cell persistence, p38i also enhanced CD8⁺ T cell effector function (Fig. 6D). This was accompanied by a marked reduction in the frequency of terminally exhausted CD8⁺ T cells (PD1⁺Tim3⁺), suggesting that p38MAPK inhibition may mitigate T cell exhaustion within the TME (Fig. EV5B).

**Figure 6:**
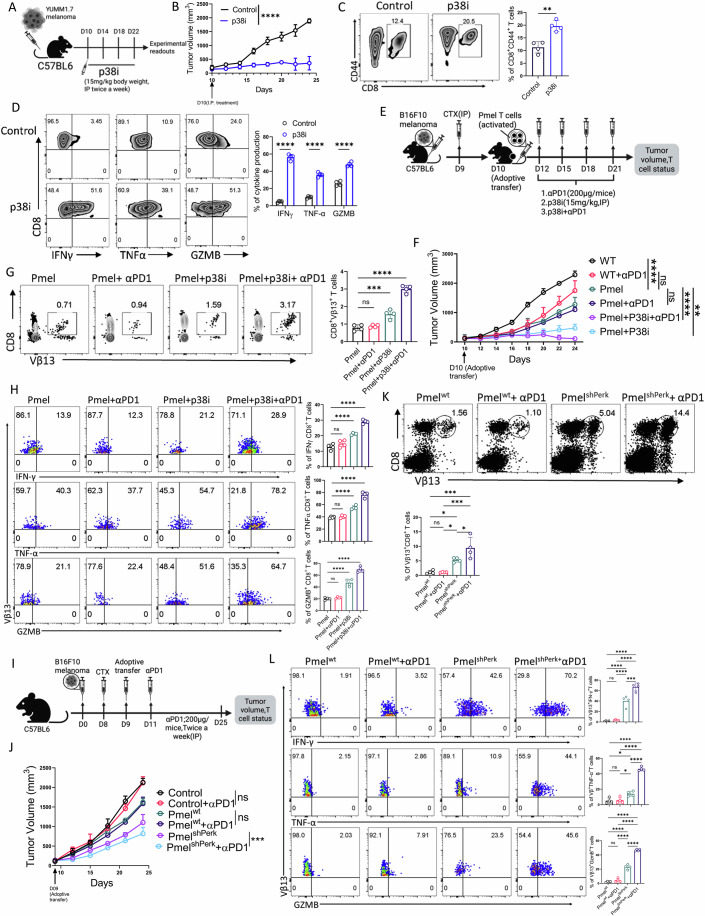
p38MAPK inhibition restores CD8⁺ T cell function and boosts ACT response to anti-PD-1 efficacy. (**A**–**D**) C57BL/6 mice (*n* = 4 mice/group) with subcutaneously established YUMM1.7 melanoma tumor treated either with vehicle control or p38i, as (**A**) represented schematically, were evaluated for: (**B**) tumor growth, (**C**) frequency of CD8^+^ T cells at the tumor site, (**D**) the ability of CD8^+^ T cells from the tumor site to produce different effector cytokines. (**E**) Schematic representation of the ACT protocol where C57BL/6 mice (*n* = 4 mice/group) bearing subcutaneous B16-F10 tumors were adoptively transferred with 0.75 × 10⁶ Pmel-1 T cells, followed by treatment with or without anti-PD1 antibody (Clone# RMP1-14; 200 µg/mouse twice weekly), combined with p38i or vehicle control. Mice were subsequently evaluated for: (**F**) tumor growth (*n* = 4), (**G**) frequency of Vβ13^+^CD8^+^ T cells at the tumor site (*n* = 4), and (**H**) Intracellular expression of effector cytokines in intratumoral Pmel-1 T cells following in vitro restimulation (*n* = 4). (**I**) Schematic representation of the ACT protocol where C57BL/6 mice (*n* = 4 mice/group) bearing subcutaneous B16-F10 tumors were adoptively transferred with 0.75 × 10⁶ Pmel-1 T cells transduced with either control shRNA (Pmel^WT^) or shRNA targeting PERK (Pmel^PERK^), followed by treatment with or without anti-PD1 antibody (Clone# RMP1-14; 200 µg/mouse twice weekly). Mice were evaluated for: (**J**) tumor growth (*n* = 4), (**K**) frequency of Vβ13^+^CD8^+^ T cells at the tumor site (*n* = 4), and (**L**) Intracellular expression of effector cytokines in intratumoral Pmel-1 T cells following in vitro restimulation (*n* = 4). *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.0001; ns, nonsignificant (*P* > 0.05), the error bar represents the standard deviation (SD). *P* values are derived from unpaired two-tailed Student’s *t* test (**C**, **D**), one-way ANOVA (**G**, **H**, **K**, **L**), and two-way ANOVA test (**B**, **F**, **J**). Source data are available online for this figure.

Given that resistance to anti-PD1 therapy often stems from the limited availability of tumor-specific T cells, we hypothesized that combining p38i with anti-PD1 could enhance therapeutic efficacy by preserving CD8⁺ T cells within the TME. To test this, we employed the B16F10 melanoma model, which is refractory to anti-PD1 monotherapy. B6 mice were subcutaneously engrafted with B16F10 tumors and adoptively transferred with gp100-specific pmel-1 CD8⁺ T cells prior to treatment initiation, allowing us to specifically assess the effects on tumor-reactive T cells (Fig. 6E). As expected, anti-PD1 monotherapy, with or without adoptive T cell transfer, failed to control tumor growth. In contrast, p38i treatment alone significantly delayed tumor progression in mice receiving pmel-1 T cells. Strikingly, the combination of p38i and anti-PD1 elicited a robust anti-tumor response in this otherwise resistant model (Fig. 6F). Analysis of intratumoral gp100-specific CD8⁺ T cells (Vβ13^+^CD8^+^ T cells) revealed approximately a twofold increase in frequency following p38i treatment compared to vehicle controls. This increase was further amplified by anti-PD1 therapy, consistent with a PD1-blockade-mediated proliferation burst of tumor-specific T cells (Fig. 6G). Furthermore, the effector function of Vβ13^+^CD8^+^ T cells, as measured by production of IFN-γ, TNF-α, and granzyme B, was significantly enhanced by p38i treatment and further improved by the addition of anti-PD1 (Fig. 6H).

Given that p38MAPK activation is driven upstream by PERK-mediated activation of CHOP, we tested whether directly targeting PERK would similarly improve CD8⁺ T cell function and responsiveness to anti-PD1 therapy. Adoptive transfer of Pmel-1 CD8⁺ T cells transduced with shRNA against PERK (referred to as Pmel^shPERK^) significantly delayed B16F10 tumor growth relative to mice receiving Pmel-1 T cells transduced with control shRNA (referred to as Pmel^WT^) (Fig. 6I,J). Remarkably, anti-PD1 therapy further boosted the anti-tumor activity of Pmel^shPERK^ cells, whereas Pmel^WT^ cells remained unresponsive to checkpoint blockade. The enhanced responsiveness of Pmel^shPERK^ cells was associated with superior persistence in the TME, reduced exhaustion, and greater effector functionality of adoptively transferred Vβ13⁺CD8⁺ T cells compared to controls (Figs. 6K,L and EV5C).

Together, these results reveal p38MAPK as a critical mediator of stress-driven T cell dysfunction in tumors. Inhibiting p38MAPK not only sustains CD8⁺ T cell survival and effector activity but also preserves a less exhausted T cell pool capable of responding to PD1 checkpoint blockade.

### PERK-CHOP-p38MAPK inhibition overcomes resistance to anti-PD1 therapy

To extend our adoptive transfer findings into a broader therapeutic context, we next evaluated whether pharmacologic inhibition of either PERK-mediated activation of CHOP or p38MAPK could enhance responses to checkpoint therapy in immunotherapy-refractory B16F10 melanoma tumors. Mice subcutaneously established with B16F10 melanoma tumors were treated with either a p38MAPK inhibitor (p38i) or a PERK-mediated CHOP activation inhibitor (GSK), alone or in combination with anti-PD1 (Fig. 7A). Both p38i and GSK monotherapies significantly delayed tumor progression, and importantly, their combination with anti-PD1 further enhanced tumor control beyond either agent alone (Fig. 7B).

**Figure 7:**
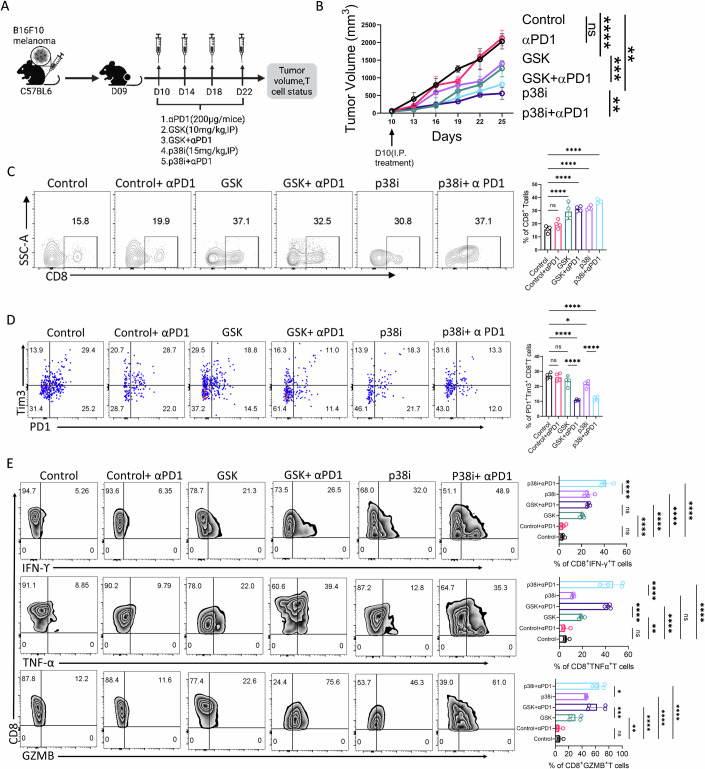
PERK-CHOP-p38MAPK inhibition overcomes anti-PD-1 therapy resistance. (**A**–**E**) C57BL/6 mice (*n* = 4 mice/group) bearing subcutaneous B16F10 melanoma tumor were treated with either p38i, GSK, or vehicle control, alone or in combination with anti-PD1 antibody (Clone# RMP1-14; 200 µg/mouse twice weekly), as schematically shown in (**A**), and were evaluated for: (**B**) tumor growth, (**C**) frequency of CD8^+^ T cells at the tumor site, (**D**) frequency of terminally exhausted CD8^+^ T cells (PD1^+^Tim3^+^) at the tumor site, and (**E**) the ability of CD8^+^ T cells from the tumor site to produce different effector cytokines. The adjacent bar plot represents cumulative data from four tumor-bearing mice. *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.0001; ns, nonsignificant (*P* > 0.05), the error bar represents the standard deviation (SD). *P* values are derived from unpaired one-way ANOVA (**C**–**E**), and two-way ANOVA test (**B**). Source data are available online for this figure.

Analysis of intratumoral T cells demonstrated an increased accumulation of CD8⁺ T cells in mice treated with p38i and GSK, suggesting improved persistence of effector populations (Fig. 7C). This effect was further amplified when combined with anti-PD1, consistent with an expanded pool of immunologically active CD8⁺ T cells. Notably, p38i treatment markedly reduced the proportion of terminally exhausted PD1⁺Tim3⁺ CD8⁺ T cells, whereas GSK treatment resulted in a modest decrease in this population (Fig. 7D). Moreover, CD8⁺ T cells from treated tumors displayed enhanced effector cytokine production (IFN-γ, TNF-α, and GZMB), demonstrating improved functional competence (Fig. 7E).

These data identify the PERK-CHOP-p38MAPK pathway as a clinically actionable target to overcome resistance to immunotherapy.

## Discussion

The functionality of tumor-specific CD8⁺ T cells within the tumor microenvironment (TME) is constrained by various microenvironmental cues that collectively induce T cell dysfunction, ultimately compromising the anti-tumor immune response (Anderson et al, 2017). Over the past few decades, the discovery of regulatory molecules, such as PD-1, CTLA-4, and Tim-3, that suppress T cell effector functions in the TME has significantly deepened our understanding of T cell exhaustion in cancer and laid the foundation for the development of immune checkpoint blockade (ICB) therapies (Pardoll, 2012). However, recent studies highlighting the circumscribed efficacy of ICB in only a subset of patients indicate the involvement of additional regulatory mechanisms that contribute to distinct aspects of T cell exhaustion beyond classical immune checkpoints. In this context, the present study uncovers a previously underexplored yet critical role of the S1P-S1PR1 axis in influencing the attrition of tumor-specific CD8^+^ T cells in the tumor by increasing their susceptibility to cell death, a critical hallmark of exhausted T cells. We demonstrate that S1PR1, highly expressed on intratumoral tumor antigen-specific CD8⁺ T cells, engages with its ligand S1P to induce phosphorylation of p38 MAPK through activation of the ER stress sensor CHOP, thereby exacerbating CD8⁺ T cell exhaustion and promoting their loss in the TME. Although S1PR1 is known to activate several canonical pathways, including RAS-MAPK, PI3K-AKT, STAT3, and ERK, our findings reveal that its pro-apoptotic activity in CD8⁺ T cells is predominantly mediated through PERK-dependent CHOP activation. This previously unrecognized link between S1PR1-induced ER stress and CD8⁺ T cell attrition provides novel mechanistic insight into tumor-induced T cell exhaustion. Consistent with this model, pharmacological inhibition of either PERK-mediated CHOP activation or p38 MAPK substantially enhanced the persistence of CD8⁺ T cells in tumors and markedly improved their responsiveness to anti-PD-1 therapy.

Beyond driving effector CD8⁺ T cell dysfunction, S1PR1 also plays a pivotal role in inversely regulating the development of tissue-resident memory T (T_RM_) cells (Mackay et al, 2013; Skon et al, 2013; Zhu et al, 2013). Because T_RM_ cells characteristically express low levels of S1PR1, our findings suggest that they may be inherently protected from S1P-mediated suppression in the S1P-rich tumor microenvironment. This reduced susceptibility could contribute to the favorable association between T_RM_ abundance and improved tumor control (Gavil et al, 2024). However, it remains unclear whether T_RM_ cells, upon re-encounter with antigen, generate effector progeny that re-express KLF2 and S1PR1, and thus become vulnerable to S1P-driven dysfunction, similarly observed in peripherally recruited tumor-reactive CD8⁺ T cells. These insights raise the possibility that therapeutic inhibition of S1PR1 or its downstream signaling could simultaneously reinvigorate exhausted effector CD8⁺ T cells while preserving the functional integrity of T_RM_ cells, thereby enhancing anti-tumor immunity on multiple fronts.

The expression of S1PR1 on various immune cell types in TME, such as Tregs and MDSCs, as well as on tumor cells, is well documented (Priceman et al, 2014; Zhou and Guo, 2018). In this study, we show that intratumoral CD8^+^ T cells, particularly those characterized as a terminally exhausted subset that fail to respond to ICB therapy, exhibit elevated levels of S1PR1. We propose that this upregulation is likely driven by sustained activity of STAT3, a transcription factor known to directly regulate the *S1pr1* gene and commonly associated with dysfunctional CD8⁺ T cells (Lee et al, 2010; Zhang et al, 2020). In fact, in our study, we also observed that the intratumoral CD8^+^ T cells expressing S1PR1 had elevated levels of phospho-STAT3 compared to S1PR1^Lo^ CD8^+^ T cells.

Importantly, our findings reveal that S1PR1-mediated T cell dysfunction is predominantly initiated by activation of the S1P-S1PR1 signaling axis in CD8⁺ T cells in the tumor milieu. This notion was supported by our observation that genetic deletion of *Sphk1* in tumor cells abrogated the features of T cell exhaustion, presumably due to disruption of S1P-S1PR1 signaling. Congruent with previous reports, we found that tumor cells are the primary source of S1P, owing to their elevated expression of SphK1 (Wang et al, 2020). The critical role of extracellular S1P in promoting CD8⁺ T cell dysfunction through this axis was corroborated by in vitro studies in which exogenous S1P was added during CD8⁺ T cell activation. We observed that while naive CD8⁺ T cells express minimal S1PR1, likely essential for their retention in secondary lymphoid organs, S1PR1 expression rapidly increased following TCR stimulation. Notably, the addition of exogenous S1P to CD8⁺ T cells after 24 h of TCR stimulation led to metabolic and functional aberration without impacting cell viability. It is also noteworthy that although no overt loss of viability was observed in activated CD8⁺ T cells treated with exogenous S1P, the S1P-S1PR1 axis rendered them more susceptible to apoptosis following subsequent TCR stimulation. This pro-apoptotic effect stands in sharp contrast to findings in naive T cells, where S1P-S1PR1 signaling has been shown to promote cell survival by limiting JNK activation and maintaining a favorable balance of BCL-2 family proteins (Dixit et al, 2024). We propose that this discrepancy reflects fundamental differences in the intracellular signaling networks (signalomes) that regulate naive versus activated T cells, resulting in distinct downstream consequences of S1P-S1PR1 engagement. Additionally, the differential expression levels of S1PR1 between naive and activated T cells may further shape the signaling cascades induced by S1P, ultimately determining the opposing survival outcomes observed.

Elevated CHOP levels have been consistently detected in intratumoral CD8⁺ T cells across various preclinical and clinical tumor samples, and are associated with poor clinical outcomes in advanced ovarian cancer (Cao et al, 2019). CHOP, a downstream effector of the UPR sensor PERK, is a known mediator of anti-tumor CD8⁺ T cell impairment (Cao et al, 2019). However, the upstream signals responsible for its activation in the TME have been unclear. Our findings suggest that the S1P-S1PR1 signaling axis contributes, at least in part, to the sustained activation of CHOP in dysfunctional intratumoral CD8⁺ T cells. Importantly, the S1P-S1PR1 signaling pathway appears to curtail the anti-tumor potential of CD8⁺ T cells primarily through CHOP activation. That said, we cannot exclude the involvement of other pathways, particularly TGFβ receptor signaling, which was enriched in our RNA-seq analysis of S1P-treated CD8⁺ T cells and is previously implicated in T cell dysfunction (Chen, 2023; Thomas and Massague, 2005). Consistent with prior reports, our data demonstrate that activation of CHOP downstream of S1P-S1PR1 signaling diminishes the effector function of CD8^+^ T cells, as its inhibition restores cytokine production by CD8^+^ T cells (Cao et al, 2019). Intriguingly, beyond impairing effector functions, CHOP activation also contributes to the progressive loss of tumor-reactive CD8⁺ T cells in the TME, likely through engagement of pro-apoptotic pathways, as previously described (Oyadomari and Mori, 2004).

To elucidate downstream effectors of CHOP, we investigated p38MAPK, which emerged as a key candidate from our transcriptomic analyses. In agreement with recent findings, inhibition of p38MAPK markedly enhanced the anti-tumor capacity of CD8⁺ T cells (Gurusamy et al, 2020). Most notably, our results reveal a previously underappreciated role of CHOP in driving p38MAPK activation, which promotes apoptosis in S1PR1-expressing CD8⁺ T cells and limits their persistence in the TME. Delving deeper into this axis revealed that CHOP transcriptionally regulates p38MAPK signaling by binding to the promoter region of *Map3k13* and *Map3k15* transcripts. Our study offers compelling experimental evidence that p38MAPK activation is a key barrier to the persistence of tumor-reactive CD8⁺ T cells in the TME. Targeting this pathway not only enriches CD8^+^ T cell abundance but also enhances responsiveness to anti-PD-1 therapy. We propose that the mechanism underlying this benefit is linked to the known role of p38MAPK in promoting T cell death, potentially through the compromise of cellular antioxidant defences, as shown previously (Gurusamy et al, 2020). However, the exact mechanism requires further investigation.

In summary, our study identifies the S1P-S1PR1-CHOP-p38 MAPK axis as a previously unrecognized regulatory circuit that contributes to CD8⁺ T cell dysfunction and attrition in tumors. These findings uncover new mechanistic underpinnings of T cell exhaustion and reveal p38 MAPK as a promising therapeutic target to enhance CD8⁺ T cell survival and responsiveness to ICB therapies in the TME. While S1PR1 has been primarily associated with activation of signaling pathways such as STAT3, PI3K-AKT, and ERK that promote T-cell survival, proliferation, and trafficking, our data uncover a distinct, stress-associated S1PR1-PERK-CHOP-p38 MAPK axis that emerges under the chronic S1P exposure characteristic of the TME. Selectively targeting this maladaptive signaling state may enhance therapeutic specificity by sparing beneficial S1PR1 functions and reducing systemic toxicity associated with global receptor inhibition. Collectively, these insights highlight the novelty and translational potential of modulating S1PR1-driven stress signaling to reinvigorate anti-tumor CD8⁺ T cell immunity.

## Methods

**Table:** Reagents and tool table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
HEK-293Tcells	ATCC	CRL-3216
Yumm1.7 cells	ATCC	CRL-3362
B16-F10 Melanoma cells	ATCC	CRL-6475
EL-4 Thymoma	ATCC	TIB-39
Mouse: C57BL/6 J wildtype mouse	Jackson Laboratory	NA
Mouse: pmel-1 TCR transgenic mouse	Jackson Laboratory	NA
Mouse: Rag1 deficient mouse	Jackson Laboratory	NA
**Recombinant DNA**		
psPAX2	Addgene	12260
pMD2.G	Addgene	12259
Eif2ak3 Mouse shRNA Plasmid (Locus ID 13666, Vector: pGFP-C-shLenti)	Origene	TL510962
S1pr1 Mouse shRNA Plasmid (Locus ID 13609, Vector: pGFP-C-shLenti)	Origene	TL516557
S1pr1 siRNA	Thermo Scientific	AM16708
**Antibodies**		
Anti-mouse CD3	BioXcell	Clone: 145-2C11; BE001-1
Anti-mouse CD28	BioXcell	Clone: 37.51; BE0015-1
Anti-mouse CD4-PECY7	Thermo Fisher Scientific	Clone: GK 1.5; 25-0041-82
Anti-mouse CD8-AF-700	Biolegend	Clone: 53-6.7; 100730
Anti-mouse CD3-BV711	BD Biosciences	Clone: 17A2; 740739
Anti-mouse IFN-γ-APC	Thermo Fisher Scientific	Clone: XMG1.2; 17-7311-82
Anti-mouse Granzyme-B-PE	Invitrogen	Clone: GB12; MHGB04
Anti-mouse TNF-α-APC/CY7	BD Biosciences	Clone: MP6-XT22; 560658
Anti-mouse CD25-APC	BD Biosciences	Clone: PC61; 557658
Anti-mouse/human CD44-PERCP/CY5.5	Thermo Fisher Scientific	Clone: IM-7; 45-0441-82
Anti-mouse Vβ13 TCR-FITC	BD Biosciences	MR12-3; 553204
Anti-mouse Vβ13 TCR-PE	Biolegend	Clone: H132; 333108
Anti-mouse CD8-APCCY7	Molecular Probes	Clone: 53-6.7; A15316
Anti-mouse CD4-BUV395	BD Biosciences	Clone: GK1.5; 565974
Anti-mouse S1PR1-PE	R&D	MAB7089
Anti-mouse PD1-PECY7	Biolegend	Clone: 9.3; BE0248
Anti-mouse Tim3-BV421	Biolegend	Clone: 5D12/TIM3; 747626
Anti-human CD3	BioXcell	Clone: OKT-3); BE001–2
Anti-human CD28	BioXcell	Clone: 9.3; BE0248
Anti-human CD8-BV-786	Biolegend	Clone: SK1; 344740
Anti-human CD8-AF700	BD Biosciences	Clone: OKT-8; 557945
Anti-human PD1 PE-Cy7	Biolegend	Clone: EH12.1; 561272
Anti-human Tim3-BV421	Biolegend	Clone: 7D3; 565562
anti-human CD39 PE/Dazzle™ 594	Biolegend	Clone: A1; 328224
Anti-TOX Alexa Fluor™ 647	BD Biosciences	Clone: NAN448B; 568356
Anti-TOX -PE	Invitrogen	Clone: TXRX10; 12-6502-82
Anti-human IFNγ-APC	Invitrogen	Clone: 4S.B3; 17–7319–82
Anti-human TNF-α-percpcy5.5	Biolegend	Clone: MAb11; 502926
Anti rabbit IgG(H + L)- FITC	Invitrogen	A21206
CHOP Mouse mAb	Cell Signaling Technologies	2895
p-P38 MAPK Rabbit mAb	Cell Signaling Technologies	9211
Total P38 MAPK Rabbit mAb	Cell Signaling Technologies	9212
β-actin Rabbit mAb	Cell Signaling Technologies	4967
S1PR1-Rabbit mAb	Cell Signaling Technologies	63335
SPHK1-Rabbit mAb	Cell Signaling Technologies	12071
**Oligonucleotides and sequence-based reagents**		
Gene name	Primer	
*Map2k3* F	GCCTCAGACCAAAGGAAAATCC	IDT
*Map2k3* R	GGTGTGGGGTTGGACACAG	IDT
*Map2k4* F	AATCGACAGCACGGTTTACTC	IDT
*Map2k4* R	TGAAATCCCAGTGTTGTTCAGG	IDT
*Map2k6* F	ATGTCTCAGTCGAAAGGCAAG	IDT
*Map2k6* R	TTGGAGTCTAAATCCCGAGGC	IDT
*Mapk14* F	TGACCCTTATGACCAGTCCTTT	IDT
*Mapk14* R	GTCAGGCTCTTCCACTCATCTAT	IDT
*Map3k1* F	TAAATACCGGGTGTTTATTGGGC	IDT
*Map3k1* R	TTTTCTCCATAACATGGGGTCAG	IDT
*Map3k8* F	ATGGAGTACATGAGCACTGGA	IDT
*Map3k8* R	GGCTCTTCACTTGCATAAAGGTT	IDT
*Map3k13* F	CCCGACCTCATCTCCACAG	IDT
*Map3k13* R	TGGAAACAGGGATCATAGGGTT	IDT
*Map3k15* F	TGATGAACTGGCGAAAGAGTTG	IDT
*Map3k15* R	ATGATGATGTCCGATGTCAGAAC	IDT
*Map3k20* F	GAGATTGGTGCGTGGACTGAA	IDT
*Map3k20* R	CGCTTGCCTGTGATGTTGTT	IDT
*S1pr1* F	ATGGTGTCCACTAGCATCCC	IDT
*S1pr1* R	CGATGTTCAACTTGCCTGTGTAG	IDT
*S1pr2* F	ATGGGCGGCTTATACTCAGAG	IDT
*S1pr2* R	GCGCAGCACAAGATGATGAT	IDT
*S1pr3* F	ACTCTCCGGGAACATTACGAT	IDT
*S1pr3* R	CAAGACGATGAAGCTACAGGTG	IDT
*S1pr4* F	GTCAGGGACTCGTACCTTCCA	IDT
*S1pr4* R	GATGCAGCCATACACACGG	IDT
*S1pr5* F	GCTTTGGTTTGCGCGTGAG	IDT
*S1pr5* R	GGCGTCCTAAGCAGTTCCAG	IDT
*Glut1* F	CAGTTCGGCTATAACACTGGTG	IDT
*Glut1* R	GCCCCCGACAGAGAAGATG	IDT
*Hk2* F	GGAACCGCCTAGAAATCTCC	IDT
*Hk2* R	GGAGCTCAACCAAAACCAAG	IDT
*Pfk* F	AGGAGGGCAAAGGAGTGTTT	IDT
*Pfk* R	TTGGCAGAAATCTTGGTTCC	IDT
*Ldha* F	TGTCTCCAGCAAAGACTACTGT	IDT
*Ldha* R	GACTGTACTTGACAATGTTGGGA	IDT
*Enolase* F	AAAGATCTCTCTGGCGTGGA	IDT
*Enolase* R	CTTAACGCTCTCCTCGGTGT	IDT
*Opa* F	TGGAAAATGGTTCGAGAGTCAG	IDT
*Opa* R	CATTCCGTCTCTAGGTTAAAGCG	IDT
*Mfn-1* F	ATGGCAGAAACGGTATCTCCA	IDT
*Mfn-1* R	CTCGGATGCTATTCGATCAAGTT	IDT
*Mfn-2* F	CCAACTCCAAGTGTCCGCTC	IDT
*Mfn-2* R	GTCCAGCTCCGTGGTAACATC	IDT
*Drp1* F	CAGGAATTGTTACGGTTCCCTAA	IDT
*Drp1* R	CCTGAATTAACTTGTCCCGTGA	IDT
*β-Actin* F	ACGTAGCCATCCAGGCTGGTG	IDT
*β-Actin* R	TGGCGTGAGGGAGAGCAT	IDT
**Chemicals, enzymes, and other reagents**		
RPMI-1640 medium (Glutamax)	Gibco	61870-036
FBS (Heat Inactivated – US origin)	Gibco	10082147
Penicillin-streptomycin solution	Himedia	A001
Recombinant human IL-2	R&D Scientific	BT-002-100
Collagenase type IV	Himedia	TCL117
70 µm strainer	Falcon	352350
PMA	Cayman Chemical	10008014
Ionomycin	Cayman Chemical	11312
Golgi Plug	BD Biosciences	555029
BD Cytofix/ Cytoperm Kit	BD Biosciences	554714
FoxP3 Staining Buffer Set	Invitrogen	00-5523-00
Seahorse XF Base Medium	Agilent Seahorse	103335-100
Seahrose XF Calibrant	Agilent Seahorse	100840-000
Sodium pyruvate	Gibco	11360-070
D-glucose	Cayman Chemicals	11360-070
Cell-Tak	Corning	354240
Oligomycin	Cayman Chemicals	11341
FCCP	Cayman Chemicals	15218
Rotenone	Cayman Chemicals	13995
Antimycin A	Cayman Chemicals	19433
2-deoxy-D-glucose	Cayman Chemicals	14325
RIPA buffer	Himedia	TLC 121
Protease and phosphatase inhibitor cocktails (PIC)	Himedia	ML051
Bradford reagent	Himedia	ML106
Laemmli buffer	Himedia	ML121
PVDF membranes	Bio Rad	1620112
Clarity Enhanced chemiluminescence (ECL)	Bio-Rad	1705062
Dulbecco’s modified Eagle’s medium (DMEM;	Thermo Fisher Scientific	10566-016
Calcium Chloride	Himedia	MB034
Polyethersulfone filter	Sartorius	15406
Lenti-X Concentrator	Takara	Cat no 631232
RetroNectin	Takara	T100A
TRIzol reagent	Invitrogen	15596026
Nuclease free water	Himedia	TLC016
iScript cDNA Synthesis Kit	Biorad	1708890
iTaq Universal SYBR Green Supermix	Biorad	1725120
BD Fixation/Permeabilization buffer	BD Biosciences	554714
CellTrace™ Violet Cell Proliferation Kit	Invitrogen	C34557
7-AAD (7-Aminoactinomycin D)	Invitrogen	A1310
LIVE/DEAD Fixable Yellow Dead Cell Stain Kit	Invitrogen	L34967
HiSpeed Plasmid Midi Kit	Qiagen	12643
CRISPR/Cas9 knock-out kit	Takara Lenti X	632629
GSK2656157	Cayman	17372
SB203580	Cayman	13067
W146	Tocris	3602
ATP assay kit	Sigma	213-579-1
CHIP Kit	Cell Signaling Technology	9003
S1P	Sigma	S9666
Lonza electroporation buffer P3 kit	Lonza	Catno. V4XP-3032
**Software/algorithm**	**Source**	**Link**
FlowJo (v10)	BD Biosciences	https://www.flowjo.com/
GraphPad Prism (v9)	GraphPad Software	https://www.graphpad.com/scientific-software/prism/
Wave Software (Seahorse Analysis)	Agilent Technologies	https://www.agilent.com/
ImageJ	NIH	https://imagej.net/ij
R studio	R studio	Posit | The Open-Source Data Science Company
**Others**		
BD LSR Fortessa II Flow Cytometer	BD Biosciences	
Lonza Nucleofector 4D	Lonza	
Confocal Microscope	Zeiss	
Bio-Rad CFX96 Real-Time PCR System	Bio-Rad	
Multiskan SkyHigh Microplate Spectrophotometer	Thermo Fisher Scientific	
Bio-Rad ChemiDoc Imaging System	Bio-Rad	
Agilent Seahorse XFe24 Analyzer	Agilent Technologies	
Eppendorf Centrifuge 5810 R	Eppendorf	
T100 Thermal Cycler	Bio-Rad	

### Mice

C57BL/6 mice (JAX stock #000664) and Pmel-1 mice (JAX stock #005023) were procured from Jackson Laboratories, USA, and were housed under specific pathogen-free (SPF) conditions in the CSIR-IICB animal facility with controlled temperature, humidity, and a 12-h light/dark cycle, and were provided autoclaved food and water ad libitum under the supervision of trained veterinary staff. All procedures complied with institutional and national ethical guidelines and were approved by the CSIR-IICB Institutional Animal Ethics Committee (Ref No. IICB/AEC/Meeting/July/2020/4, dated 24/07/2020). Mice were routinely monitored for tumor burden, activity, and overall health, with humane endpoints applied when necessary. For tumor implantation and analysis, 8-10-week-old mice of both sexes were randomly assigned to experimental groups; no sex-specific differences were observed, and data from males and females were therefore pooled for final analyses.

### Cell lines

EL4 (TIB-39, ATCC), B16-F10 (CRL-6475, ATCC), and YUMM1.7 (CRL-3362, ATCC) tumor cell lines were obtained from the American Type Culture Collection (ATCC, USA) and maintained as authenticated, Mycoplasma-free stocks. Upon receipt, cells were revived, expanded for two passages, and cryopreserved as master stocks. Routine Mycoplasma testing using the MycoAlert Mycoplasma Detection Kit (Lonza) ensured only contamination-free cultures were used. Throughout the study, cells between passages 4 and 6 were used for all in vitro assays and tumor implantation experiments to maintain consistency and minimize culture-induced variation. Cells were grown in complete DMEM with 10% FBS, L-glutamine, and penicillin–streptomycin, and maintained at 37 °C in a humidified 5% CO₂ incubator with regular monitoring for morphology, growth kinetics, and viability.

### Isolation of tumor-infiltrating T cells

- Tumors were harvested aseptically from B16-F10, EL-4, and YUMM1.7 tumor–bearing mice and immediately transferred to cold RPMI-1640 medium. Excised tumors were finely minced using sterile scalpels.
- Minced tissue was enzymatically digested in RPMI-1640 containing:
  - Collagenase type IV (2 mg/mL)
  - DNase I (100 µg/mL)
- Digestion was performed at 37 °C for 45 min with gentle agitation.
- The digested tissue was passed through a 70 µm cell strainer to obtain a single-cell suspension.
- Red blood cells were lysed using ACK lysis buffer, when required.
- For enrichment of tumor-infiltrating lymphocytes (TILs), the cell suspension was layered over Hi-Sep LSM (HiMedia Laboratories, India).
- Density gradient centrifugation was performed at 1200 rpm for 30 min at room temperature.
- Mononuclear cells at the interface were carefully collected.
- Cells were washed and resuspended in RPMI-1640 for downstream analyses.

### T cell culture condition

Purified naive T cells or total splenocytes from B6 mice were activated with plate-bound anti-CD3 (5 mg/ml) and anti-CD28 (2 mg/ml) in the presence of rIL2 (100 U/ml) for 3 days. In some cases, T cells were activated either in the presence of vehicle control or GSK 2656157 (5 µm), SB203503 (10 µm), S1P (5 µM), after 24 h of T cell activation. Complete RMPI-1640 media supplemented with 10% FCS, 4 mmol/L L-glutamine, 100 U/mL penicillin, 100 mg/ml streptomycin, 55 mmol/L beta-mercaptoethanol was used for T-cell culture. For evaluation of intracellular cytokines, T cells were re-stimulated with PMA (500 ng/ml) and Ionomycin (1000 ng/ml) for 4 h in the presence of Golgi inhibitors and subsequently used for staining.

### Chronic stimulation of human and murine CD8^+^ T cells

- Peripheral blood mononuclear cells (PBMCs) were isolated from buffy coats of healthy donors using Ficoll–Hypaque density gradient centrifugation.
- Buffy coats were de-identified prior to use, and all procedures were approved by the Institutional IRB (No. IICB/IRB/2020/2 P).
- CD8⁺ T cells were purified from PBMCs using magnetic bead–based separation.
- Purified 1*10^6^ CD8⁺ T cells were activated for 72 h with plate-bound anti-CD3 (5 μg/mL) and anti-CD28 (2 μg/mL) in the presence of recombinant human IL-2 (100 U/mL).
- Following activation, cells were cultured for an additional 12 days under one of the following conditions:
  - Continuous stimulation with plate-bound anti-CD3 (5 μg/mL), or
  - Culture with IL-2 alone (100 U/mL).
- Data were collected at the end of the 12-day culture period.
- For the mouse in vitro chronic exhaustion model:
  - 1 × 10^6^ CD8⁺ T cells were activated for 2 days.
  - Cells were then subjected to continuous stimulation with plate-bound mouse anti-CD3 (5 μg/mL) for an additional 6 days. Cultures were split every 2 days during the continuous stimulation period.

### Flow cytometry staining

For cell surface staining, cultured cells were washed with FACS buffer (PBS with 0.1% BSA) and incubated with fluorochrome-conjugated antibodies (1:200) for 30 min at 4 °C in the dark, followed by washing to remove unbound antibodies. Intracellular cytokine staining was performed after stimulation with PMA (50 ng/mL) and ionomycin (500 ng/mL) in the presence of Brefeldin A for 4 h at 37 °C, after which cells were fixed and permeabilized using the BD Cytofix/Cytoperm Kit (BD Biosciences, USA) and stained with cytokine-specific antibodies. For transcription factor staining, cells were processed using the Foxp3/Transcription Factor Staining Buffer Set (Thermo Fisher Scientific, USA) and incubated with the appropriate fluorochrome-labeled antibodies. All samples were washed with Perm/Wash buffer prior to acquisition on an LSR Fortessa flow cytometer, using compensation and fluorescence-minus-one (FMO) controls to ensure accurate gating. Data were analyzed with FlowJo software through sequential gating to remove doublets and dead cells and to quantify T-cell subsets, cytokine-producing populations, mean fluorescence intensity, and other functional readouts.

### Apoptotic assay

- To assess activation-induced cell death (AICD), previously activated T cells were restimulated overnight with plate-bound anti-CD3 at 37 °C.
- The following day, cells were washed with cold FACS buffer (PBS containing 0.1% BSA).
- Cells were stained with fluorochrome-conjugated surface antibodies (1:200 dilution) for 30 min at 4 °C.
- After surface staining, cells were washed thoroughly to remove excess antibodies.
- Apoptosis was assessed using Annexin V and 7-AAD staining.
- Cells were resuspended in Annexin binding buffer (BD Biosciences, USA).
- Cells were incubated with Annexin V for 20 min at room temperature.
- 7-AAD was added immediately before data acquisition.

Samples were acquired on an LSR Fortessa flow cytometer. Flow cytometry data were analyzed using FlowJo software with standard gating strategies, including exclusion of doublets and quantification of apoptotic subsets.

### ATP assay

- Activated CD8⁺ T cells (1 × 10⁶ cells per condition) were used for intracellular ATP quantification. ATP levels were measured using the ATP Bioluminescent Assay Kit (Sigma-Aldrich, USA) according to the manufacturer’s instructions.
- T cells were harvested post-activation and washed twice with ice-cold PBS. Cells were lysed to release intracellular metabolites.
- Lysates were centrifuged at high speed to remove cellular debris.
- Clarified supernatants were transferred to pre-chilled tubes.
- Aliquots of each supernatant were mixed with the luciferase-based detection reagent.
- Reactions were performed in white opaque 96-well plates to minimize background and enhance signal detection.
- Luminescence was measured immediately after reagent addition using a Varioskan LUX Multimode Reader (Thermo Fisher Scientific, USA) with optimized integration settings.

### Immunoblotting

To evaluate the expression levels of CHOP, phosphorylated p38 (p-p38), and total p38, cells were lysed utilizing RIPA buffer supplemented with a protease inhibitor cocktail (Thermo Fisher Scientific). Proteins were standardized to equal amounts (30 µg) and resolved through 10% SDS-polyacrylamide gel electrophoresis (SDS-PAGE) before being transferred onto nitrocellulose membranes for further analysis. The membranes were incubated overnight at 4 °C with primary antibodies against CHOP and p-p38 (Invitrogen), followed by treatment with secondary antibodies conjugated to horseradish peroxidase (HRP)—specifically goat anti-mouse IgG diluted at 1:10,000 (Jackson Immuno Research Laboratories)—for two hours at ambient temperature. Prestained protein standards (Invitrogen) were run simultaneously to facilitate the determination of molecular weights. Chemiluminescence-based detection was carried out using Clarity Western ECL substrate (Bio-Rad), and signal intensities were captured with the Bio-Rad Versadoc Imaging System (Bio-Rad). Subsequently, the same membranes were stripped of bound antibodies using stripping buffer and re-incubated with an antibody targeting β-actin (Cell Signaling Technology) to serve as a normalization control.

### qPCR

Quantitative reverse transcription PCR (qPCR) was performed to assess gene expression in T cells. Total RNA was extracted using TRIzol reagent (Thermo Fisher Scientific, USA) following the manufacturer’s protocol, including chloroform phase separation, isopropanol precipitation, ethanol washing, and resuspension in nuclease-free water. RNA quantity and purity were assessed using a Multiscan SkyHigh Plate Reader (Thermo Fisher Scientific, USA). For cDNA synthesis, 1 µg of RNA was reverse-transcribed using the iScript cDNA Synthesis Kit (Bio-Rad, USA), and the resulting cDNA was diluted 1:3 for qPCR. Reactions were set up in triplicate using iTaq Universal SYBR Green Supermix (Bio-Rad, USA) with 250 nM gene-specific primers in 96-well plates and run on a CFX96 Real-Time PCR System (Bio-Rad, USA). Cycling conditions included 95 °C for 3 min, followed by 40 cycles of 95 °C for 10 s and 60 °C for 30 s, with melt-curve analysis to confirm specificity. Ct values were analyzed using the ΔΔCt method, normalizing to Actb, and results were expressed as fold change relative to controls.

Details of all primer sequences utilized are provided in the Reagents and Tools table.

### Metabolic flux analysis

Extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) were measured using the Seahorse XFe24 Analyzer (Agilent Technologies, USA) to evaluate glycolytic activity and mitochondrial respiration in purified CD8⁺ T cells. Cells (0.5 × 10⁶ per well) were seeded onto Cell-Tak-coated XF24 microplates and allowed to adhere for 30 min in a non-CO₂ incubator. ECAR was assessed using the glycolysis stress test, with sequential injections of glucose (10 mmol/L), oligomycin (1 mmol/L), and 2-deoxy-D-glucose (100 mmol/L) to determine glycolysis, glycolytic capacity, and glycolytic reserve. OCR was measured using the mitochondrial stress test, with stepwise injections of oligomycin (1 mmol/L), FCCP (1 mmol/L), and rotenone/antimycin A (2 μmol/L + 100 nmol/L) to quantify ATP-linked respiration, maximal respiration, and non-mitochondrial oxygen consumption.

### siRNA mediated knockdown

- CD8⁺ T cells were purified from splenocytes of C57BL/6 mice. Cells were activated for 48 h using plate-bound anti-CD3 and anti-CD28 antibodies.
- Activated CD8⁺ T cells (2 × 10⁶ cells per reaction) were washed with serum-free medium prior to transfection.
- Cells were transfected with either S1pr1-specific siRNA or non-targeting control siRNA using the Lonza Nucleofector Kit (V4XP-3024) and the manufacturer-recommended program for primary murine T cells (DN 100).
- Immediately after electroporation, cells were transferred into pre-warmed complete RPMI medium supplemented with IL-2.
- Cells were cultured for an additional 48 h to allow efficient S1pr1 knockdown.
- S1P (5 µM) was added at 24 h post-transfection to both control groups and S1pr1 knockdown groups. Post-transfection, cells were divided into four experimental groups:
  - Control siRNA
  - Control siRNA + S1P
  - S1pr1 siRNA
  - S1pr1 siRNA + S1P.

For protein extraction, cells were washed with ice-cold PBS and lysed in RIPA buffer containing protease inhibitors. Lysates were incubated on ice for 30 min, briefly sonicated, and centrifuged at 12,000×*g* for 15 min at 4 °C. Equal amounts of protein (30 µg per lane) were mixed with reducing Laemmli buffer and boiled for 5 min. Proteins were separated by SDS-PAGE and analyzed by immunoblotting to confirm S1pr1 knockdown and assess downstream signaling changes.

### Adoptive T cell transfer

- Wild-type (WT) B6 mice (6–8 weeks old) were used for all experiments.
- Mice were subcutaneously implanted with B16-F10 melanoma cells (0.5 × 10⁶ cells/mouse).
- On day 8 post-tumor implantation, WT B6 mice were lymphodepleted using cyclophosphamide (4 mg/mouse).
- Activated Pmel T cells were prepared by stimulating cells for 48 h with gp100 peptide (3 μg/mL).
- Pmel T cells were transduced with control shRNA, shS1pr1, or shEif2ak3.
- Activated and transduced Pmel T cells (1.5 × 10⁶ cells/mouse) were adoptively transferred intravenously.
- Recombinant IL-2 (50,000 U/mouse) was administered intraperitoneally for 3 consecutive days following adoptive transfer.
- In selected experiments, mice received anti-PD-1 antibody (200 μg/mouse) or isotype control IgG, administered three times per week.

### shRNA mediated knockdown of T cells

- HEK 293 T (ATCC) cells were cultured in T75 tissue culture flasks (Falcon, NY, USA) under standard conditions (37 °C, 5% CO₂). Cells were maintained in complete DMEM (Gibco, Thermo Fisher Scientific) supplemented with:10% fetal bovine serum (FBS; Gibco), 1% penicillin–streptomycin (Gibco)
- For lentiviral production, HEK293T cells were co-transfected with:
  - 15 µg lentiviral expression plasmid encoding S1pr1 shRNA, Eif2ak3 shRNA, or non-targeting scrambled shRNA control (Origene, USA)
  - 10 µg psPAX2 packaging plasmid
  - 5 µg pMD2.G envelope plasmid
- Transfection was carried out using the CaCl₂/HBS precipitation method.
- At 24 h post-transfection, the culture medium was replaced with low-serum medium.
- Cells were incubated for an additional 48–72 **h** to allow viral production.
- Lentivirus-containing supernatant was harvested and clarified by centrifugation at 500×*g* for 5 min. The supernatant was filtered through a 0.45 µm polyethersulfone membrane filter (MilliporeSigma).
- Viral particles were concentrated using Lenti-X Concentrator (Takara Bio, Shiga, Japan) according to the manufacturer’s instructions. Concentrated virus was aliquoted and stored at −80 °C until use.
- Activated 1 × 10^6^ CD8⁺ T cells were washed twice with PBS. Cells were transferred to non-tissue culture-treated 24-well plates (Falcon) pre-coated overnight at 4 °C with RetroNectin (30 µg/mL; Takara Bio).
- CD8⁺ T cells were transduced with concentrated lentiviral particles.
- Spinoculation was performed at 1000×*g* for 1.5 h at 32 °C.
- Fresh IL-2 (100 U/mL) was added immediately after spinoculation. Cells were cultured for an additional 24 h at 37 °C in a humidified 5% CO₂ incubator prior to downstream analyses.
- Following spinoculation, sphingosine-1-phosphate (S1P) was added in the designated concentration to stimulate signaling pathways of interest. The transduced cells were then incubated under physiological conditions at 37 °C for an additional 48 h, after which they were harvested and processed for downstream experimental analyses.

### CRISPR/Cas9-mediated knockdown

- sgRNA targeting Sphk1 was designed using the CHOPCHOP online tool.
- Complementary oligonucleotides corresponding to the sgRNA were annealed to generate a double-stranded DNA duplex.
- The annealed sgRNA duplex was cloned into the linearized pLVX-hyg-sgRNA1 vector.
- Lentiviral particles were produced by transfecting Lenti-X Packaging Single Shots with Cas9 and sgRNA plasmids.
- Following a 10-min incubation, the transfection mixture was applied to HEK 293T cells.
- At 24 h post-transfection, the culture medium was replaced with a low-serum formulation to enhance viral production.
- Cells were maintained for an additional 72 h to allow lentiviral amplification.
- Virus-containing supernatant was harvested, filtered to remove cellular debris, and concentrated using Lenti-X Concentrator reagent (Takara Bio) according to the manufacturer’s instructions.
- YUMM1.7 cells were transduced with LVX-hyg-sgRNA1 lentivirus in the presence of polybrene.
- Transduction efficiency was enhanced by centrifugation for 30 min.
- Hygromycin selection was applied to generate a stable sgRNA-expressing cell population.
- Hygromycin-resistant cells were subsequently transduced with LVX-puro-Cas9 lentivirus under identical conditions.
- Puromycin selection was performed to enrich for Cas9-expressing cells.
- Dual antibiotic–resistant cells were serially diluted into 96-well plates and cultured under hygromycin and puromycin selection.
- A single-cell clone was isolated and expanded for two weeks to establish Sphk1 knockout YUMM1.7 cells.

### Integrated TFBS prediction and ChIP assay

The 1000 bp upstream promoter sequences of the *MAP3K8, Map3k13, Map3k15* gene (mouse, GRCm39 assembly) were retrieved using the Ensembl Genome Browser (https://asia.ensembl.org/index.html) (Martin et al, 2023). Transcription factor binding site (TFBS) prediction was performed via the TFBIND webserver (https://tfbind.hgc.jp/) (Tsunoda and Takagi, 1999), which uses TRANSFAC-derived weight matrices. Analysis revealed multiple high-confidence CHOP (C/EBP homologous protein) binding sites within the promoter region. The position frequency matrix for CHOP was obtained from the JASPAR database (https://jaspar.elixir.no/) (Rauluseviciute et al, 2024).

- Chromatin immunoprecipitation (ChIP) assays were performed using murine CD8⁺ T cells stimulated in vitro with sphingosine-1-phosphate (S1P).
- Approximately 1 × 10⁷ S1P-activated cells were fixed with 1% paraformaldehyde for 10 min at room temperature to crosslink protein–DNA complexes.
- Crosslinking was quenched with 125 mM glycine.
- Nuclei were isolated using buffer A containing DTT.
- Chromatin was digested with micrococcal nuclease and briefly sonicated to generate DNA fragments of ~200–500 bp.
- Chromatin was diluted in 1× ChIP buffer.
- Samples were incubated overnight at 4 °C with:
  - Anti-CHOP antibody (2 µg; Cat. #9649S, Cell Signaling Technology), or
  - Control rabbit IgG.
- Immune complexes were captured using Protein G magnetic beads.
- Beads were washed and chromatin was eluted at 65 °C.
- Crosslinks were reversed using 5 M NaCl.
- Proteins were digested with Proteinase K.
- DNA was purified using spin columns and eluted in the supplied elution buffer.
- Enriched DNA was quantified by SYBR Green–based qPCR using primers targeting predicted CHOP-binding sites in the Map3K8, Map3k13, and Map3k15 promoters.
- Melt curve analysis confirmed amplicon specificity.
- Relative enrichment was calculated using the percent input method, normalized to 2% input DNA.

Percent Input = 2% x 2^(C[T] 2%Input Sample - C[T] IP Sample)^

C[T] = C_T_ = Threshold cycle of PCR reaction.

### RNA sequencing and analysis

Total RNA was extracted from six cell pellets (1.5 × 10⁶ cells each) suspended in 1 mL TRIzol (Invitrogen) and transported on dry ice to LC GC Laboratories. RNA was purified using the RNeasy Mini Kit (Qiagen, Cat. No. 74106), and quantified with both NanoDrop ND-100 and Qubit 4 Fluorometer. RNA integrity was assessed via Agilent Tapestation 4200.

For library preparation, 500 ng of RNA per sample was processed using the KAPA mRNA Capture Kit (Roche) and the KAPA RNA HyperPrep Kit for Illumina. mRNA was enriched using oligo-dT beads, fragmented, and reverse transcribed to cDNA using random hexamers. Strand-specific libraries were constructed with dUTP incorporation and adapter ligation, followed by PCR amplification.

Sequencing was performed on an Illumina NextSeq 2000 platform, generating ~40 million 2×150 bp paired-end reads per sample. Over 90% of reads had Q30 scores above 75%. FASTQ files were quality-checked using FastQC and trimmed with Trim Galore. Cleaned reads were aligned to the mouse genome using STAR (Dobin et al, 2013), and gene-level counts were generated with featureCounts (Liao et al, 2014). Differential expression analysis was performed using DESeq2 (Love et al, 2014) in R. Functional enrichment and visualization were carried out using gprofiler2, rrvgo, made4, and EnhancedVolcano R packages.

### Statistical analysis

All data reported are the arithmetic mean from three or five biological replicates experiments performed in triplicate ±SD unless stated otherwise. Comparisons between two groups were performed using an unpaired, two-tailed, Student *t* test. Comparisons between more than two groups were performed using one-way or two-way ANOVA. Data analyses were performed using the GraphPad Prism 9 software (GraphPad).

## Supplementary information

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Figure EV1 Source Data

Figure EV2 Source Data

Figure EV3 Source Data

Figure EV4 Source Data

Figure EV5 Source Data

Expanded View Figures

## Data Availability

The RNA-sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) repository and are publicly available under the accession number GSE313941. The raw FASTQ files are available through NCBI under BioProject accession PRJNA1380112. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-026-00734-3.

# Supplementary material for: S1P-S1PR1 signaling impairs CD8+ T cell metabolism and effector function in tumors
**Source:** EMBO Rep. 2026 Mar 19;27(8):2000–28. doi: 10.1038/s44319-026-00734-3
**Supplement:** Supplementary file 13 — Expanded View Figures

## Expanded View Figures

**Figure EV1. S1P-S1PR1 signaling modulates exhaustion profiles of CD8<sup>+</sup> T cells in TME and chronic stimulation models.**

(A–C) Gating strategy used for flow cytometry analysis of heterogeneous exhaustion states of CD8<sup>+</sup> T cells within the tumor microenvironment (TME) of (A) EL4 thymoma ( $n = 4$ ), (B) B16F10 melanoma ( $n = 5$ ), (C) YUMM1.7 melanoma ( $n = 7$ ), distinguished by the differential expression of PD1 and Tim3. (D–H) Human CD8<sup>+</sup> T cells isolated from healthy donor PBMCs were activated for 3 days and then subjected to either continuous TCR stimulation or cultured (without TCR stimulation) with IL-2 for 15 days. Cells were analyzed for (D) exhaustion-associated surface markers, (E) intracellular production of IFN $\gamma$  and TNF $\alpha$ , (F) intracellular expression of transcription factor TCF1, (G) intracellular expression of cell proliferation marker Ki67, and (H) cell death using Annexin V and 7AAD. The adjacent bar diagram represents cumulative data from  $n = 4$  biological replicates. (I–M) CD8<sup>+</sup> T cells isolated from the spleen of wild-type B6 mice were activated for 2 days and then subjected to either continuous TCR stimulation or cultured (without TCR stimulation) with IL-2 culture for 9 days. Cells were assessed for (I) exhaustion-associated surface markers, (J) intracellular production of IFN $\gamma$  and TNF $\alpha$ , (K) intracellular expression of the transcription factor TCF1, (L) intracellular expression of cell proliferation marker Ki67, and (M) cell death using Annexin V and 7AAD. The adjacent bar diagram represents cumulative data from  $n = 4$  biological replicates. (N, O) Flow cytometry analysis of S1PR1 expression in acutely versus chronically stimulated human (N) and murine (O) CD8<sup>+</sup> T cells. The adjacent bar diagram represents cumulative data from  $n = 4$  biological replicates. (P) Flow cytometry analysis of p-STAT3 expression in CD8<sup>+</sup> T cells isolated from spleens versus tumor tissues, with adjacent bar graphs representing cumulative results from four biological replicates ( $n = 4$ ). (Q) Purified mouse CD8<sup>+</sup> T cells activated in the presence or absence of S1P were assessed for flow cytometry-based expression of CD25. The adjacent bar diagram represents cumulative data from three biological replicates ( $n = 3$ ). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.005$ ; \*\*\*\* $P < 0.0001$ ; ns, nonsignificant ( $P > 0.05$ ), the error bar represents the standard deviation (SD).  $P$  values are derived from unpaired two-tailed Student's  $t$  test (A–P). Source data are available online for this figure.

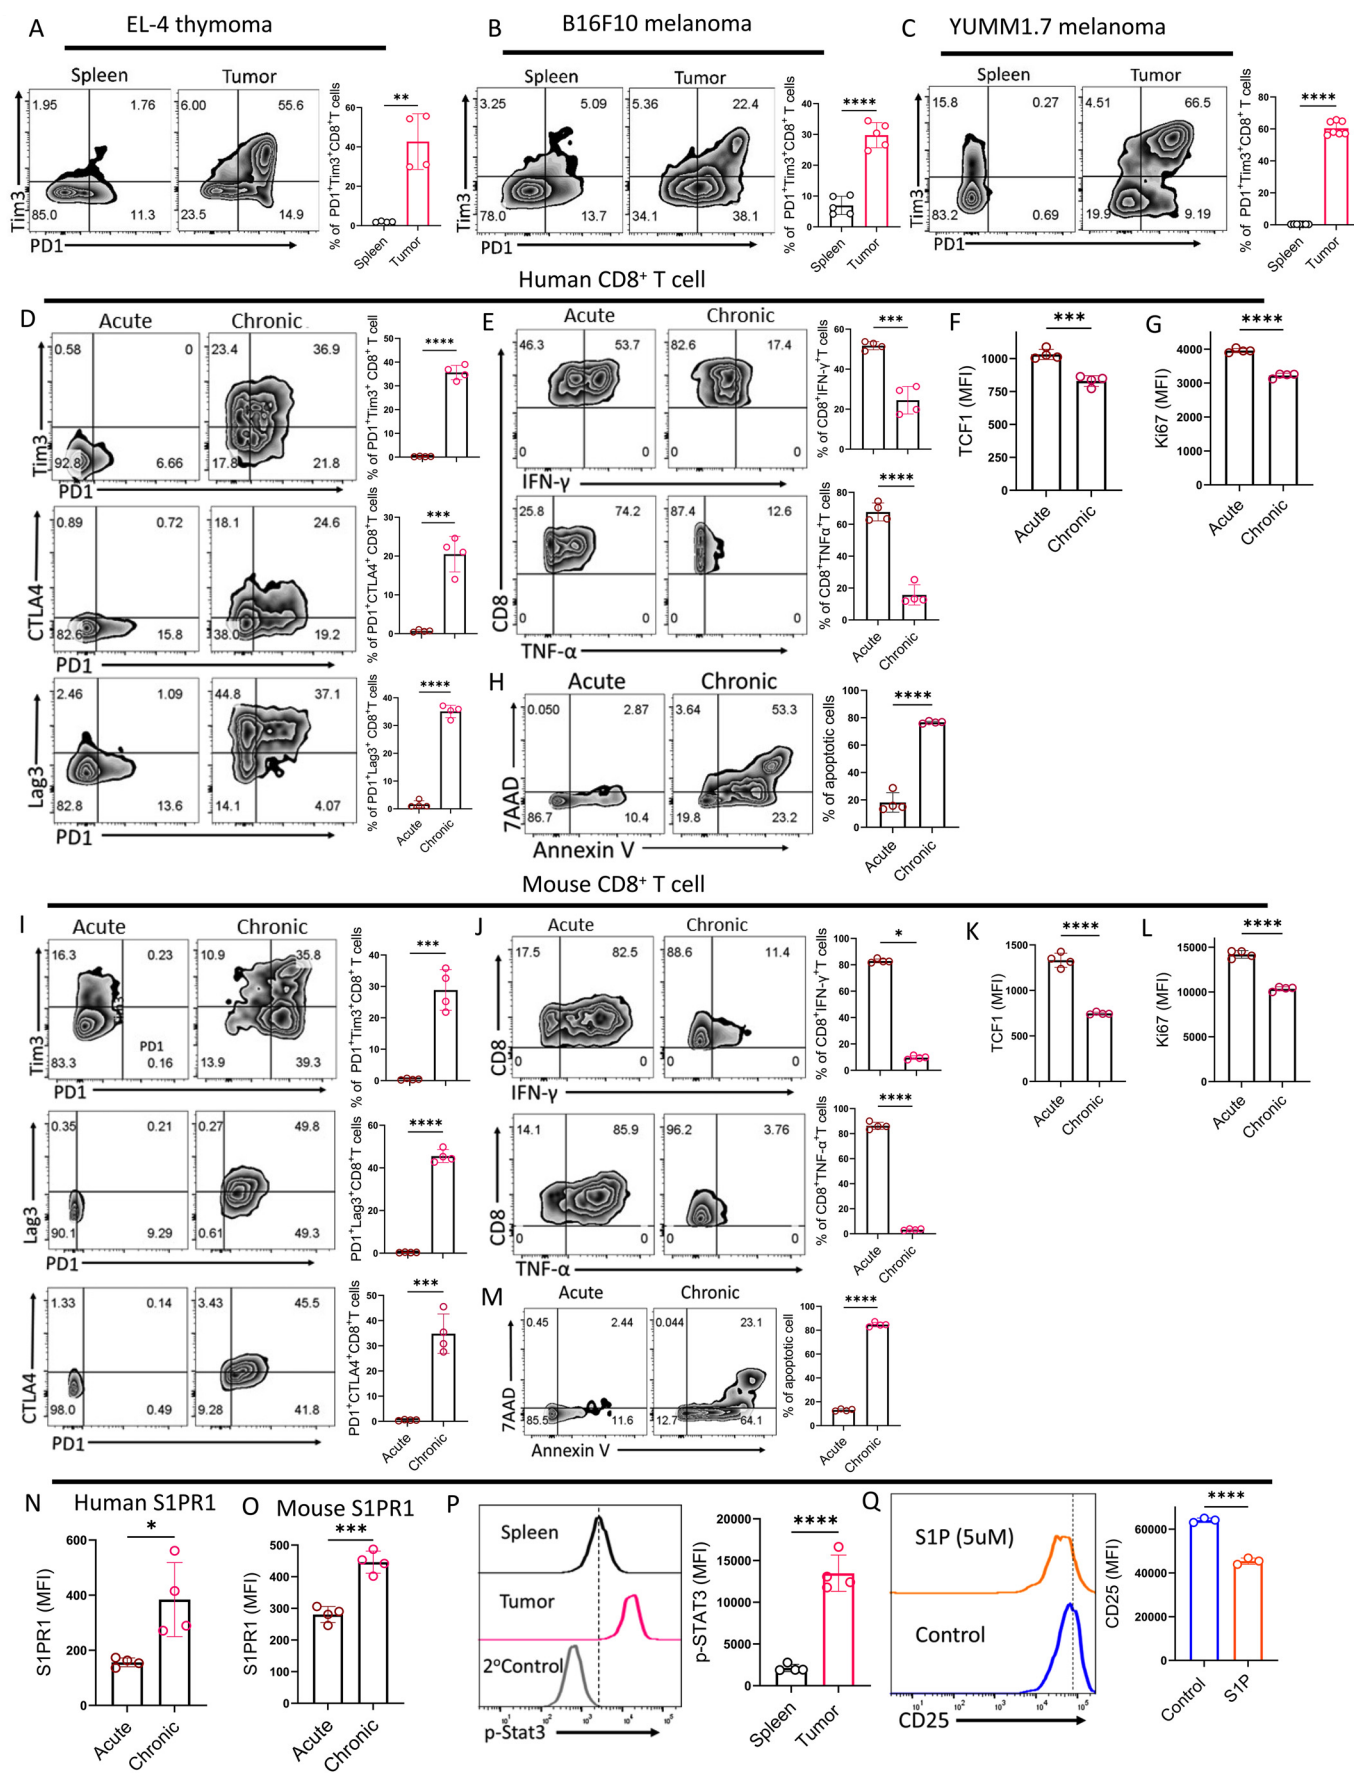

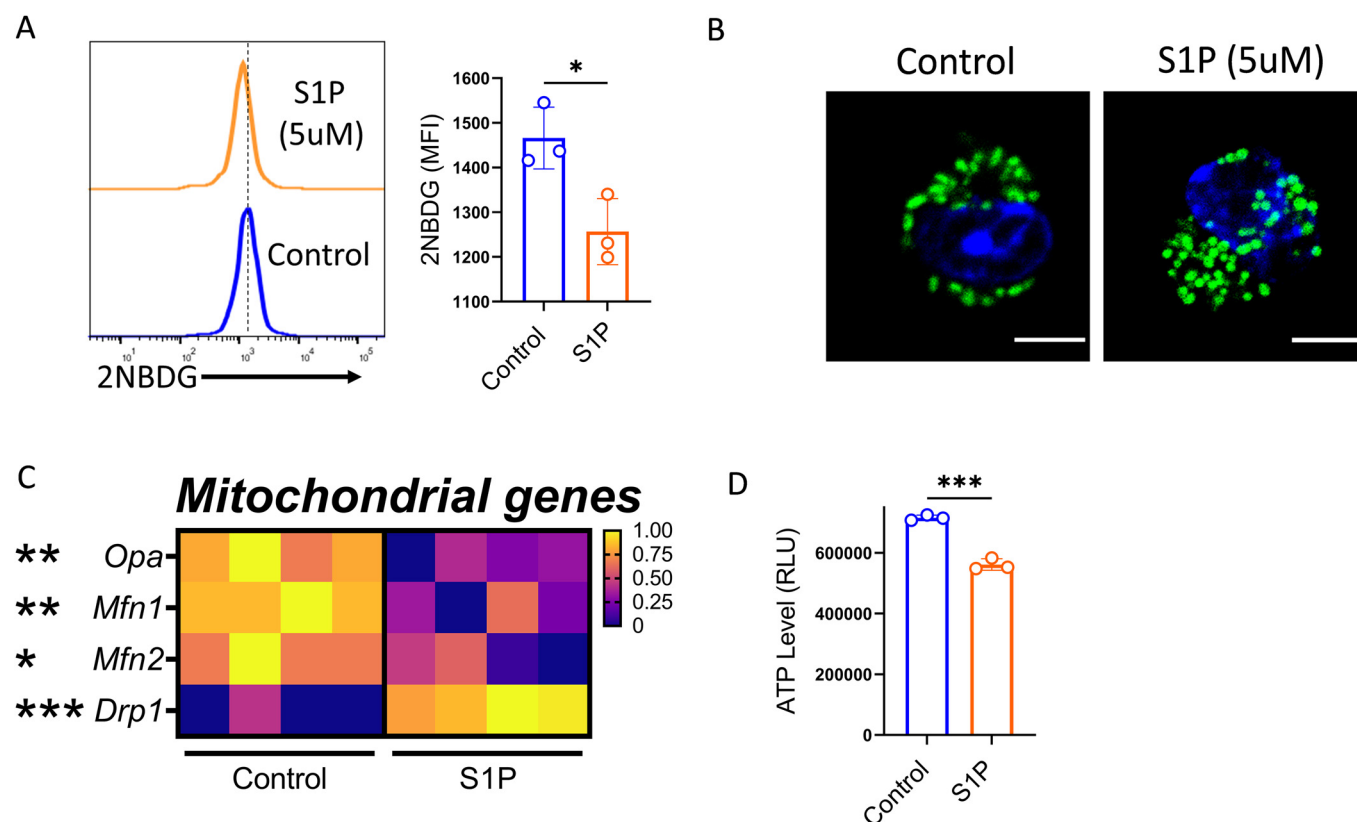

**Figure EV2. S1P-S1PR1 signaling modulates metabolic profiles of CD8<sup>+</sup> T cells.**

(A) Purified mouse CD8<sup>+</sup> T cells activated in the presence or absence of S1P were assessed for glucose uptake using 2NBDG ( $n = 3$ ). (B) Confocal imaging of activated CD8<sup>+</sup> T cells in the presence and absence of S1P. (C) qPCR analysis showing transcript levels of different genes involved in the mitochondrial pathway in respective groups ( $n = 4$ ). (D) Graphical representation of the intracellular ATP level in S1P or vehicle-treated CD8<sup>+</sup> T cells ( $n = 3$ ). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.005$ ; \*\*\*\* $P < 0.0001$ ; ns, nonsignificant ( $P > 0.05$ ), the error bar represents the standard deviation (SD).  $P$  values are derived from unpaired two-tailed Student's  $t$  test (A, D), and two-way ANOVA test (C). Source data are available online for this figure.

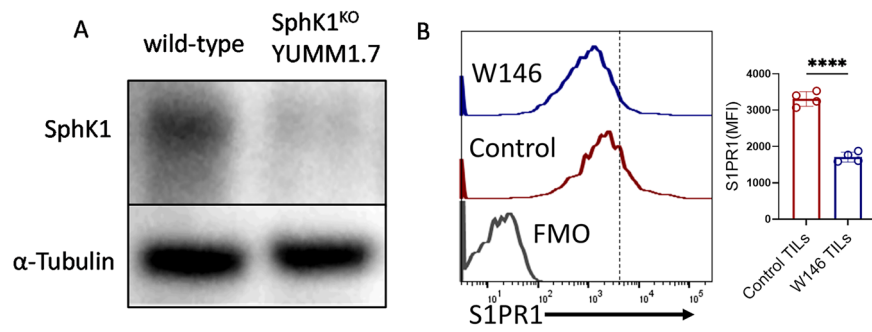

**Figure EV3. SphK1 deletion in tumor cells and local S1PR1 inhibition reduce S1PR1 level in tumor-infiltrating T cells.**

(A) Western blot analysis showing expression of SphK1 in wild-type and SphK1<sup>KO</sup> YUMM1.7 cells ( $n = 3$ ). (B) Flow cytometry analysis of the surface expression of S1PR1 on intratumoral CD8<sup>+</sup> T cells following administration of S1PR1 antagonist W146 or vehicle control in YUMM1.7 tumor-bearing mice ( $n = 4$ ). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.005$ ; \*\*\*\* $P < 0.0001$ ; ns, nonsignificant ( $P > 0.05$ ), the error bar represents the standard deviation (SD).  $P$  values are derived from unpaired two-tailed Student's  $t$  test (B). Source data are available online for this figure.

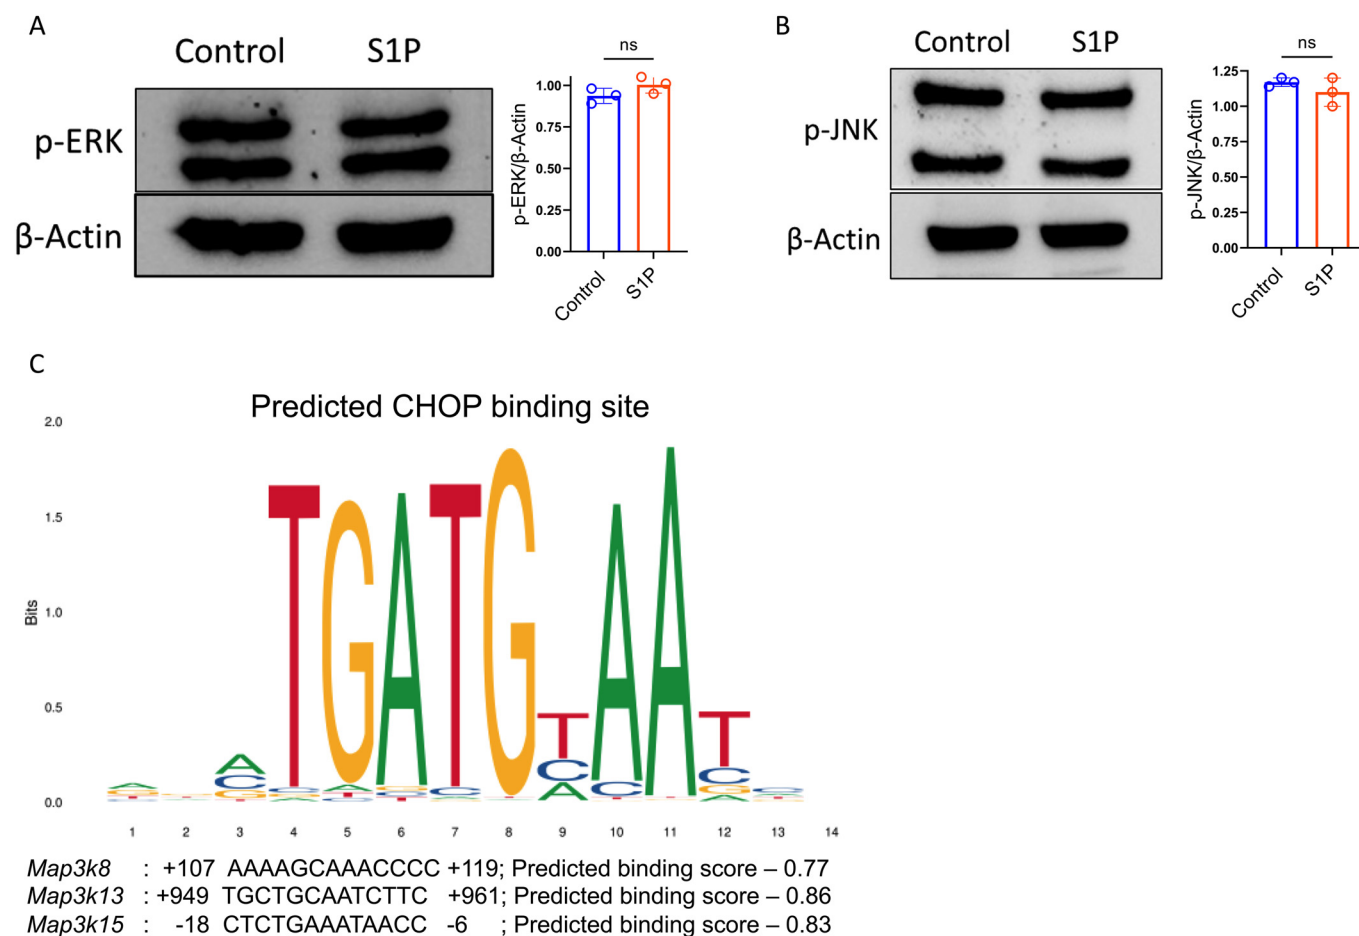

**Figure EV4. Evaluation of different MAPK signaling by S1P-S1PR1 signaling.**

(A, B) Western blot analysis showing the expression of (A) p-ERK and (B) p-JNK in in-vitro activated CD8<sup>+</sup> T cells either in the presence or absence of S1P. The adjacent bar graph depicts normalized densitometric data from three biological replicates ( $n = 3$ ). (C) Predicted binding sites of CHOP on the *Map3k8*, *Map3k13*, and *Map3k15* promoters generated from JASPER Software. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.005$ ; \*\*\*\* $P < 0.0001$  ns, nonsignificant ( $P > 0.05$ ), the error bar represents the standard deviation (SD).  $P$  values are derived from unpaired two-tailed Student's  $t$  test (A, B). Source data are available online for this figure.

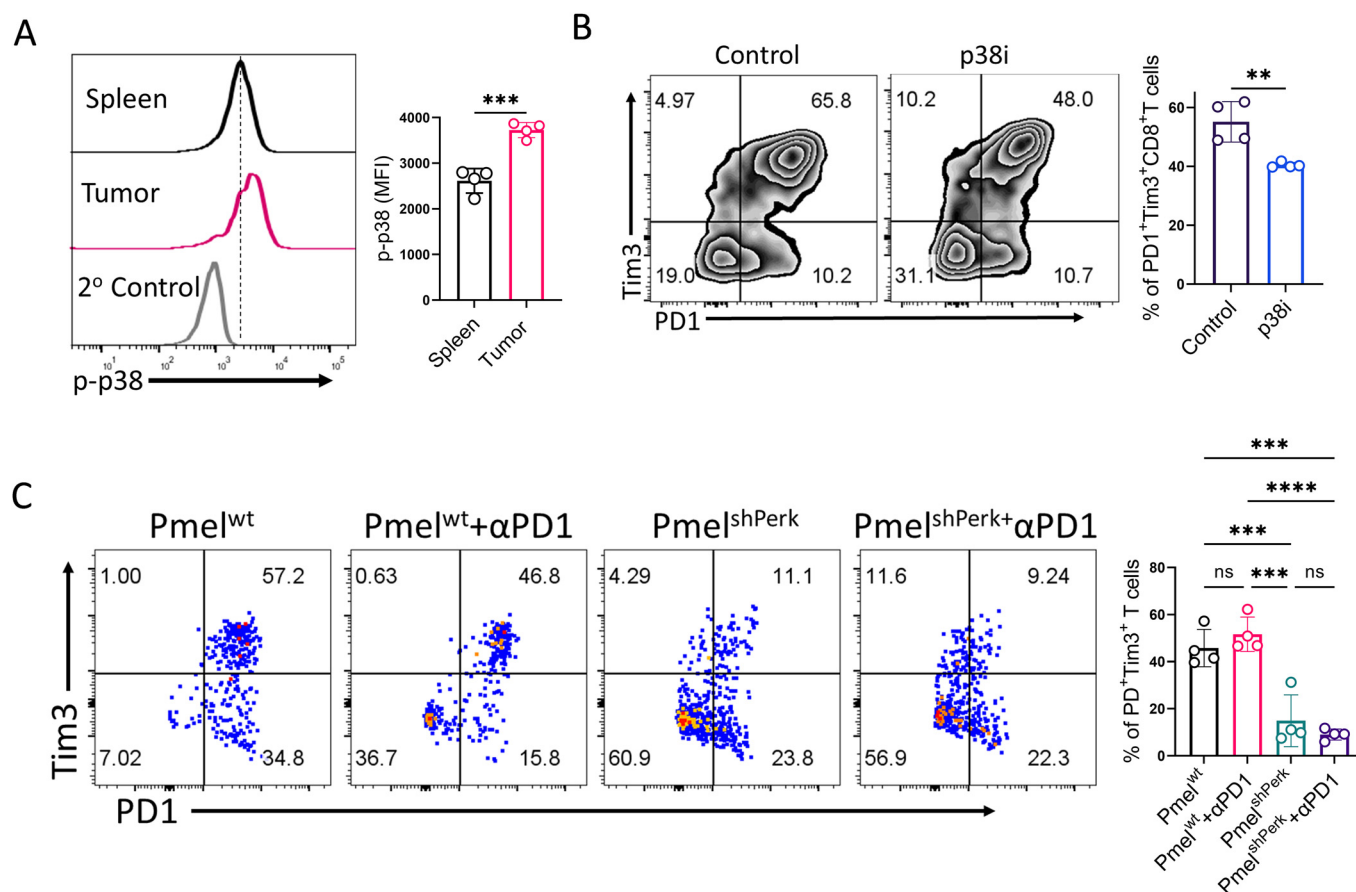

**Figure EV5. Evaluation of intratumoral CD8<sup>+</sup> T cells.**

(A) CD8<sup>+</sup> T cells isolated from either the tumor site or spleen of C57BL/6 mice ( $n = 4$ ) bearing YUMM1.7 melanoma were assessed for p-p38 expression. The adjacent bar plot summarizes pooled data from four tumor-bearing mice. (B) Intratumoral CD8<sup>+</sup> T cells from C57BL/6 mice ( $n = 4$ /group) with subcutaneous YUMM1.7 melanoma, treated with vehicle control or p38i, were evaluated for the frequency of terminally exhausted CD8<sup>+</sup> T cells (PD1<sup>+</sup>Tim3<sup>+</sup>). The adjacent bar plot summarizes pooled data from four mice per group. (C) Adoptively transferred Pmel-1 T cells transduced with either control shRNA or shRNA targeting PERK, isolated from tumors of C57BL/6 mice ( $n = 4$ /group) bearing subcutaneous B16-F10 melanoma and treated with or without anti-PD1 antibody, were evaluated for the frequency of terminally exhausted CD8<sup>+</sup> T cells (PD1<sup>+</sup>Tim3<sup>+</sup>). The adjacent bar plot summarizes pooled data from four mice per group. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.005$ ; \*\*\*\* $P < 0.0001$  ns, nonsignificant ( $P > 0.05$ ). The error bar represents the standard deviation (SD).  $P$  values are derived from unpaired two-tailed Student's  $t$  test (A, B) and one-way ANOVA. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

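RNA-seq counts of 6 samples were analysed, 3 of CD8⁺ T cells treated with S1P and 3 treated with vehicle. The authors activated the cells for 3 days with antibodies to CD3 and CD28 and with IL-2, and added S1P at 5 µM 24 h after activation. Sample labels name the treatment and the replicate number of each sample, and each sample was taken as 1 replicate. The authors made strand-specific libraries of polyadenylated RNA, sequenced them as paired-end reads on a NextSeq 2000, checked the reads with FastQC, trimmed them with Trim Galore, aligned them with STAR and counted reads on genes with featureCounts. The deposited table holds the counts as the authors made them with featureCounts, as whole numbers without normalization. The genome build, the annotation release, the strand setting and the treatment of reads that match several places are not named in the paper's text. The authors tested differences with DESeq2 and enrichment with gene ontology terms, which were not used here.

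All 6 columns of counts were used. Of 56941 Ensembl identifiers, 34414 had at least 1 count, and edgeR's filterByExpr kept 13299. Total counts ranged from 13636095 to 17089831 in vehicle-treated and from 12048880 to 17384084 in S1P-treated samples. Counting error was a larger part of the spread for genes with few counts. With the tested genes split by mean count into 4 groups of equal size, the median mean count was 20.2, 148, 567 and 1990.0 and the median standard error of the log2 fold change was 0.32, 0.14, 0.09 and 0.07, and 12.3%, 27.4%, 28.7% and 24.0% of the genes passed both thresholds. A group with at most 3 counts in every sample was taken as being at the floor, and floors and errors of counts cover counting error only.

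Counts were normalized with edgeR's TMM factors and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with treatment as the only term and Benjamini-Hochberg adjustment over the tested genes. A gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 0.3 in size, the thresholds of the paper. Principal components used log2 CPM with a prior count of 2 over the 500 most variable genes, centred and not scaled, and the scores of the groups were compared by an exact permutation test, two-sided. Gene sets were tested with limma's camera at a preset correlation of 0.01, with limma's fry and with camera at an estimated correlation. The family of 33 sets held 14 mouse Reactome sets, from the collection of 1457 sets that comes with fgsea 1.28.0, and 19 lists written by hand from general knowledge of the pathways. A list of erythroid genes, the last of 20 lists, had no tested gene. Over-representation among called genes was tested with a one-sided exact hypergeometric test, with the tested genes of at least 1 Reactome set as background, over 14 planned sets and over all sets of 10 to 500 genes.

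The comparisons, thresholds, lists and alternatives were fixed before the data were examined. The text names every gene of the RNA-seq results and of Fig. 3C, the kinases and CHOP targets that the paper followed by qPCR or chromatin immunoprecipitation, genes that it measured in other samples, and the 5 largest rises and 5 largest falls among called genes with a mean log2 CPM of at least 1 and groups that do not overlap. Other genes named in the closing section were chosen after their values were seen, apart from members of the hand-written lists. The lists cover PERK-ATF4 targets, ATF4 amino acid metabolism, XBP1-ATF6 chaperones, hypoxia, cholesterol synthesis, fatty acid synthesis, TGF-β targets, p53 targets, interferon-stimulated genes, NF-kB targets, glycolysis enzymes, proliferation, exhaustion, naive and memory genes, cytotoxic effector genes, and markers of B cells, CD4 T cells, myeloid cells, NK cells and erythroid cells. A second list of B cell genes and a list of liver genes, as a control for background, were written later, after the levels of the first B cell list were seen.

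Alternatives changed 1 choice at a time. They were DESeq2 1.42.0, other normalization factors (RLE, upper quartile, total count only), other filters on low counts (none, at least 10 counts in every sample, at least 50 counts on average), limma-voom, the replicate number as a block, offsets for GC content or length fitted per library by lowess with a span of 0.3, both the block and the GC offset, other thresholds, and the fit without each library in turn. For the principal components they were other numbers of genes (all tested genes, 2000 and 100), a prior count of 0.5 and DESeq2's variance-stabilizing transformation. Every model was first tested on simulated data, with counts for 13095 genes drawn from the means and library sizes of these samples. Of 196 genes made to differ, edgeR recovered 167 (85.2%) and DESeq2 160 (81.6%), with 6 and 3 unchanged genes called. With no gene made to differ, edgeR and DESeq2 called 0 genes. The simulated changes were all larger than the fold change threshold, and every gene had the dispersion of the trend. In the real data far more genes were called and S1P-treated replicate 2 lay apart from the other S1P-treated samples. These rates therefore need not hold for the real calls.

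Symbols, positions, exon overlap, GC content and length came from the GENCODE vM39 annotation of GRCm39. It holds 56323 of the identifiers and lacks 618. Of 369 symbols of the paper and the lists, 368 were assigned 1 identifier each, and Ddx58 was not. For Ddit3, which also names another identifier with a mean count of 0, ENSMUSG00000025408 was used. GC content and length were known for 99.7% of the tested genes. A gene was taken as uncertain where a large share of its exon bases lies under another gene, or of its 31-base stretches occurs in another gene, since the counting of such reads is not described. That share is given wherever such a gene is named in a result. Replicates were compared by a chi-square statistic per gene over genes with at least 50 counts in the pair, and no pair was taken as a duplicate. The other 9 ways to split the 6 samples into groups of 3 were fitted in the same way as the real one, which makes 10 splits in all. The values of some single genes are not reported here, and these genes are kept in the counts of genes and in the gene sets.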

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

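In this part, the tests of GC content, gene length, library-size normalization, the mix of cells and the Ifng transcript, and the counts over other splits of the samples, were chosen only after the results were seen.

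The hypoxia list stands out because its signal lies in genes that the paper's RNA-seq results do not discuss. The exception is Ero1a, which is the 1 gene of the list shown in Fig. 3C. Its 22 genes had a median log2 fold change of 0.8914 after S1P, and 21 of them were higher past both thresholds, among them Ndrg1 (2.29), P4ha2 (2.55) and Vegfa (1.40). All 3 S1P-treated samples lay above all vehicle-treated samples on the mean of the list (camera adjusted p = 1.05e-15, and 0.0081 with limma's fry, and 0.349 with an estimated correlation). The list of 17 glycolysis enzymes, 5 of them also in the hypoxia list and none in Fig. 3C, had a median log2 fold change of 0.543, with 15 higher and all 3 S1P-treated samples above all vehicle-treated samples (camera adjusted p = 1.33e-09, and 0.0148 with limma's fry, and 0.388 with an estimated correlation). The paper reports the opposite direction for key glycolytic genes, by qPCR in other samples (Fig. 1O). It also reports lower extracellular acidification (Fig. 1L–N) and lower glucose uptake (Fig. EV2A) with S1P, which are not measures of transcripts. Among the 10 splits of the 6 samples, 1 gave a result as large for the hypoxia list, 2 for the glycolysis enzymes and 2 for the glycolysis pathway of Reactome, the real split included, and 10 splits cannot give a share under 0.1. The splits other than the real one mix both treatments in each group, so such counts, here and below, are not shares under chance.

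The tables argue against several technical causes of these rises. The median of the glycolysis enzymes was 0.5907 with a GC offset, 0.5561 with a length offset, 0.5187 with total count normalization and 0.8114 with the 100 most abundant genes left out, and the median of the hypoxia list was 0.94, 0.90, 0.87 and 0.98. The last fit holds only 11 of the 17 enzymes and 19 of the 22 hypoxia genes, so its medians are over fewer genes and are not to be set beside the others in size. The camera adjusted p stayed at or under 8.87e-08 for both lists in these 4 fits. Genes shared between the lists were not the only source, since the 12 glycolysis enzymes outside the hypoxia list had a median of 0.5841 with 11 of them higher. A change in the mix of cells is also argued against for both lists, as far as the cell types of the marker lists go. The markers of CD4 T cells, the type that rose most as a set, had a median of 0.2335 over 4 genes (standard error over the genes 0.112), below both medians by more than 2 standard errors, and the markers of B cells had one of -0.1265 over 25 genes. A candidate explanation is a response of the hypoxia-inducible factor type in the treated cells. The Reactome set named for regulation of gene expression by that factor, without the genes of the list, had a median of 0.3073. All 6 of its other genes had a log2 fold change above 0, and 3 of them were past both thresholds. Whether these 6 genes are targets of the factor or parts of its own machinery was not examined, so their rise does not decide the explanation. Whether S1P itself or a difference in oxygen or cell number between the cultures is behind the rise of the hypoxia list was not tested.

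Interferon-stimulated genes also rose, and the paper discusses none of the list apart from Eif2ak2, the 1 gene of it shown in Fig. 3C. The 22 genes had a median log2 fold change of 1.389, 19 were higher past both thresholds, and all 3 S1P-treated samples lay above all vehicle-treated samples (camera adjusted p = 2.21e-12, and 0.00644 with limma's fry, and 0.349 with an estimated correlation). Irf7 had a log2 fold change of 2.52 and Isg15 of 2.39 (31.1% of its exon bases under another gene). The interferon signaling pathway of Reactome had a median of 0.21 over 101 genes, with 33 higher and 6 lower (camera adjusted p = 6.33e-05). Of the 10 splits, 1 gave a result as large for the list and 2 for the pathway, the real split included. The median was 1.356 with a GC offset, 1.406 with a length offset, 1.359 with total count normalization and 1.383 without the 100 most abundant genes, which argues against these as the whole cause. The markers of CD4 T cells, the type that rose most as a set, had a median of 0.2335, too small for a change in the mix of these cells to give it. More interferon gamma transcript is argued against, since Ifng fell (log2 fold change -0.4971; 26.0% of its exon bases under another gene). A candidate explanation is a response to another interferon or to nucleic acids in the cultures, which was not tested, and neither was a difference between the cultures other than S1P.

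The cholesterol synthesis list lies outside the genes the paper discusses, with none of its 20 genes in Fig. 3C. It had a median log2 fold change of 0.3682, with 12 genes higher and 1 lower past both thresholds and all 3 S1P-treated samples above all vehicle-treated samples (camera adjusted p = 6.11e-06, and 0.0177 with limma's fry, and 0.422 with an estimated correlation). The Reactome pathway of cholesterol synthesis had a median of 0.24 over 23 genes (camera adjusted p = 0.00056). For each of them, 2 of the 10 splits gave a result as large, the real split included. The median of the list was 0.3294 with a GC offset, 0.3796 with a length offset, 0.3411 with total count normalization and 0.3628 without the 100 most abundant genes, so none of these accounts for the rise. A change in the mix of cells cannot be told apart from a change within the cells here, since the 4 markers of CD4 T cells had a median of 0.2335 (standard error over the genes 0.112), within 2 standard errors of the list.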

How the results depend on the processing

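The tests of other splits aside, 1 alternative was chosen only after the result was seen, the unadjusted p for the genes of Fig. 3C.

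Of the genes past both thresholds, 0 changed direction under the settings in which fold changes were estimated again. DESeq2 called 1506 higher and 1336 lower genes, 1482 and 1293 of them shared with edgeR. The other normalization factors, filters, offsets and limma-voom gave between 1497 and 1838 higher and between 1190 and 1608 lower genes, within 1.5 times the 1687 and 1384 of the main setting. Upper-quartile factors gave 1838 higher and 1206 lower genes (60.4% higher) and total count normalization gave 1498 and 1511 (49.8% higher), against 54.9% higher in the main setting. Without each library in turn there were from 1158 to 1736 higher and from 961 to 1492 lower genes, with the fewest without vehicle-treated replicate 3. The counts of calls moved with the threshold, by construction. With a log2 fold change of at least 1 they were 383 higher and 82 lower, with glmTreat against 0.3 they were 663 and 311, and with the adjusted p alone they were 1949 and 1839.

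The first principal component held 57.46% of the variance with all tested genes, 61.72% with 2000 genes, 83.54% with 100 genes, 68.01% with a prior count of 0.5 and 88.22% with DESeq2's variance-stabilizing transformation, against 73.0%. Without each library in turn it held from 66.18% to 75.0%. The cause was not tested.

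The genes of Fig. 3C past both thresholds numbered between 52 and 59 under the other settings with all libraries and from 46 to 59 without each library in turn, against 57, and the 52 came with a filter of at least 50 counts on average, which tests fewer genes. At an unadjusted p of 0.05, chosen after the values were seen, they were 73 with edgeR and 74 with DESeq2.

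For gene sets, the choice of test mattered most, and the values are adjusted p values from limma. With fry, 4 Reactome sets came past 0.05 that camera left out, nuclear targets of MAP kinases (0.006003, which makes 1 MAP kinase set against 0 with camera, where 0 of the 4 sets had an unadjusted p under 0.05), SMAD activation (0.01875), intrinsic apoptosis (0.01769) and cellular responses to stress (0.02921), the last 2 lower after S1P. Respiratory electron transport was no longer past it with fry (0.1061). With an estimated correlation, respiratory electron transport (0.5042), the TCA cycle (0.3881), glycolysis (0.3485), cholesterol synthesis (0.4222) and interferon signaling (0.3485) were all no longer past it, and 0 of the hand-written lists were, against 10 with the preset correlation and 10 to 11 without each library in turn. At an unadjusted p of 0.05, 3 lists passed with an estimated correlation. Without a filter on low counts, intrinsic apoptosis (0.003881) and cellular responses to stress (0.0002664) came past the threshold, lower after S1P. The causes were not tested.

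Sets with a median near 0 changed direction, with the cause not tested and no adjusted p under 0.05. Without a filter on low counts these were p38 MAPK events (0.7134), TAK1 activation of p38 (0.5822), JNK activation (0.9033), TGF-β receptor signaling (0.5102), SMAD activation (0.4694), NF-kB targets (0.6421) and myeloid genes (0.7586). They were NF-kB targets with DESeq2 (0.9255), NK cell genes with at least 10 counts in every sample (0.8104), myeloid genes with at least 50 counts on average (0.9948), and TGF-β receptor signaling (0.9203) and NK cell genes (0.9958) with a length offset. Some fits without 1 library also changed the direction of p38 MAPK events (adjusted p from 0.7557 to 0.9761 over these fits), TAK1 activation (0.4189 to 0.9296), TGF-β receptor signaling (0.6627 to 0.9914), NF-kB targets (0.4189 to 0.9009) and NK cell genes (0.7573 to 0.9997).

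Among 109 named genes, DESeq2 left 107 on the same side of the thresholds and dropped 2, Cdk10 and S1pr1. With a GC offset, 4 named genes lost a call, among them Il27ra and Tcf7, and 1 gained one (Cox7b). Without 1 library, between 5 and 14 named genes lost a call and up to 5 gained one. Directions changed for genes with a log2 fold change near 0. Map2k4 had -0.0106 with total count normalization, -0.0132 without a filter, -0.0187 with a GC offset and from -0.0182 to 0.0409 without each library. S1pr4 had 0.0385 with a GC offset and from -0.344 to 0.1754 without each library, S1pr3 from -0.0912 to 0.2966 and Gzmb from -0.1698 to 0.0225. The cause was not tested.

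Samples of the 2 groups share replicate numbers, and the numbers did not pair them. The deviations of same-numbered samples from their group means correlated at 0.1197, -0.006 and 0.0483 across genes, which are not independent replicates. With the replicate number as a block, 1697 genes were higher and 1423 lower, with 58 genes of Fig. 3C. With the block and the GC offset together, 1679 were higher and 1398 lower, and Map2k4 had -0.0189 and S1pr4 0.0136.

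Depth limits the genes with few counts. In the lowest of 4 groups of genes by mean count the median standard error was 0.32 on the log2 scale, about the fold change threshold, so changes of that size were not detectable there. S1pr5 and Sphk1 had too few counts for a test.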

Differences from the paper's values

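The settings named here were set before the data were examined, apart from the unadjusted p, which was chosen only after the result was seen.

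The paper's depth is about 40 M reads per sample, and the median total count over the 6 samples was 14.52 M. The 2 are different quantities, reads sequenced and reads counted on genes, and if each count is a pair of reads the median is 29.05 M reads. None of the alternatives bears on this value.

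In Fig. 3A the first principal component holds about 89% of the variance and the second about 8% (Fig. 3A, read by eye). The values here were 73.0% and 10.6%, within the limits set for a difference. DESeq2's variance-stabilizing transformation with the 500 most variable genes gave 88.2% and 7.57%, the setting nearest to the figure. All tested genes gave 57.5% and 16.0%, both outside those limits. The second component alone was outside them with the 2000 most variable genes (13.6%) and without vehicle-treated replicate 1 (13.5%), 2 (13.3%) or 3 (15.0%) or S1P-treated replicate 3 (13.6%).

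The paper shows all genes of Fig. 3C as differentially expressed at its 2 thresholds. Of the 74 genes, 57 were past both here with edgeR and 56 with DESeq2, the tool of the paper, and all had the paper's direction. Adjusted over the list alone, 62 and 63 were past both, which is not independent evidence, since the study chose the list on these samples. The genes not past both with edgeR include Ryr1, Cdk8, Cdk2, Cdk4, Cdk9, Wnt10b, Cd27, Il2, Tnf, Prf1, Atp5k, Cox19, Ndufs3, Cox7b, Sdhc and Atp5a1. Ryr1 passed with total count normalization, no filter, at least 10 counts in every sample, limma-voom, a length offset and without S1P-treated replicate 3. Il2 passed without a filter, with the replicate block, with the block and GC offset, and without vehicle-treated replicate 2. Atp5k passed without a filter, with the replicate block, and without vehicle-treated replicate 1 or S1P-treated replicate 3. Cox7b passed with a GC offset, with the block and GC offset, and without vehicle-treated replicate 1 or S1P-treated replicate 3. Tnf passed without vehicle-treated replicate 2, Cd27 without vehicle-treated replicate 1, Wnt10b, Ndufs3 and Sdhc without S1P-treated replicate 1, and Cox19 and Atp5a1 without S1P-treated replicate 3. Cdk8, Cdk2, Cdk4, Cdk9 and Prf1 passed in none of the 18 settings, and their unadjusted p from edgeR was under 0.05. At an unadjusted p of 0.05 with no minimum for the fold change, chosen after the values were seen, 73 genes passed with edgeR, all but Atp5k, and 74 with DESeq2.

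The paper reports enrichment of the UPR, ER stress, the stress-activated MAPK cascade, TGF-β receptor and SMAD signaling and intrinsic apoptotic signaling among higher genes, with gene ontology terms. In Reactome, which groups other genes under these names, none of the planned sets of these pathways was enriched among the higher genes (adjusted p of 1 from the exact hypergeometric test, with unadjusted p values from 0.353 to 0.993). With limma's fry, the sets of nuclear MAP kinase targets (adjusted p = 0.0060, from 0.0060 to 0.469 over the alternatives) and SMAD activation (adjusted p = 0.0188, from 0.0188 to 0.996) passed in the higher direction. Intrinsic apoptosis (0.0177, from 0.00388 to 0.436) and cellular responses to stress (0.0292, from 0.000266 to 0.422) passed with fry in the lower direction. Hand-written lists of PERK-ATF4 targets (median 0.71, camera adjusted p = 6.89e-12) and TGF-β targets (median 0.25, camera adjusted p = 0.000541) were higher in all 3 S1P-treated samples than in all vehicle-treated samples, with an adjusted p of up to 0.349 over the alternatives.

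The paper states that the Map2k genes it went on to measure by qPCR were enriched after S1P in its RNA-seq, and that S1P raised Map2k3, Map2k4 and Map2k6 (Fig. 5F). In these libraries, Map2k6 had a log2 fold change of 0.67 (edgeR adjusted p = 0.00666), Map2k3 one of -0.39 (edgeR adjusted p = 0.0282) and Map2k4 one of 0.02 (edgeR adjusted p = 0.879). Map2k6 kept its call in all alternatives. Map2k3 lost it without vehicle-treated replicate 1 (-0.39, adjusted p = 0.0855) or 3 (-0.35, adjusted p = 0.109) and without S1P-treated replicate 2 (-0.25, adjusted p = 0.0200) or 3 (-0.44, adjusted p = 0.0621), all from edgeR.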

Other observations

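In this part, the tests of GC content, gene length, library-size normalization, the mix of cells, immunoglobulin RNA, the Ddit3 overlap and the library with the highest mitochondrial share, and the counts over other splits, were chosen only after the result was seen.

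The 6 samples can be split in 10 ways into groups of 3, and a share under 0.1 is not possible. For the numbers of higher genes, lower genes and called genes of Fig. 3C, 1 of the 10 splits, the real one, gave a result as large. The other 9 splits called 0 genes, and between 101 and 295 genes had an unadjusted p of at most 0.05 in them, against 5382 in the real split. Each of these 9 splits puts samples of both treatments in each group. A treatment effect then widens the spread within groups, so few calls in them are no evidence against chance. For gene sets, such splits still carry part of the difference between treatments, so the counts that follow are not shares under chance. For the Reactome sets, the splits with a camera p as small, the real one included, were 6 of 10 for the unfolded protein response, 9 for p38 MAPK events, 9 for TAK1 activation of p38, 6 for JNK activation, 2 for nuclear targets of MAP kinases, 8 for TGF-β receptor signaling, 7 for SMAD activation, 2 for intrinsic apoptosis, 2 for cellular responses to stress, 3 for respiratory electron transport and 2 for the TCA cycle. For the hand-written lists they were 1 of 10 for PERK-ATF4 targets, XBP1-ATF6 chaperones, TGF-β targets, proliferation and cytotoxic effector genes, 3 for p53 targets and for naive and memory genes, 4 for ATF4 amino acid metabolism and for exhaustion, 5 for B cell and CD4 T cell genes, 6 for fatty acid synthesis and myeloid genes, 9 for NF-kB targets and 10 for NK cell genes.

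The lists for the arms of the UPR went different ways. The 32 PERK-ATF4 targets, 7 of them shown in Fig. 3C, had a median log2 fold change of 0.71, with 22 higher and all 3 S1P-treated samples above all vehicle-treated samples (camera adjusted p = 6.89e-12, and 0.00644 with limma's fry). Without the 16 genes of amino acid metabolism, the other 16 had a median of 0.84. The amino acid genes, all of them members of the first list and none in Fig. 3C, had a median of 0.47, with 8 of 16 higher (camera adjusted p = 6.33e-05, and 0.0188 with limma's fry). The 23 XBP1-ATF6 chaperones, none in Fig. 3C, had a median of -0.17, with 6 lower, 2 higher (Dnajb9 and Herpud1) and all 3 S1P-treated samples below all vehicle-treated samples (camera adjusted p = 0.00334, and 0.0060 with limma's fry). With an estimated correlation neither list passed (adjusted p = 0.349 for both). Eif2ak3, which encodes PERK, had a log2 fold change of 0.12 (edgeR adjusted p = 0.383). The fall of the chaperones had a median of -0.1789 with a GC offset, -0.1748 with a length offset, -0.1922 with total count normalization and -0.1883 without the 100 most abundant genes, which leaves 22 of the 23, with the PERK-ATF4 median between 0.69 and 0.78 in these fits, which argues against these causes. For the rise of the PERK-ATF4 targets a change in the mix of cells is argued against, since the markers of CD4 T cells, the type that rose most as a set, had a median of 0.2335. For the chaperones it cannot be told apart from a change within the cells, since the 25 markers of B cells had a median of -0.1265 (standard error over the genes 0.0697), within 2 standard errors of the list. A candidate explanation for the rise is activity of the PERK arm without the other arms, or of ATF4 by another route, and the 2 were not told apart by any test here.

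The other lists gave these results. TGF-β targets had a median of 0.25 over 15 genes, with 5 higher and 1 lower and all 3 S1P-treated samples above all vehicle-treated samples (camera adjusted p = 0.000541, limma's fry 0.00558). Proliferation genes had a median of -0.21 over 24 genes, with 7 lower and all 3 S1P-treated samples below (camera adjusted p = 6.33e-05, limma's fry 0.0060). Cytotoxic effector genes, 5 of the list shown in Fig. 3C, had a median of -0.21 over 14 genes, with 5 lower and 1 higher and all 3 S1P-treated samples below (camera adjusted p = 0.000636, limma's fry 0.0060). Of the lists that follow, Fig. 3C shows 2 genes of exhaustion, 4 of naive and memory genes, 3 of p53 targets, 2 of NF-kB targets and 2 of fatty acid synthesis. Lists that did not pass with limma's camera were exhaustion (median 0.28, adjusted p = 0.168, and 0.0455 with fry), naive and memory genes (0.29, 0.21), p53 targets (0.11, 0.21, and 0.0154 with fry), NF-kB targets (0.077, 0.695), fatty acid synthesis (0.14, 0.518), B cell genes (-0.13, 0.21), CD4 T cell genes (0.23, 0.191), myeloid genes (0.10 over 3 tested genes, 0.699) and NK cell genes (-0.061 over 2 tested genes, 0.961). Past both thresholds, 7 naive and memory genes were higher and 3 lower, and 3 exhaustion genes were higher and 2 lower. No erythroid gene was tested. No technical or biological explanation was tested for these lists.

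Transcripts of B cells were present in all 6 libraries of CD8⁺ T cells. The 10 genes of the B cell list all had a mean of at least 1 CPM, with a median of 181 CPM over the list, among them Cd74 at 582 ± 75.0 (SD, n = 3) in vehicle-treated and 485 ± 48.4 in S1P-treated samples, and Ighm at 528 ± 47.7 and 533 ± 14.6. Of the 10 genes, 1 has most of its 31-base stretches in another gene, which argues against reads shared with other genes. Free immunoglobulin RNA alone is argued against, since the list without its immunoglobulin genes had a median of 142.6 CPM, and a control list of 14 liver genes had 0.0139 CPM. A second list of 15 B cell genes had a median of 39.67 CPM with all 15 at 1 CPM or more, which is consistent with B cells or their RNA in the cultures. The methods of the paper name naive T cells or total splenocytes as the starting material, and the labels of these libraries name purified naive CD8⁺ T cells. The first list had 2 genes lower and none higher after S1P, and the second had 2 higher (among them Ebf1) and 5 lower (among them Fcrla), so its genes moved apart. How many of these genes the T cells express themselves was not tested. Medians of the other lists were 0.2 CPM for myeloid genes (2 of 12 at 1 CPM or more), 0.566 CPM for NK cell genes (1 of 5) and 0.038 CPM for erythroid genes (0 of 6).

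Cd4 was as abundant as Cd8a. It had 203 ± 18.4 CPM (SD, n = 3) in vehicle-treated and 219 ± 31.6 CPM in S1P-treated samples (log2 fold change 0.10, edgeR adjusted p = 0.487), while Cd8a went from 222 ± 24.9 to 140 ± 6.59 CPM (log2 fold change -0.67, edgeR adjusted p = 0.000243) and Cd8b1 had a log2 fold change of -0.55 (edgeR adjusted p = 0.00767). The count of Cd4 per count of Cd8a was 0.97, 0.743 and 1.07 in vehicle-treated replicates 1 to 3 and 1.35, 1.93 and 1.45 in S1P-treated replicates 1 to 3. Of the 31-base stretches of Cd4, 2.97% occur in another gene, which argues against reads of a similar gene. The 4 genes of the CD4 T cell list had a median of 22.8 CPM, and Zbtb7b rose by 0.37, Cd40lg by 0.50 and Foxp3 by 0.02 (31.5% of its exon bases under another gene). Whether these transcripts may come from CD4⁺ T cells or from the CD8⁺ T cells themselves was not tested, and neither was a smaller share of CD8⁺ T cells against a smaller amount of Cd8a transcript per cell. Xist was counted in all 6 libraries and genes of the Y chromosome in none of them.

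Lars2 fell from 683 ± 7.96 to 209 ± 75.7 CPM (SD, n = 3 each), a log2 fold change of -1.70. Ribosomal RNA genes outside the mitochondrial genome also fell, from 0.541% ± 0.0245 to 0.229% ± 0.0504 of all counts, as did Rn18s-rs5 (log2 fold change -1.22). Mitochondrially encoded ribosomal RNA rose instead. It took 0.53%, 0.56% and 0.54% of counts in vehicle-treated replicates 1 to 3. In S1P-treated replicates 1 to 3 it took 0.64%, 0.70% and 0.69%. These values argue against reads of mitochondrially encoded ribosomal RNA as the cause of the fall of Lars2. Reads of the ribosomal RNA that fell, counted on Lars2, could lower both. This was tested by its 31-base stretches in genes annotated as ribosomal RNA, of which 0 were found. The annotation does not hold the whole ribosomal RNA, so the explanation cannot be told apart from a change in Lars2 itself. Rpl12 rose by 1.04.

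The nuclear genes of respiratory electron transport had a lower median, and composition of the counts is argued against as its cause. The median was -0.1928 without the mitochondrially encoded genes (camera adjusted p = 0.000408). S1P-treated replicate 2, with the highest mitochondrial share, is not behind it either, since the camera adjusted p was 9.29e-05 without it, with a median of -0.17, in a range of 6.93e-06 to 0.0241 without each library. The share of counts on mitochondrially encoded genes was 4.41% ± 0.282 (SD, n = 3) in vehicle-treated and 5.74% ± 1.80 in S1P-treated samples, with 7.80% in replicate 2. The 12 mitochondrially encoded mRNAs had a median log2 fold change of 0.41 with all libraries and -0.017 without that replicate. A fall in nuclear transcripts of every kind in that library would raise these mRNAs alike. Their log2 ratios to the other S1P-treated libraries ran from -0.36 to 1.13, a range of 1.487, and with 1 library the explanation cannot be told apart from others. The number of genes with a count was 22639, 22566 and 23288 in vehicle-treated replicates 1 to 3 and 25235, 27224 and 24153 in S1P-treated replicates 1 to 3, so the library with the smallest total, S1P-treated replicate 2, had the most genes with a count. No biological explanation was tested for this.

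Of the exon bases of Ddit3, 82.38% lie under exons of other genes. Loss of reads to Mars1 and others could lower its count in all libraries, and cannot be told apart from a low level, since the libraries keep the strand and the paper does not name the strand setting of the counting. Among genes that lie wholly under exons of the opposite strand, 4 of 577 (0.69%) had a mean of at least 50 counts, among genes wholly under exons of the same strand 11 of 1140 (0.96%), and among genes under no other exon 4651 of 39062 (11.9%). The kinds of genes differ between these groups, so this does not settle the setting.

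The paper measured further genes in other samples by other assays, and these libraries gave the values that follow. The paper states that S1P lowers glycolytic genes by qPCR (Fig. 1O). Here Slc2a1 had a log2 fold change of 0.95, Pfkp 0.82, Hk2 0.63, Pfkm 0.53, Eno1 0.48, Pfkl 0.41 (39.8% of its exon bases under another gene) and Ldha 0.24, and all but Ldha passed both thresholds (edgeR adjusted p up to 0.00808, and 0.0853 for Ldha). Eno1 lost its call without vehicle-treated replicate 3 (0.40, edgeR adjusted p = 0.0506). The paper states that Drp1 rose and that Opa1, Mfn1 and Mfn2 fell (Fig. EV2C). Here Dnm1l, which encodes Drp1, had 0.08 (edgeR adjusted p = 0.395; 53.4% of its exon bases under another gene), Opa1 -0.10, Mfn1 0.14 (40.4% under another gene) and Mfn2 -0.51, of which only Mfn2 passed both thresholds. The paper states that CD25 and granzyme B protein fell (Fig. EV1Q, Fig. 1I), and here Il2ra had 0.23 (edgeR adjusted p = 0.0439) and Gzmb -0.10 (edgeR adjusted p = 0.479), with a direction that turned to 0.02 without vehicle-treated replicate 2. Pdcd1 went from 747 ± 23.2 to 445 ± 50.2 normalized counts (SD, n = 3 each; log2 fold change -0.74, edgeR adjusted p = 0.000206), and Havcr2 had 0.34 (edgeR adjusted p = 0.165). S1pr1 had 0.34 (edgeR adjusted p = 0.0405, DESeq2 adjusted p = 0.0979) and lost its call without each library in turn (edgeR adjusted p from 0.0552 to 0.138). S1pr2 had -0.19, S1pr3 0.096 and S1pr4 -0.03, none of them past the thresholds. Stat3 had 0.51, Mapk8 0.16, Mapk14 -0.26, Sphk2 -0.25 (38.1% of its exon bases under another gene) and Tnfrsf10b -0.083, of which only Stat3 passed both thresholds with all libraries. Mapk14 passed them without S1P-treated replicate 1 (-0.32) and Sphk2 without S1P-treated replicate 2 (-0.30). S1pr5 and Sphk1 were below the floor of 3 counts in all vehicle-treated libraries and had at most 4 and 8 counts in S1P-treated ones. Transcript levels of these libraries and the paper's assays on other samples differ in material, and no explanation was tested.

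Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of -0.156 with GC content, 0.086 with length and -0.129 with mean abundance. Over all Reactome sets of 10 to 500 genes, 12 were enriched among the higher and 103 among the lower genes with the exact hypergeometric test, the lower ones with the minor pathway of mRNA splicing first (19 of 42 genes).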
